# Activating GCN2 and subsequently the Unfolded Protein Response with the small oral molecule NXP800 delays tumor growth in osteosarcoma

**DOI:** 10.1038/s41420-026-02941-2

**Published:** 2026-02-05

**Authors:** Emma Racineau, Morgane Lallier, Anaïs Postec, Jérôme Amiaud, Rose-Anne Thépault, Régis Brion, Séverine Battaglia, Céline Charrier, Marie-Anne Colle, Bénédicte Brounais-Le Royer, Marc Baud’huin, Franck Verrecchia, Benjamin Ory, Steven Georges, François Lamoureux

**Keywords:** Targeted therapies, Paediatric cancer, Sarcoma

## Abstract

Osteosarcoma (OS) is the most common primary malignant bone tumor mainly affecting children and young adults. Despite current treatments combining polychemotherapy and surgery, survival rates have remained unchanged for decades, highlighting the need to identify novel therapeutic approaches. NXP800, a newly developed orally available molecule, represents a promising therapeutic option. The therapeutic efficacy of NXP800 was evaluated in vitro and in a preclinical murine xenograft model of OS. RNA-seq analysis and functional assays were conducted to investigate the mechanisms of action and molecular target of NXP800. NXP800 decreases the viability of OS cell lines by blocking proliferation and inducing apoptosis. Mechanistically, NXP800 activates the Unfolded Protein Response (UPR), as demonstrated by eIF2α phosphorylation and ATF4 upregulation. This effect is mediated through the engagement of the Integrated Stress Response (ISR) via the activation of GCN2 kinase. Inhibition of GCN2, either through molecular or pharmacological approaches, abolishes NXP800-induced eIF2α phosphorylation and partially restores OS cell viability. Furthermore, NXP800 activates the IRE1α/JNK/c-Jun pathway while increasing the expression of the pro-apoptotic protein Puma. Finally, NXP800 delays tumor growth in preclinical OS model by promoting apoptosis. This study is a preclinical proof-of-principle of therapeutic efficacy of NXP800 both in vitro and in vivo, highlighting the relevance of targeting GCN2, and consequently activating the ISR and UPR, to induce apoptosis and inhibit tumor progression in OS.

## Background

Osteosarcoma (OS) is the most common primary malignant bone tumor affecting children and young adults. Mainly localized in the extremities of long bones, OS is characterized by osteolytic lesions associated with ectopic bone formation and the development of pulmonary metastases, which worsen the prognosis [1]. Current treatment combines polychemotherapies (cisplatin, doxorubicin, methotrexate, and ifosfamide) associated with tumor resection [2]. This treatment results in a 5-year survival rate of 70% for localized forms, dropping drastically to 20–30% for bad responders to treatment, or for patients with pulmonary metastases at diagnosis [1]. There is an urgent need to develop new therapeutic strategies to improve outcomes for patients with OS.

A tumor cell is exposed to high levels of extrinsic stress, including hypoxia, pH alterations, or exposure to chemotherapies, but also intrinsic stress such as genetic and epigenetic modifications leading to the expression of oncogenes and repression of tumor suppressor genes [3]. In this context, tumor cells counteract the stress response mechanisms, including heat shock response (HSR) and unfolded protein response (UPR) as adaptative mechanisms to survive [4, 5]. Exploiting these stress adaptations as therapeutic vulnerabilities represents a promising strategy for cancer treatment.

Among them, the small molecule, NXP800, was initially develop to target the activity of the transcription factor Heat Shock Factor 1 (HSF1), which is the major regulator of the HSR [6, 7]. More recently, NXP800 has been described to activate the UPR in advanced treatment-resistant prostate cancer [7]. The UPR is a highly conserved cellular stress response triggered by endoplasmic reticulum (ER) stress, with the primary goal of restoring protein homeostasis in the ER lumen. This pathway is mediated by three sensor receptors that become activated under stress conditions: ATF6 (Activating Transcription Factor 6), IRE1α (Inositol-Requiring Enzyme 1α), and PERK (Protein kinase R-like ER Kinase) [8]. Active IRE1α processes the unspliced X-box binding protein 1 (*uXBP1*) mRNA, producing the active transcription factor spliced XBP1 (sXBP1), which regulates genes involved in protein folding and ER-associated degradation [9]. Concurrently, ATF6 translocates to the Golgi apparatus, where it undergoes proteolytic cleavage to generate cytoplasmic fragment ATF6f, an active transcription factor that modulates the expression of UPR target genes, including XBP1 [10]. Phosphorylated eIF2α (eukaryotic translation initiation factor 2α) is a key regulator of the third branch of the UPR and a central player in the integrated stress response (ISR). Its phosphorylation is governed by four serine/threonine kinases of the ISR: PERK, PKR (double-stranded RNA-dependent protein kinase), HRI (Heme-Regulated Inhibitor), and GCN2 (General Control Nonderepressible 2; *EIF2AK4*, Eukaryotic translation initiation factor 2-alpha kinase 4) [11]. Phosphorylated eIF2α causes a selective increase in the translation of specific mRNA, such as *ATF4* (Activating Transcription Factor 4) and a decrease in overall protein synthesis [12]. ATF4 induces the transcription of key stress response genes, notably *DDIT3* (DNA Damage-Inducible Transcript 3), which encodes CHOP (C/EBP homologous protein), a pro-apoptotic protein [5].

In cancer cells, ISR and UPR help manage stress, allowing cancer cells to survive and proliferate despite unfavorable conditions [13–16], which can also contribute to therapeutic resistance [17, 18]. However, when tumor cells are unable to restore homeostasis under chronic stress, sustained and prolonged activation of mechanisms such as the UPR and ISR leads to apoptosis, a process that could potentially be exploited to inhibit tumor growth [19–21].

Therefore, modulating ISR and UPR may offer novel strategies for sensitizing tumors to treatment and overcoming resistance, making it a significant focus in cancer biology and therapeutic development. Understanding the precise mechanisms by which NXP800 activates the UPR could lead to more effective and better-tailored therapeutic approaches. Here, we show that the small molecule NXP800 delays OS growth by activating UPR and ISR through the GCN2 kinase and subsequently the eIF2α/ATF4/CHOP pathway. This study strongly shows the therapeutic interest to activate chronic ER stress and UPR in OS.

## Results

### NXP800 decreases viability of OS cell lines by blocking proliferation and inducing apoptosis

First, the effect of NXP800 was investigated on the viability of eight OS cell lines representing genetic heterogeneity. NXP800 reduces the viability of OS cell lines in a dose-dependent manner after 72 h of treatment (Fig. 1A), while healthy human Mesenchymal Stem Cells (hMSCs) viability is slightly reduced (Fig. S1A). The EC50 values range between 40 and 140 nM, indicating a high sensitivity to NXP800 for all OS cell lines (Fig. 1A). Additionally, NXP800 reduces the clonogenic growth capacity of MNNG/HOS and U2OS cells after 48 h treatment with 100 and 500 nM (Fig. 1B). To explain this decrease in cell viability, cell cycle and apoptosis analyses were performed. NXP800 delays cell cycle in both cell lines. Indeed, NXP800 induces an accumulation of MNNG/HOS cells in the G0/G1 phase of the cell cycle (Fig. 1C, left panel), supporting by the increase of p21 and p27 expression and decrease of cyclin B1, cyclin D1, and CDC2 expression (Fig. S1B). A slight accumulation of U2OS cells in the G2/M phase is observed after 24 h of treatment (Fig. 1C, right panel), suggesting a slowdown in the cell cycle rather than a blockage. In addition, NXP800 induces a 4- to 5-fold increase in caspase-3/-7 activity compared to the control condition in MNNG/HOS cells, and a 1.2- to 2-fold increase in U2OS cells after 24 hours of treatment (Fig. 1D). These results were confirmed by an increase of PARP cleavage in a dose-dependent manner in both cell lines (Figs. 1E and S1C).

**Fig. 1:**
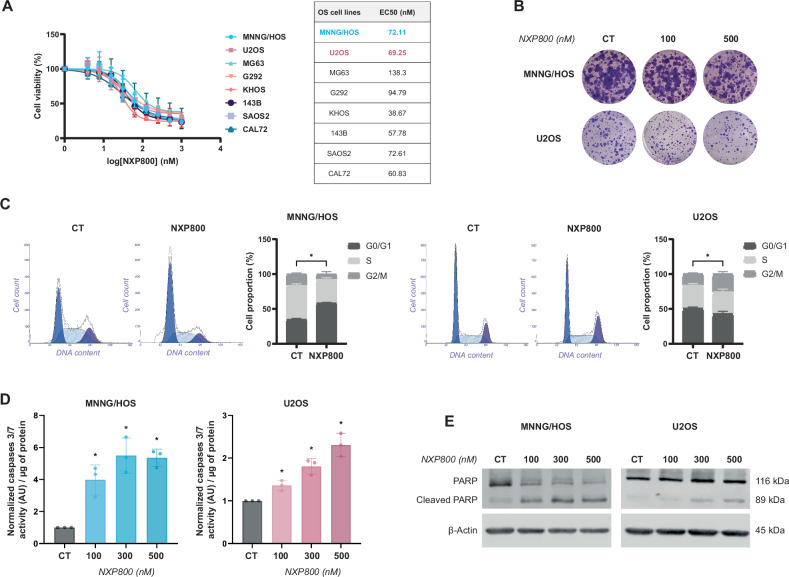
NXP800 decreases viability of OS cell lines by blocking proliferation and inducing apoptosis. **A** OS cell lines were treated with increasing concentrations of NXP800 (from 3.9 nM to 1 µM) for 72 h and cell viability was assessed by crystal violet assay. EC50s (nM) corresponding to each cell line were calculated with Graphpad prism (*N* = 3). **B** MNNG/HOS and U2OS cells were treated with NXP800 for 48 h and then reseeded without treatment for ten days to assess their ability to form colonies (*N* = 3). **C** MNNG/HOS and U2OS cells were treated with 300 nM NXP800 for 24 h and cell distributions in the different phases of the cell cycle were determined after PI staining and normalized to DMSO control condition (CT) (*N* = 4). **D** MNNG/HOS and U2OS cells were treated with NXP800 at indicated concentrations for 24 h. Caspase 3/7 activity (AU per µg protein) was evaluated on cell lysates and normalized to DMSO control condition (CT; *N* = 3). **E** MNNG/HOS and U2OS cells were treated with NXP800 at indicated concentrations for 24 h, and PARP cleavage was evaluated by western blotting (representative image of three independent biological replicates). In (**C**, **D**) bars indicate means ± SD of the different values, *: *p* < 0.05 (Mann-Whitney test).

### NXP800 induces UPR through eIF2α phosphorylation

To identify the molecular mechanisms underlying the effects of NXP800 on OS cell viability, RNA sequencing on MNNG/HOS cells was performed after 6 h and 24 h of treatment with 300 nM NXP800 compared to control conditions. 

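MNNG/HOS is a human osteosarcoma cell line, a chemically transformed derivative of HOS. The data are 12 RNA-seq libraries, 3 replicates each of cells given DMSO, the solvent used as control, or 300 nM NXP800 for 6 h or 24 h. The libraries were made from mRNA with a strand-specific kit and sequenced as paired ends. The authors trimmed the reads with fastp, aligned them with STAR to hg38 and counted them on RefSeq genes with htseq-count (Table S2). The deposited values are these raw counts, without normalization, for 43236 gene symbols in each library. The paper's text does not name the strand setting or the rule for reads that overlap several genes. Counts on genes lay between 30810614 and 31394097 in DMSO 6 h libraries (median 30976143), between 31014402 and 31360098 in NXP800 6 h libraries (median 31277234), between 31465855 and 31947656 in DMSO 24 h libraries (median 31747972) and between 30947195 and 31659542 in NXP800 24 h libraries (median 31598461). The totals of the 4 conditions thus overlap or lie close to each other. The libraries of the 2 time points differed in other ways. The share of read pairs on no annotated gene was 6.66 to 8.14% at 6 h and 2.73 to 3.67% at 24 h, and the share that aligned to several places was 1.86 to 1.99% against 2.96 to 3.37%. Each NXP800 group was therefore compared with the DMSO libraries of its own time point only. Counts were scaled by edgeR's TMM method, and the filterByExpr rule on low counts kept 15979 genes. All 12 libraries entered one 4-group model, so that the groups share one estimate of the spread between replicates. Differential expression was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes, and a gene is called differentially expressed at an adjusted p below 0.05. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic, and so restates that test. Levels are given as CPM, the counts of a gene relative to the TMM-scaled library size, as mean and SD of 3 replicates. Reads from a gene with a near-identical copy, or from a gene whose exons overlap another gene, cannot be assigned with certainty in these counts.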

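Principal components of the 12 libraries were computed from the counts after DESeq2's blind variance-stabilizing transformation, over the 500 most variable genes. PC1 held 47.7% of the variance, PC2 44.8% and PC3 4.48%. The DMSO 6 h libraries had scores of -20.6 ± 3.84 on PC1 and 5.71 ± 1.85 on PC2 (SD, n = 3). The NXP800 6 h libraries had scores of -8.29 ± 1.11 on PC1 and -23.4 ± 1.21 on PC2 (SD, n = 3). At 24 h the scores were 2.49 ± 1.90 on PC1 and 22.8 ± 1.62 on PC2 for DMSO and 26.4 ± 0.510 on PC1 and -5.15 ± 2.32 on PC2 for NXP800 (SD, n = 3 each). At both time points NXP800 moved the libraries up on PC1 and down on PC2. In both treatments the 24 h libraries lay above the 6 h libraries on both components. These gaps between group means exceed the SD within each group, and no test was run on them. Because the 6 h and 24 h libraries also differ in their shares of unassigned and multiply aligned reads, the time of treatment and the library set cannot be told apart on these axes. The input scale moved the result most: on log2 CPM with a prior count of 2, PC1 held 62.1% and PC2 29.7%.

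**Figure D1:**
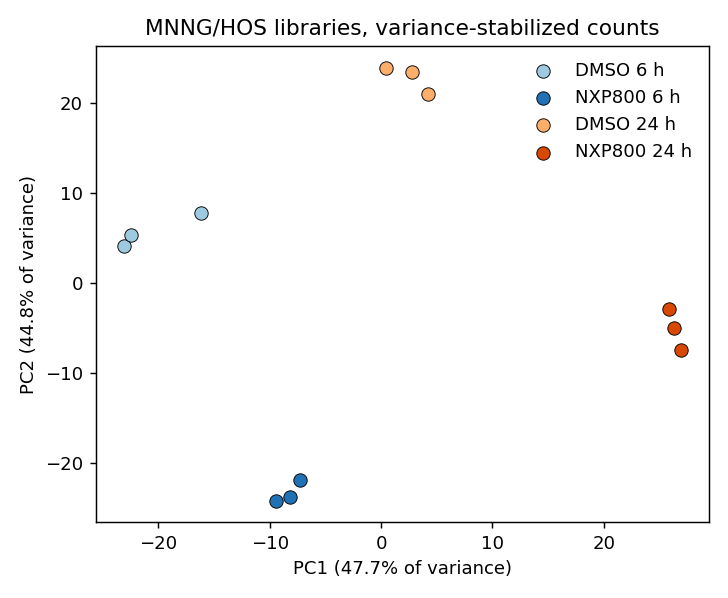
Scores of the 12 libraries on PC1 (x axis, 47.7% of the variance) and PC2 (y axis, 44.8%), one point per library, coloured by condition. The 3 replicates of each condition sit together, and at each time point the NXP800 libraries lie to the right of and below the DMSO libraries.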

First, the PCA plot shows high variance between the different tested conditions, particularly between the 6 and 24 h of NXP800 treatments, reflecting significant transcriptional differences among these conditions (Fig. 2A). Since NXP800 was initially designed for its ability to inhibit the HSF1 pathway, its effects on key components of the HSR were investigated. While the heatmap of transcript profiles associated with HSR reveals a downregulation of approximately two-thirds of these transcripts (Fig. S2A), surprisingly, NXP800 does not affect HSF1 or HSP70/72 expression at protein level after 24 h of treatment (Fig. S2B). However, gene set enrichment analysis (GSEA) based on Gene Ontology (GO) biological processes, after 6 h of treatment with NXP800 compared to control, indicates that the UPR and ISR pathway, the regulation of intrinsic apoptosis in response to ER stress and the translation regulator activity are strongly differentially upregulated (Fig. 2B). Additionally, NXP800 significantly induces multiple differentially expressed genes, including key targets of UPR activation such as *DDIT3* (encoding CHOP), *PPP1R15A* (encoding GADD34), *TRIB3*, and *XBP1*, after 6 h of treatment compared with control DMSO (Fig. 2C). 

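Of the 83 gene names that could be read from Fig. S2A, 66 had enough counts to be tested. At 6 h, 32 of the 83 (38.6%) were decreased and 14 increased at an adjusted p below 0.05, and adjusted over the list alone the counts were 32 and 14. At 24 h, 33 (39.8%) were decreased and 13 increased (34 and 14 adjusted over the list alone). The list was shown by the study for these samples, so the counts over the list alone are not independent evidence. By direction only, with no threshold, 47 of the 66 tested genes were lower at 6 h and 44 at 24 h. *HSF1*, the main transcription factor of the HSR, lies on chromosome 8 from 144291604 to 144314720 of GRCh38.p14. Its RNA was 107 ± 2.60 CPM in DMSO and 101 ± 2.78 CPM in NXP800 at 6 h (SD, n = 3 each), a log2 fold change of -0.076 (standard error 0.068, adjusted p = 0.371 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 h it was 137 ± 7.18 against 131 ± 12.3 CPM, a log2 fold change of -0.071 (standard error 0.068, adjusted p = 0.391). Neither value passed the threshold, and the sign of the 24 h value changes when counts are scaled by library size only (0.018). With the replicate number as a block and offsets for GC content and transcript length, a setting chosen after the values were seen, the 6 h value changed sign and passed (log2 fold change 0.12, adjusted p = 0.0161). *HSPA1A* and *HSPA1B* encode the inducible HSP70/72 and are near-identical copies that lie next to each other, on chromosome 6 from 31815543 to 31817942 and from 31827738 to 31830254. Other annotated exons cover 36.6% of the exon length of *HSPA1B*. Since reads could have been split between the copies, their counts were summed. The sum decreased at 6 h with a log2 fold change of -2.68 (standard error 0.24, adjusted p = 1.39e-07) and at 24 h with -1.66 (standard error 0.22, adjusted p = 7.73e-06). *HSPA8*, which encodes the constitutive HSC70, decreased from 4895 ± 151 to 901 ± 46.8 CPM at 6 h (log2 fold change -2.44, standard error 0.12, adjusted p = 3.68e-10), with 11.5% of its exon length shared with another annotated gene. *HSP90AA1* decreased by 0.74 on the log2 scale at 6 h (adjusted p = 2.94e-05). The list of 20 HSF1 targets, written from general knowledge, had 19 tested members, of which 17 decreased and 0 increased at each time point. Its median log2 fold change was -0.54 at 6 h and -0.65 at 24 h. With limma's camera test at its preset correlation between genes, the adjusted p was 1.42e-09 and 1.02e-06. The list also passed under fry (adjusted p = 6.94e-05 and 0.000136), but not with the correlation estimated from the libraries (adjusted p = 0.13 and 0.224). The protein levels of Fig. S2B were not analysed here.

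**Figure D2:**
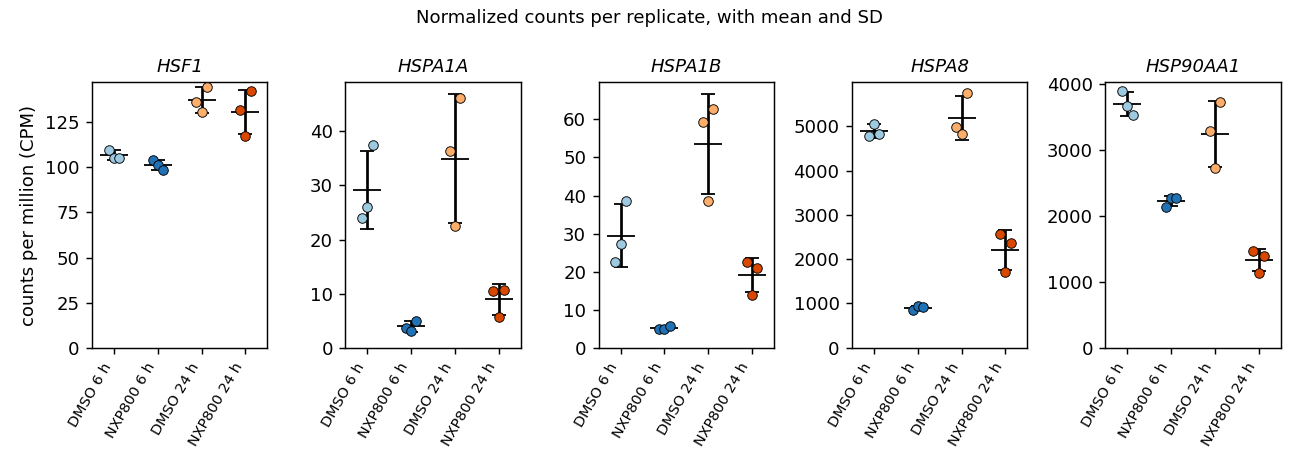
CPM after TMM scaling of *HSF1*, *HSPA1A*, *HSPA1B*, *HSPA8* and *HSP90AA1* in DMSO and NXP800 libraries at 6 h and 24 h, one point per replicate with mean and SD. The 3 NXP800 points of *HSPA8* at 6 h average 901 CPM against 4895 CPM in DMSO, while the points of *HSF1* stay close together.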

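The members of the GO terms were not used here. Instead 10 gene lists were written from general knowledge of these pathways, and each was tested at both time points with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 20 tests. The list of ISR targets has 36 genes, 34 of them tested. At 6 h, 31 were increased and 1 decreased (32 and 1 adjusted over the list alone), with a median log2 fold change of 1.82 and an adjusted p of 5.78e-55. The list of 17 genes of apoptosis in response to ER stress had 10 increased and 4 decreased members, a median of 0.57 and an adjusted p of 8.31e-15. For the 20 cytosolic tRNA synthetases, 13 were increased and 1 decreased, with a median of 0.49 and an adjusted p of 5.12e-08. The list of translation factors, defined by gene symbol, did not pass as a set (median -0.016, adjusted p = 0.632). Its members went both ways, with 11 of 59 tested genes increased and 11 decreased. The list of ER chaperones and ER-associated degradation had 5 increased and 11 decreased genes of 25 (median -0.084, adjusted p = 0.267). Within it, *DNAJB9* rose by 1.07 and *HERPUD1* by 0.77 on the log2 scale, while *PDIA4* fell by 1.00 and *CALR* by 0.69 (adjusted p = 1.25e-05, 1.75e-06, 1.34e-07 and 4.02e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ISR and ER stress apoptosis lists also passed at 6 h under fry (adjusted p = 1.45e-07 for each) and with the correlation estimated from the libraries (0.00698 for each). The tRNA synthetase list passed under fry (9.32e-06) and not with the estimated correlation, the setting that moved it most (0.0955).

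**Figure D3:**
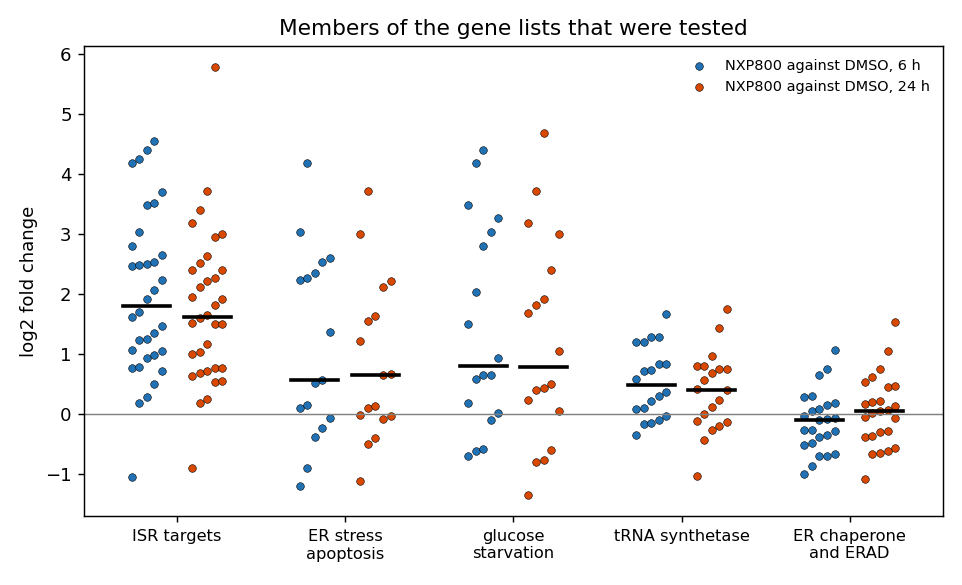
Log2 fold change of NXP800 against DMSO for each tested member of the ISR, ER stress apoptosis, glucose starvation, tRNA synthetase, and ER chaperone and ERAD lists at 6 h and 24 h, one point per gene, with a black bar at the median. The ISR list has its median at 1.82 at 6 h, while the ER chaperone and ERAD list is spread on both sides of 0 with a median of -0.084.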

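At 6 h, 8435 of the 15979 tested genes were differentially expressed, 4000 increased and 4435 decreased. Of these, 1797 changed more than 2-fold, 962 up and 835 down. The count moved most when an adjusted p below 0.01 was required, which left 6482 genes. *DDIT3* lies on chromosome 12 from 57516588 to 57520517 of GRCh38.p14. It had 13.1 ± 0.104 CPM in DMSO and 108 ± 15.3 CPM in NXP800 (SD, n = 3 each), a log2 fold change of 3.05 (standard error 0.12, adjusted p = 2.38e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Exons of *MARS1* cover 27.2% of its exon length. *PPP1R15A*, on chromosome 19 from 48872421 to 48876058, had 112 ± 6.28 CPM in DMSO and 648 ± 95.4 CPM in NXP800, a log2 fold change of 2.54 (standard error 0.14, adjusted p = 6.39e-10). *TRIB3*, on chromosome 20 from 380760 to 397559, had 27.4 ± 2.57 CPM in DMSO and 498 ± 27.0 CPM in NXP800, a log2 fold change of 4.18 (standard error 0.14, adjusted p = 5.71e-12). *XBP1*, on chromosome 22 from 28794560 to 28800569, had 64.7 ± 3.44 CPM in DMSO and 266 ± 20.7 CPM in NXP800, a log2 fold change of 2.04 (standard error 0.090, adjusted p = 8.86e-11). For all 4 genes every NXP800 replicate lay above every DMSO replicate. A separation in either direction is shown by 10% of genes by chance with 3 against 3. The setting that moved *XBP1* most among the 8 other alternatives was the replicate block with GC content and length offsets, chosen after the values were seen, where its log2 fold change was 1.90. Among the other genes labelled in Fig. 2C, *ATF4* rose by 0.66, *ATF6* by 0.86 and *HSPA5* by 0.66 on the log2 scale (adjusted p = 1.63e-06, 6.53e-08 and 0.00026). In its discussion the paper proposes that NXP800 triggers the UPR. It draws on the induction of eIF2α/ATF4 targets such as *DDIT3*, *PPP1R15A* and *TRIB3*. It also draws on eIF2α phosphorylation, lower protein synthesis and increased ATF4 and CHOP, which these counts do not measure.

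**Figure D4:**
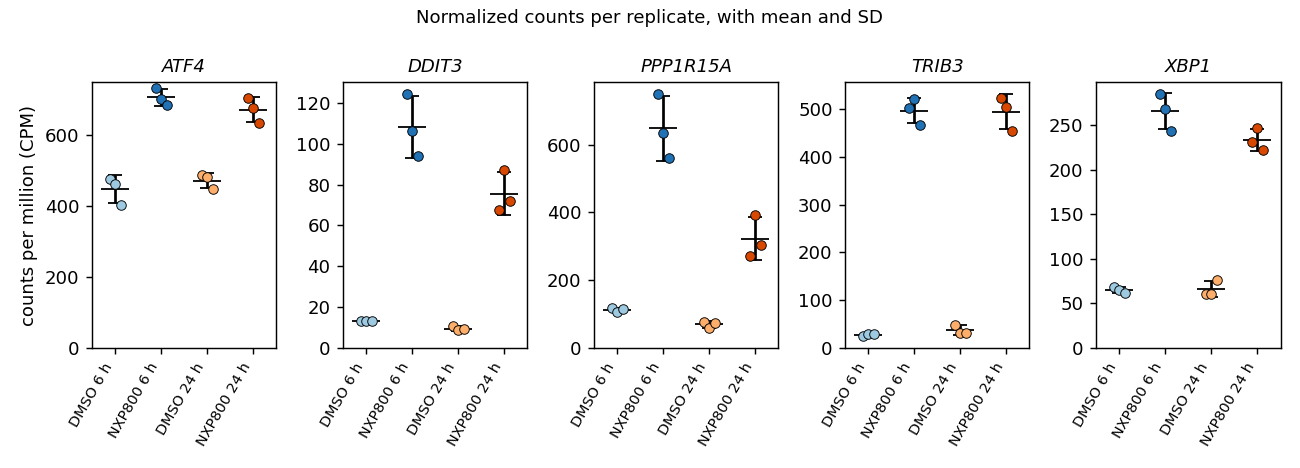
CPM after TMM scaling of *ATF4*, *DDIT3*, *PPP1R15A*, *TRIB3* and *XBP1* in DMSO and NXP800 libraries at 6 h and 24 h, one point per replicate with mean and SD. In each gene the NXP800 points lie above the DMSO points of the same time, as for *TRIB3* at 6 h with 498 against 27.4 CPM.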

The heatmap of expression profiles for transcripts associated with the UPR, as defined by GO, shows that approximately one-third of these transcripts exhibit increased expression after 6 h of treatment, while two-thirds show increased expression after 24 h, relative to the control in MNNG/HOS cells (Fig. 2D). 

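At 24 h, 8953 genes were differentially expressed in MNNG/HOS, 4387 increased and 4566 decreased, and 2245 of them changed more than 2-fold. The names of 57 transcripts could be read from Fig. 2D with certainty, and 55 of them were tested. At 6 h, 19 of the 57 (33.3%) were increased and 12 decreased at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 24 of the tested genes passed in neither direction. At 24 h, 28 (49.1%) were increased and 7 decreased. Adjusted over the list alone, 19 were increased at 6 h and 29 at 24 h, which is not independent evidence because the study showed this list for the same samples. By direction only, 57.9% of the names were higher at 6 h and 68.4% at 24 h. The difference between the 24 h and the 6 h response was tested per gene in the same model. It was positive in 9 and negative in 7 of the 55 genes at an adjusted p below 0.05. The change in the share of increased transcripts from 6 h to 24 h was not itself tested.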

The increased expression of UPR target genes, including *ATF4*, *DDIT3*, *TRIB3*, *GADD34*, *uXBP1*, and *sXBP1*, identified by RNA-seq, was validated in MNNG/HOS and U2OS cell lines using RT-qPCR (Fig. 2E). Moreover, NXP800 induces eIF2α phosphorylation after 15 min of treatment, while total eIF2α expression remains unchanged in MNNG/HOS and U2OS cells, as shown by western blotting analyses (Figs. 2F and S2C). 

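At 24 h in MNNG/HOS, *ATF4* on chromosome 22 from 39520559 to 39522686 of GRCh38.p14 had 472 ± 21.5 CPM in DMSO and 673 ± 36.4 CPM in NXP800 (SD, n = 3 each), a log2 fold change of 0.51 (standard error 0.073, adjusted p = 1.91e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *DDIT3* had 9.41 ± 1.05 CPM in DMSO and 75.6 ± 10.4 CPM in NXP800, a log2 fold change of 3.01 (standard error 0.12, adjusted p = 2.39e-11). *TRIB3* had 37.3 ± 9.60 CPM in DMSO and 495 ± 36.5 CPM in NXP800, a log2 fold change of 3.73 (standard error 0.14, adjusted p = 1.21e-11). *PPP1R15A*, which encodes GADD34, had 69.3 ± 9.99 CPM in DMSO and 323 ± 63.6 CPM in NXP800, a log2 fold change of 2.22 (standard error 0.14, adjusted p = 1.77e-09). *XBP1* had 65.6 ± 9.04 CPM in DMSO and 233 ± 12.3 CPM in NXP800, a log2 fold change of 1.83 (standard error 0.089, adjusted p = 1.72e-10). The response at 24 h minus that at 6 h did not pass the threshold for *ATF4* (adjusted p = 0.321, and 0.0957 with the replicate number as a block), *DDIT3* (0.893 and 0.859), *PPP1R15A* (0.235 and 0.126) and *XBP1* (0.232 and 0.107). For *TRIB3* the call depended on the setting. The difference was -0.45 with an adjusted p of 0.0713, and -0.44 with 0.00587 with the block. It also passed with DESeq2's Wald test (0.0392), with no filter on low counts (0.0011) and without DMSO 24 h replicate 2 or 3 (0.0326 and 0.0353). The adjusted p over its other alternatives reached 0.197, and with 1 library left out the difference lay from -0.56 to -0.22. For *PPP1R15A* the difference passed with no filter on low counts (0.0404) and without NXP800 24 h replicate 2 (0.0404). With offsets for GC content and length beside the block, an alternative chosen after the data were seen, the adjusted p was 0.00208 for *TRIB3* and 0.0268 for *ATF4*. With each of the 6 libraries of 24 h left out in turn, the log2 fold change of *ATF4* stayed between 0.47 and 0.55. Counts per gene do not separate the unspliced from the spliced form of the *XBP1* transcript. The RT-qPCR values of Fig. 2E were not analysed here.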

Added to this, NXP800 increases ATF4 protein expression in a time-dependent manner in both cell lines (Figs. 2F and S2C). Consequently, CHOP is expressed in the nucleus of MNNG/HOS and U2OS cells treated with 300 nM NXP800 for 4 h, but is absent under the control condition (Fig. 2G). P-eIF2α is also known to reduce global protein synthesis, therefore, the capacity of cells to synthesize nascent proteins was assessed using the incorporation OPP assay. Cycloheximide (CHX), a specific inhibitor of protein translation, suppresses protein synthesis by 97%, confirming the efficiency of the assay (Fig. 2H). NXP800 significantly reduces protein synthesis by approximately 62% in MNNG/HOS cells and by 70% in U2OS cells, relative to the control (Fig. 2H).

**Fig. 2:**
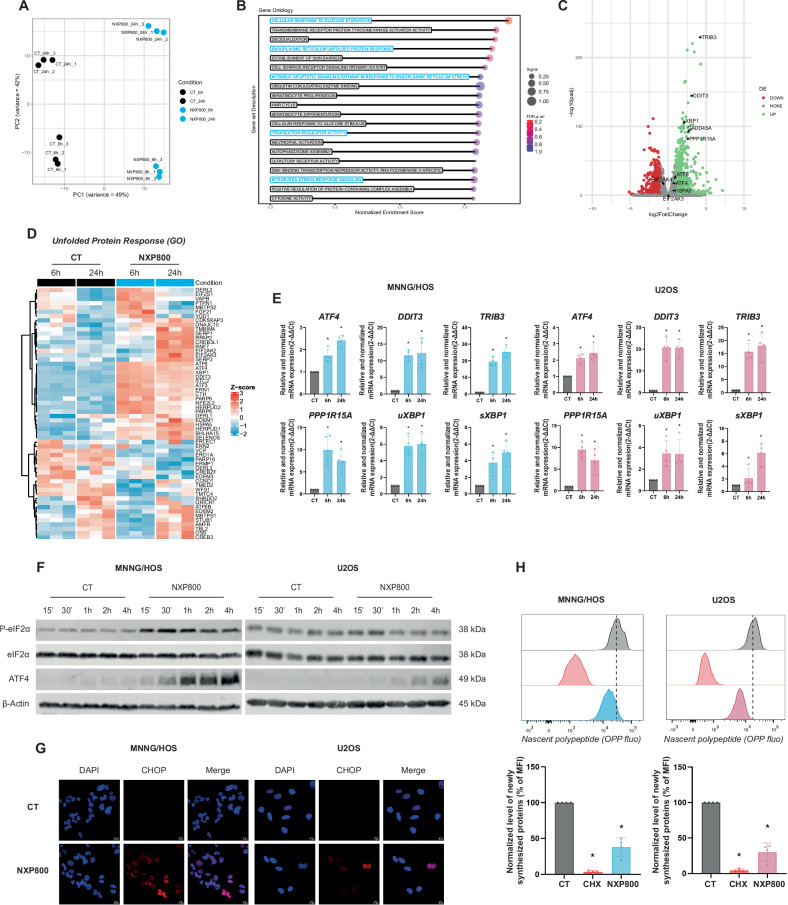
NXP800 induces UPR through eIF2A phosphorylation. **A** RNA-seq was performed on MNNG/HOS cells treated with DMSO (CT) or 300 nM NXP800 for 6 h and 24 h (*N* = 3). The Principal Component Analysis (PCA) plot illustrates the variance among different samples. Each point represents an individual sample, with clustering indicating similarities in global gene expression profiles across conditions. **B** GSEA was performed on Gene Ontologies (GO) biological processes with the genes ordered by their expression on MNNG/HOS cells between the treatment with 300 nM NXP800 for 6 h and the corresponding control. **C** The volcano plot illustrates the distribution of differentially expressed genes on RNA-seq data between the NXP800 treatment for 6 h and the corresponding control. **D** The heatmap of differentially expressed genes associated with the UPR pathway (GO) was generated from RNA-seq data. **E** MNNG/HOS and U2OS cells were treated with 300 nM NXP800 for 6 and 24 h. Relative mRNA expression of UPR genes was evaluated by RT-qPCR and normalized to DMSO control condition (CT; *N* = 4). **F** MNNG/HOS and U2OS cells were treated with 300 nM NXP800 for the indicated durations. Proteins expression the UPR pathway were evaluated by western blot (representative images of three independent biological replicates). **G** MNNG/HOS and U2OS cells were treated with 300 nM NXP800 for 4 h treatment and immunofluorescent labeling of CHOP and nucleus (DAPI) was performed (representative images of three independent biological replicates). **H** MNNG/HOS and U2OS cells were treated with 10 µM CHX used as a reference translation inhibitor or 300 nM NXP800. Translation rate was determined by OPP assay and normalized to DMSO (CT). In (**E**, **H**), bars indicate means ± SD of the different values, *: *p* < 0.05 (Mann-Whitney test).

### NXP800 engages UPR and ISR via GCN2 kinase activation

As NXP800 induces eIF2α phosphorylation, the kinase responsible for this effect among the four known eIF2α kinases was investigated. 

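A list of 18 genes of the response to glucose starvation, written from general knowledge and not the GO term, had 12 increased and 3 decreased genes at 6 h. Its median log2 fold change was 0.80, and camera gave an adjusted p of 2.46e-15. At 24 h, 13 were increased and 4 decreased (median 0.78, adjusted p = 1.28e-10). Of its members 5 are also in the list of ISR targets. Without them, an alternative chosen after the values were seen, the 13 others had a median of 0.60 at 6 h (adjusted p = 0.000315) and 0.41 at 24 h (adjusted p = 0.00258). The 13 others still include *ATF4*, *HSPA5* and *XBP1*, which are also genes of the UPR. The list therefore does not tell a response to glucose starvation apart from the ISR or UPR. Its test counts a rise of each member alike, with no direction set for it under glucose starvation. *TXNIP* and *SLC2A1* moved in opposite directions at 6 h, *TXNIP* rising by 3.27 and *SLC2A1* falling by 0.61 on the log2 scale (adjusted p = 1.6e-10 and 2.16e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes of the 4 eIF2α kinases, *EIF2AK4* (GCN2) lies on chromosome 15 from 39934115 to 40035591 of GRCh38.p14. Its RNA was 115 ± 1.96 CPM in DMSO and 74.9 ± 3.65 CPM in NXP800 at 6 h (SD, n = 3 each), a log2 fold change of -0.62 (standard error 0.061, adjusted p = 4.31e-07), and at 24 h the log2 fold change was -0.48 (standard error 0.061, adjusted p = 5.21e-06). *EIF2AK1* (HRI) also decreased, with log2 fold changes of -0.35 at 6 h and -0.33 at 24 h (adjusted p = 0.000217 and 0.000303). *EIF2AK2* (PKR) had a log2 fold change of -0.37 at 6 h and 0.43 at 24 h (adjusted p = 0.000259 and 6.12e-05). *EIF2AK3* (PERK) did not pass the threshold at 6 h (-0.038, adjusted p = 0.739) and rose by 0.41 at 24 h (adjusted p = 0.000816). RNA levels carry no information on the phosphorylation of these kinases.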

GSEA reveals enrichment of the cellular response to glucose starvation (Fig. 2B), pointing to a potential involvement of the ISR kinase GCN2 in the response to NXP800. Initially, the expression level of GCN2, encoded by *EIF2ΑK4*, was evaluated in various OS cell lines compared to healthy hMSCs. MNNG/HOS, KHOS, 143B, and SAOS2 cell lines exhibit higher *EIF2ΑK4*/GCN2 expression compared to U2OS, MG63, CAL72, G292, and hMSC cells (Fig. 3A, B). Moreover, *EIF2AK4* appears to be highly expressed in various cancers, including OS (Fig. S3A) and exhibits elevated expression in OS compared to healthy tissues, except in fibroblasts (Fig. S3B). 

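Among the members of the list of ISR targets, *INHBE* had between 2 and 3 counts in each DMSO library and between 51 and 88 in each NXP800 library at 6 h, too few in DMSO for a precise ratio (adjusted p = 2.16e-07 from edgeR's quasi-likelihood test). *SESN2* rose at 6 h (log2 fold change 4.40, standard error 0.17, adjusted p = 3.49e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as did *CTH* (4.26, standard error 0.15, adjusted p = 7.1e-12). *SESN2* lies on chromosome 1 from 28259518 to 28282491 of GRCh38.p14 and *CTH* on chromosome 1 from 70411268 to 70439851. *ATF3* rose by 3.71, *GDF15* by 3.53 and *CEBPB* by 2.51 on the log2 scale (adjusted p = 1.17e-08, 4.77e-10 and 3.04e-12). Another annotated gene covers 12.6% of the exon length of *CEBPB*. *ULBP1* rose from 12.3 ± 1.33 to 51.6 ± 3.75 CPM (SD, n = 3 each, log2 fold change 2.07, adjusted p = 6.45e-11). The decreased member was *ATF5*, with a log2 fold change of -1.04 (standard error 0.10, adjusted p = 3.82e-07), whose exons overlap those of *NUP62* over 19.5% of their length. At 24 h, 31 of the 34 tested members were increased and 1 decreased. The median log2 fold change was then 1.63, and camera gave an adjusted p of 1.92e-38.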

Interestingly, MNNG/HOS cells treated with 300 nM of NXP800 exhibit enrichment of the ISR ontology compared to the control condition (Figs. 2B and 3C). Specifically, the expression of genes involved in the ISR, as defined by GO, is differentially regulated in 6 h NXP800-treated condition compared to control condition (Fig. 3D). 

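Fig. 3D gives 35 gene names that could be read, of which 32 were tested. At 6 h, 15 of the 35 (42.9%) were increased and 6 decreased at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 11 did not pass. Adjusted over the list alone, 15 were increased and 7 decreased, which is not independent evidence because the study chose these genes for the same samples. With each of the 6 libraries of 6 h left out in turn, the share increased lay between 34.3 and 42.9%. At 24 h, 16 were increased and 6 decreased.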

We first confirmed that NXP800 activates GCN2, as indicated by increased GCN2 phosphorylation (Figs. 3E, F, and S4A, B). GCN2 phosphorylation is not induced by NXP800 when GCN2 is inhibited using siRNA or pharmacological approach using an ATP-competitive inhibitor of GCN2, GCN2iB (Fig. 3E, F). In addition, silencing GCN2 using siRNA prevents NXP800 from inducing eiF2α phosphorylation and ATF4 expression (Figs. 3E and S4A), which is confirmed by pharmacological inhibition of GCN2 (Figs. 3F and S4B). Furthermore, NXP800 continues to induce phosphorylation of both GCN2 and eiF2α, and consequently ATF4 expression when HSF1 is downregulated (Figs. 3G and S4C), showing that this pathway is independent of HSF1. Furthermore, GCN2 knockdown or inhibition markedly increases the EC50 values by 7-fold compared to respective control in MNNG/HOS and U2OS cells, while HSF1 knockdown has no impact (Fig. 3H, I), suggesting a critical role of GCN2, independent of HSF1, in the cytotoxic activity of NXP800. Notably, after several days of siHSF1 transfection, 70–90% of cells remained viable, compared to only 30–40% with siGCN2 (Fig. S4D). Consistently, NXP800 induces PARP cleavage, which is abrogated by GCN2 inhibition with GCN2iB (Figs. 3J and S4E), confirming that GCN2 activation is essential for inhibitory effects of NXP800. Moreover, using SPR experiments, dose-dependent binding responses are observed, indicating an interaction between NXP800 and GCN2-GST recombinant protein. The calculated KD value for the interaction is 4.8 × 10^−5^ M, indicating a low-affinity binding (Fig. S4F).

**Fig. 3:**
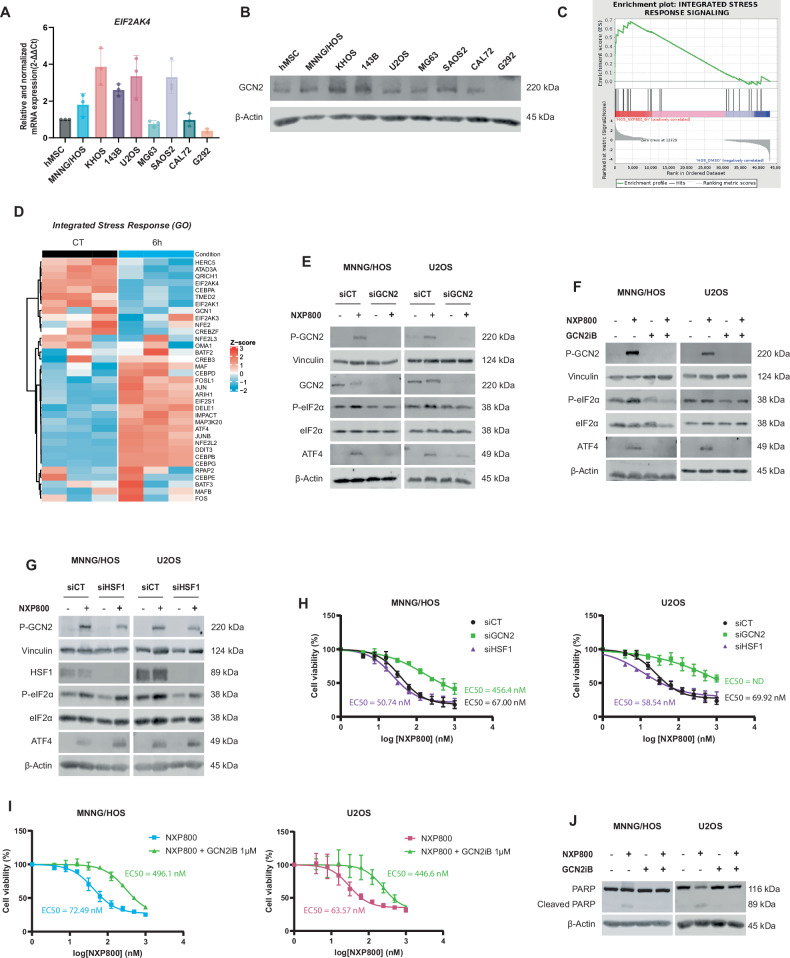
NXP800 engages UPR and ISR via GCN2 kinase. **A** The mRNA expression of *EIF2AK4* in OS cell lines compared to hMSCs was evaluated by RT-qPCR (*N* = 3) and **B** the protein expression of GCN2 was evaluated by western blot (representative images of two independent biological replicates). **C** The enrichment plot of ISR signaling was generated from RNA-seq data of MNNG/HOS treated with 300 nM NXP800 for 6 h, and **D** the corresponding heatmap illustrates differentially expressed genes, based on GO ontology. **E** MNNG/HOS and U2OS cells were transfected with siCT or siGCN2 for 40 h and then treated with DMSO (CT) or 300 nM NXP800 for 4 h. Expression of key ISR proteins was evaluated by western blot (representative images of three independent biological replicates). **F** MNNG/HOS and U2OS cells were treated with or without 1 µM GCN2iB for 24 h, and then with DMSO or 300 nM NXP800 for 4 h. Expression of key ISR proteins was evaluated by western blot (representative images of three independent biological replicates). **G** MNNG/HOS and U2OS cells were transfected with siCT or siHSF1 for 48 h and then treated with DMSO or 300 nM NXP800 for 4 h. Expression of key ISR proteins was evaluated by western blot (representative images of three independent biological replicates). **H** MNNG/HOS and U2OS cells were transfected with siCT, siHSF1 or siGCN2 for 24 h and then reseeded and treated with increasing concentrations of NXP800 (from 3.9 nM to 1 µM) for 72 h. Cell viability was assessed by crystal violet assay. EC50s (nM) corresponding to each cell line were calculated with Graphpad prism (*N* = 3). **I** MNNG/HOS and U2OS cells were treated with increasing concentrations of NXP800 (from 3.9 nM to 1 µM) in combination or not with 1 µM GCN2iB for 72 h, the cell viability was assessed by crystal violet assay. EC50s (nM) corresponding to each cell line were calculated with Graphpad prism (*N* = 4). **J** MNNG/HOS and U2OS cells were treated with NXP800 in combination or not with 1 µM GCN2iB for 24 h. Expression of PARP and cleaved PARP was evaluated by Western blot (representative images of three independent biological replicates). In (**A**, **H**, **I**), bars indicate means ± SD of the different values.

### NXP800 induces IREα/JNK/c-Jun pathway

It is known that JNK signaling cascade is directly linked to UPR activation via IRE1α [22]. 

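*ERN1*, which encodes IRE1α, lies on chromosome 17 from 64039142 to 64130144 of GRCh38.p14. At 6 h it had 17.1 ± 1.25 CPM in DMSO and 104 ± 5.73 CPM in NXP800 (SD, n = 3 each), a log2 fold change of 2.61 (standard error 0.10, adjusted p = 3.49e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 h the log2 fold change was 1.63 (standard error 0.10, adjusted p = 1.71e-09). *JUN*, on chromosome 1 from 58780791 to 58784047, had 135 ± 17.3 CPM in DMSO and 308 ± 83.3 CPM in NXP800 at 6 h, a log2 fold change of 1.19 (standard error 0.16, adjusted p = 1.47e-05), and 0.88 at 24 h (standard error 0.16, adjusted p = 0.000256). *MAPK8*, on chromosome 10 from 48306677 to 48439360, which encodes JNK1, had 26.7 ± 2.56 CPM in DMSO and 42.8 ± 2.58 CPM in NXP800 at 6 h, a log2 fold change of 0.68 (standard error 0.095, adjusted p = 1.67e-05). At 24 h its log2 fold change was 0.25 (standard error 0.096, adjusted p = 0.035), which no longer passed in 5 of the 6 fits that each left out 1 library (adjusted p up to 0.108). Of the 12 genes of Fig. 4A, 10 were increased and 1 decreased at 6 h, and 10 and 1 at 24 h. The decreased gene was *MAPK9* (JNK2), with a log2 fold change of -0.19 at 6 h (standard error 0.073, adjusted p = 0.04) and -0.30 at 24 h (standard error 0.073, adjusted p = 0.0023). Its 6 h value did not pass under 10 of the alternative settings (adjusted p up to 0.16). *BCL2L11* did not pass the threshold at 6 h (0.16, adjusted p = 0.258), and 10.8% of its exon length is shared with *MIR4435-2HG*. *PMAIP1* rose by 2.27 and *GADD45A* by 2.63 at 6 h on the log2 scale (adjusted p = 6.42e-12 and 2.68e-10).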

RNA-seq analysis reveals the overexpression of key genes involved in the IRE1α/JNK/c-Jun signaling pathway and apoptosis including *ERN1* (encoding IRE1α), *JUN* (encoding c-Jun), and *MAPK8* (encoding JNK) (Fig. 4A). Interestingly, after 24 h of treatment with increasing doses of NXP800, the total protein levels of SAPK/JNK remain unchanged, while its phosphorylated form is increased in both MNNG/HOS and U2OS cells (Figs. 4B and S5A). Similarly, both phosphorylated and total c-Jun levels are increased after NXP800 treatment compared to control DMSO (Figs. 4B and S5A). Additionally, RNA-seq analysis revealed an enrichment of the intrinsic apoptosis signaling in response to ER stress (Fig. 4C), and *BBC3*, encoding the pro-apoptotic protein Puma, is upregulated at both the transcriptional and protein levels after NXP800 treatment in both cell lines compared to control condition (Figs. 4A, B and S5A).

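*BBC3* lies on chromosome 19 from 47220824 to 47232860 of GRCh38.p14. In MNNG/HOS it had 2.26 ± 0.124 CPM in DMSO and 11.6 ± 1.14 CPM in NXP800 at 6 h (SD, n = 3 each), a log2 fold change of 2.37 (standard error 0.14, adjusted p = 1.56e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 h it had 3.93 ± 0.514 CPM in DMSO and 11.5 ± 1.41 CPM in NXP800, a log2 fold change of 1.55 (standard error 0.13, adjusted p = 5.79e-08). The list of genes of apoptosis in response to ER stress, also tested at 6 h, had 9 increased and 3 decreased of 17 genes at 24 h, with a median log2 fold change of 0.66 and an adjusted p of 5.12e-08 from camera. Of its members 4 are also in the list of ISR targets (*CHAC1*, *DDIT3*, *PPP1R15A* and *TRIB3*). Without them, an alternative chosen after the values were seen, the median of the 13 others was 0.16 at 6 h (adjusted p = 0.000156) and 0.11 at 24 h, where the list no longer passed (adjusted p = 0.0691). Among the decreased members, *MAP3K5* fell by 1.19 at 6 h and by 1.12 at 24 h on the log2 scale (adjusted p = 2.6e-07 and 5.69e-07). U2OS cells were not analysed here.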

**Fig. 4:**
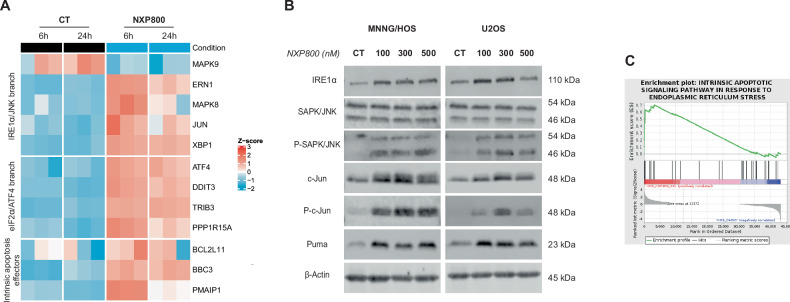
NXP800 induces IREα/JNK/c-Jun pathway. **A** The heatmap of selected differentially expressed genes was produced from RNA-seq data of MNNG/HOS treated with 300 nM NXP800 or DMSO (CT) for 6 and 24 h. **B** MNNG/HOS and U2OS cells were treated with indicated concentrations of NXP800 or DMSO (CT) for 24 h. The expression of proteins involved in IRE1a/JNK signaling and apoptosis was assessed by western blot (representative images of three independent biological replicates). **C** The enrichment plot of “Intrinsic apoptotic signaling pathway in response to ER stress” based on GO was generated from RNA-seq data.

### NXP800 delays tumor growth in preclinical OS xenograft model

To assess the in vivo efficacy of NXP800, NMRI nude mice were xenografted with 1.10⁶ MNNG/HOS cells in the para-tibial region and randomized into two groups (*N* = 7 per group). The mice were orally treated with 35 mg/kg NXP800 or vehicle, with the regimen adjusted as needed to allow recovery from weight loss observed in NXP800-treated mice (Fig. S6A, B). NXP800 significantly delays tumor growth (*p* < 0.001), with treated mice reaching an average tumor volume of 700 mm³ at the endpoint, compared to approximatively 1500 mm³ in the vehicle-treated group (Fig. 5A, B). Consistent with in vitro data, tumors of NXP800-treated mice exhibit higher eIF2α and ATF4 expression compared with the control group, as shown by immunohistochemical analysis in tumors from mice treated daily for 5 days (*N* = 4 per group; Fig. 5C). In addition, NXP800 decreases Ki-67 expression, a marker of proliferating cells, with an average of 61.12% positive nuclei in the control group compared to 42.26% in the treated group, (*N* = 4 per group; Figs. 5C and S6C). NXP800 induces apoptosis, as shown by an almost three-fold increase in cleaved caspase-3 expression in the treated group compared to the vehicle group (Figs. 5C and S6C). Notably, one treated mouse responded less well to treatment, showing higher Ki-67 positivity (61.9%) and lower cleaved caspase-3 positivity (1.43%; Fig. S6C).

**Fig. 5:**
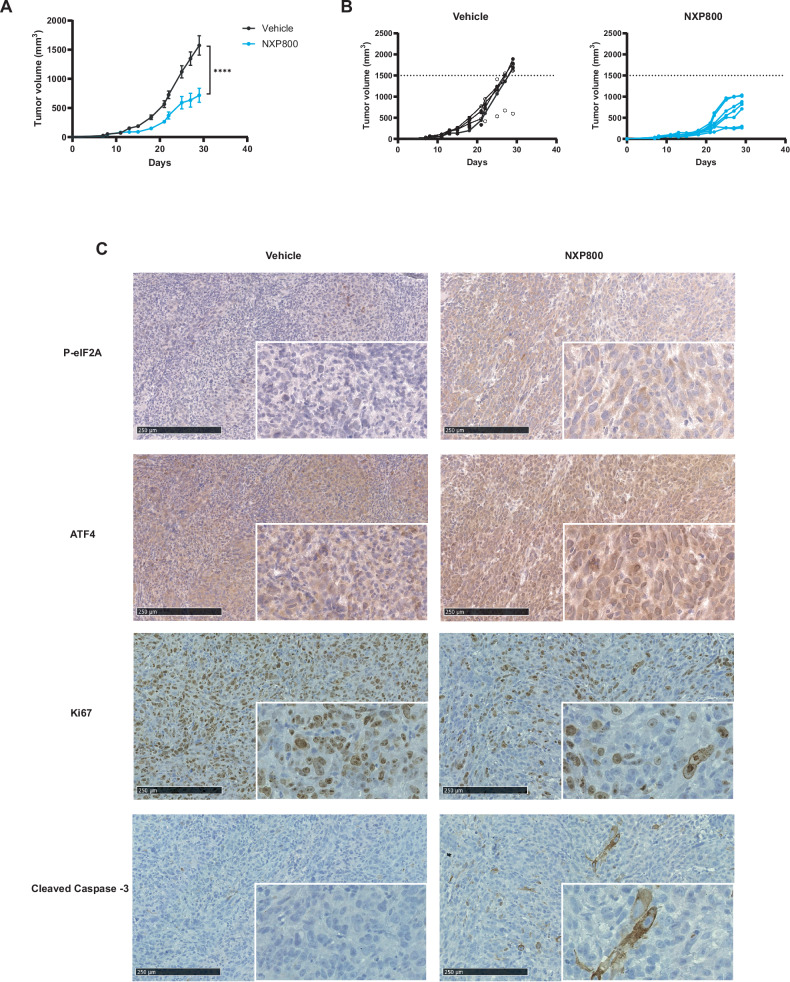
NXP800 delays tumor growth in preclinical OS xenograft model. **A, B** One million MNNG/HOS cells were injected into the para-tibial region of NMRI nude mice. Once tumors were palpable, mice were randomized and orally treated with vehicle or 35 mg/kg NXP800 5 days per week. Tumor volumes were measured three times a week until sacrifice (vehicle group, *N* = 7; NXP800-treated group, *N* = 7) and represented as (**A**) mean tumor volume or (**B**) individual tumor volume. **C** Immunohistochemistry staining of P-eiF2α, ATF4, Ki-67, and cleaved caspase-3 was performed on tumor sections from mice grafted with 2.10⁶ MNNG/HOS cells and treated daily for 5 days only (Magnification x10 and zoom x40). In (**A**, **B**), bars indicate means ± SEM of the different values, ****: *p* < 0.001 (Anova test).

To assess systemic toxicity, tumor-free NMRI mice were treated orally with NXP800 (35 mg/kg, 5 days/week for 2 weeks; *N* = 5 per group). Serum ALT and AST levels is significantly decreased in the treated group (Fig. S6D) and lung and liver weights were lower in the treated group, while the other organs appeared unaffected (Fig. S6E). Histopathological analysis revealed no significant lesions in any organ of the treated group compared to the control group.

## Discussion

OS is the most common primary malignant bone tumor in children and adolescents. Despite actual treatment strategies combining surgery and chemotherapy, therapeutic outcomes have remained unchanged for decades, highlighting the need for novel targeted therapies. Among them, NXP800, a novel orally available compound, was developed as an inhibitor of the HSF1 pathway based on its ability to reduce HSP72 expression in ovarian cancer [6], and is currently undergoing a Phase 1 clinical trial for advanced ovarian cancer (NCT05226507) and cholangiocarcinoma (NCT06420349). Indeed, HSF1 a key player in the HSR, plays a multifaceted role in key cancer processes, including survival, proliferation, metabolism, protein synthesis, migration, and invasion [4, 23, 24]. In OS, HSF1 is a target of interest since it supports malignancy through its involvement in proliferation, survival, and migration [25]. In this context, we investigated the therapeutic potential of NXP800 in OS.

Our study shows that NXP800 decreases the viability of several OS cell lines as well as their clonogenic capacity following treatment, demonstrating a strong anti-tumor effect in vitro. These effects are explained by both a proliferation blockade and an induction of apoptosis. To better understand NXP800’s mechanisms of action, RNA-seq analysis allowed to identify direct targets of NXP800 and also to explore signaling pathways modulated over the long term. As expected, RNA-seq analysis revealed a slight modulation of the HSR, but we failed to confirm this at the protein level. Nevertheless, the decrease in HSP72 expression observed with NXP800 in ovarian cancer or in prostate cancer occurred following stimulation of the HSF1 pathway with an HSP90 inhibitor [6, 7], which was not performed in our study. However, RNA-seq data revealed a strong increase in the UPR signature in cells treated with NXP800. Indeed, NXP800 induces the transcription of eIF2α/ATF4 target genes such as *DDIT3, PPP1R15A*, and *TRIB3*. This suggests that NXP800 triggers the UPR, as evidenced by the phosphorylation of eIF2α, which leads to both a global reduction in protein synthesis and an increased expression of the transcription factor ATF4 along with its downstream target CHOP (encoded by *DDIT3*). Furthermore, NXP800 also induces the expression of *uXBP1* and *sXBP1* mRNAs, suggesting the activation of both the ATF6 and IRE1α axis, as ATF6 promotes *uXBP1* transcription, which is subsequently spliced by IRE1α into *sXBP1* [8]. In advanced treatment-resistant prostate cancer, similar results were observed, as NXP800 induces all three axis of the UPR (PERK/eIF2α, ATF6, and IRE1α), ultimately inhibiting tumor growth [7].

To investigate the mechanisms driving eIF2α phosphorylation, we focused on GCN2, one of four kinases with PERK, HRI, and PKR regulating eIF2α axis in the ISR [26]. By detecting uncharged tRNA levels, GCN2 plays a crucial role in the cellular stress response, particularly under conditions of amino acid deprivation, influencing cell growth, survival, and metabolism through the activation of the ISR [21]. First of all, RNA-seq analysis confirmed that NXP800 induces the ISR in tumor cells. We validated that NXP800 activates the GCN2 kinase as a novel molecular target by inducing its phosphorylation independently of the HSF1 pathway. By inhibiting GCN2 using molecular and chemical approaches, we confirmed that NXP800 no longer induces eIF2α phosphorylation or increases ATF4 expression. Additionally, inhibition of GCN2 reverses the effect of NXP800 on the inhibition of tumor cell viability, showing that NXP800 induces ISR and subsequently UPR via GCN2 kinase. Moreover, we observed an interaction between NXP800 and the recombinant GCN2-GST protein with low binding affinity, indicating that further experiments are needed to determine the binding site of NXP800 on GCN2 and rule out any interaction with the GST tag. Recent studies highlight the complex and dual role of GCN2 in cancer, given its involvement in ISR and UPR [16, 27, 28]. GCN2 plays a protective role in tumor cells, allowing them to survive in a hostile and stressful environment, but can also induce cell death when its activation is sustained and prolonged [21]. This dual role also applies to UPR, which, when prolonged and cells fail to restore homeostasis, switches from a pro-survival effect to a program that promotes apoptosis [19]. Furthermore, GCN2-mediated apoptosis occurs through the eIF2α/ATF4/CHOP pathway [29], which we confirmed to be strongly induced with NXP800. However, to date, no study has reported the involvement of GCN2 in OS, making our findings particularly novel and interesting in this context.

To better understand the signaling pathways by which NXP800 reduces OS proliferation and induces apoptosis, we demonstrated that NXP800 induces the IRE1α/JNK/c-Jun pathway, a key signaling cascade in cancer and OS [30, 31]. Concurrently, IRE1α expression increases, and both JNK and c-Jun are phosphorylated following NXP800 treatment. The activation of the JNK pathway, known to play a role in apoptosis [32], is supported by increased expression of Puma, a pro-apoptotic protein in the intrinsic pathway. Our data suggest that NXP800 activates IRE1α/JNK/c-Jun axis of UPR leading to the induction of Puma expression.

In line with our in vitro data, we demonstrated for the first time that NXP800 delays tumor growth in a preclinical mouse OS xenograft model by activating UPR, decreasing cell proliferation and inducing caspase-3-mediated apoptosis. Consistent with our results, the GCN2 activator molecule HC-7366 was described to inhibit tumor growth in murine xenograft models of fibrosarcoma and acute myeloid leukemia [33]. In vitro, HC-7366 appears to enhance the transcriptional activity of ATF4 and c-Jun while inducing the pro-apoptotic protein Puma, confirming our results [34].

Taken together, our data demonstrate for the first time the therapeutic potential of NXP800 to inhibit OS tumor growth by activating ISR and UPR, in accordance with recent studies in other cancers [35, 36]. Indeed, in a first phase I clinical trial, NXP800 showed promising pharmacokinetics and tolerable dosing schedule with biomarker modulation including transcriptional targets of eIF2α/ATF4 axis such as *NUPR1*, *ULBP1*, and *TRIB3* (NCT05226507), further confirming its mechanism of action. Preclinical toxicity results are consistent with the safety profile reported in the ongoing phase I clinical trial of NXP800 in patients with advanced ovarian cancer (NCT05226507), where treatment-related adverse events were mostly grade 1–2 gastrointestinal and metabolic (mainly nausea and vomiting), while increases in AST and ALT were rare and low-grade [37]. In clinical perspective, it would be of interest to investigate the synergistic effect of NXP800 in combination with conventional chemotherapies, which have been reported to induce eIF2α phosphorylation via GCN2 and PKR in melanoma cells [38]. Thus, GCN2 emerges as a promising therapeutic target in OS and potentially in other tumors as well [39].

In conclusion, this study provides the first preclinical evidence that NXP800 delays OS tumor growth by activating the ISR and UPR through GCN2 kinase. We demonstrate that NXP800 induces eIF2α phosphorylation, ATF4 upregulation, and pro-apoptotic signaling, leading to reduced OS cell viability in vitro and significant tumor growth inhibition in a preclinical xenograft model. Our findings establish for the first time a novel therapeutic mechanism for NXP800 through the GCN2 activation, independent of its previously known effects on HSF1. These findings suggest that targeting stress response pathways, particularly GCN2-mediated ISR and UPR activation could represent a new therapeutic strategy for OS. Given that NXP800 is currently in clinical trials for other cancers, these results support its potential as therapeutic option in OS treatment, either as a monotherapy or in combination with existing chemotherapies.

## Materials and methods

### Cell culture

Human OS cell lines used (MNNG/HOS, U2OS, MG63, G292, KHOS, 143B, SaOS2, CAL72) were purchased from the American Type Culture Collection (ATCC) and authenticated by STR profiling. They were cultured in DMEM High Glucose (Biosera) supplemented with 10% fetal bovine serum (FBS; Eurobio) at 37 °C and 5% CO_2_. Cells were tested negative for mycoplasma using PCR. Human mesenchymal stem cells (hMSCs) from healthy donors (IKT Ulm) were cultured in α-MEM (Thermo Fisher Scientific) supplemented with 5% platelet lysate and plasma (PLP; IKT Ulm), heparin (1 UI/mL; Panpharma), and 1% penicillin/streptomycin (Biosera).

### Therapeutic agent

The clinical candidate CCT36184 has been licensed by Nuvectis Pharma, Inc. as NXP800 and was kindly provided by Nuvectis Pharma, Inc. NXP800 was dissolved in DMSO at 10 mM. GCN2 inhibitor, GCN2iB (HY-112654), is purchased from MedChemExpress. GCN2iB was dissolved in DMSO at 20 mM and was used at a concentration of 1 µM alone or in combination with NXP800.

### Cell viability

OS cell lines were seeded in 96-well plates and then treated for 72 hours with a range of increasing concentrations of NXP800 (from 3.9 nM to 1 µM, ½ fold cascade dilution). Cells were fixed with 1% glutaraldehyde (Sigma, MA, USA) and then stained with 0.01% crystal violet (Sigma), which was then dissolved with Sorensen’s solution (trisodium citrate, 0.1 N HCl, and ethanol). Absorbance was read with a spectrophotometer (Perkin Elmer Wallac 1420 Victor2). Each range point was normalized to DMSO control condition.

### Clonogenic capacity assay

Cells were treated for 48 h with DMSO or NXP800 (100 and 500 nM) and then reseeded at 1000 cells per well in 6-well plates in untreated medium for 10 days. Cells were fixed with 1% glutaraldehyde (Sigma) and then stained with 0.01% crystal violet (Sigma).

### Cell cycle analysis

Cells were treated with DMSO or NXP800, rinsed with PBS, fixed with 70° ethanol, buffered with phospho-citrate buffer and incubated with 1 µg/mL RNAse A (QIAGEN). Cells were then labeled with 50 µg propidium iodide (PI) and fluorescence intensity was read by FACSymphony A5 (BD Biosciences). The cell cycle was determined using Multicycle AV Cell Cycle software.

### Caspases -3/-7 activity assay

Cells treated with DMSO or NXP800 were lysed using RIPA (Tris-HCl 50 mM, NaCl 150 mM, NP40 1%, SDC 0.25%, Sodium fluoride 1 mM) supplemented with protease inhibitor cocktail (Roche), phenylsulfonyl fluoride and Na_3_VO_4_ to preserve proteins. Caspase -3 and -7 activity was assessed on Tristar LB (Berthold Technologies) using the Apo-ONE Homogeneous Caspase -3/-7 Assay kit (Promega), following the manufacturer’s instructions. Results are presented in arbitrary units (AU) per µg of protein.

### Cell transfection

Transfection was performed on cells at 60% confluence. Lipofectamine RNAiMAX (Invitrogen) was used as a transfection agent according to the manufacturer’s recommendations. siGCN2 (sc-45644, Santa Cruz Biotechnology), siHSF1 (sc-35611, Santa Cruz Biotechnology) and control siRNA (4457287, Ambion) were transfected at a final concentration of 30 nM for 40 or 48 h depending of the siRNA.

### Western blot

Cells were treated at different concentrations and times with DMSO, NXP800 or GCN2iB, then lysed to extract proteins with 5% SDS followed by sonication. Proteins were then denatured for 5 min at 95 °C in Laemmli buffer (31 mM Tris pH 6.8; 0.5% SDS; 5% glycerol; 1.25% B-mercaptoethanol; 0.005% bromophenol blue). 30–60 µg of proteins were separated by electrophoresis in an acrylamide gel, then transferred to a PVDF membrane (Merck Millipore). The membrane was then saturated for 1 h with TBS Odyssey Blocking Buffer (LI-COR) and incubated overnight with primary antibodies (Table S1). Fluorescence revelation was performed after incubation with the following secondary antibodies: IRDye 680RD Donkey anti-Rabbit IgG (926-68073, LI-COR), IRDye 800CW Donkey anti-Mouse IgG 926-68072, LI-COR), using LI-COR Odyssey Fc (LI-COR). Protein expression was quantified by Western blot densitometry using Image Studio software. Signals were normalized to the respective loading control (β-Actin or Vinculin, depending on target protein molecular weight) and expressed relative to control.

### Immunofluorescence

Cells were seeded in eight well ibiTreat µ-slide (ibidi), then treated with DMSO or NXP800 for 4 h. Cells were fixed with paraformaldehyde 1%, permeabilized with 0.3% PBS-Triton (Sigma), saturated with normal goat serum 5% and incubated overnight with anti-CHOP primary antibody (Table S1). After washing, cells were incubated with the fluorescent anti-mouse antibody (A11032, Life Technologies), then with DAPI (D9542, Sigma) and mounted with mounting medium (ibidi). Images were acquired with Nikon Ti2 LFOV A1Rs microscope and processed with ImageJ software.

### RNA-sequencing

RNA sequencing was carried out on MNNG/HOS cell line, with either DMSO or NXP800 at 300 nM. RNA was extracted after 6 h and 24 h of treatment with 300 nM of NXP800. Each condition contains three replicates. Library was prepared by BGI Genomics with DNBSEQ Eukaryotic Strand-specific mRNA library kit, and was sequenced with DNBSEQ-G400 in a 2 × 100 bp (PE100) format. Reads were aligned on hg38 version “analysis set” with the RefSeq annotation “GCF_000001405.40”. For the Gene Set Enrichment Analysis (GSEA), the GSEA tool was used on human genes from Gene Ontology (GO) ontologies. The packages used for the analyses are detailed in Table S2.

### Other databases

Cancer Cell Line Encyclopedia (CCLE, https://sites.broadinstitute.org/ccle/) database was used to compare *EIF2ΑK4* expression between tumor cell lines (CCLE—DepMap 22Q4) and healthy tissues (GTEx version 8).

### RT-qPCR

Total RNA from cells treated with DMSO or NXP800 was extracted with the NucleoSpin RNA Plus kit (Macherey Nagel) following the manufacturer’s instructions. The mRNA was retrotranscribed to cDNA with the Maxima H Minus First Strand cDNA Synthesis kit (Thermo Scientific) at a concentration of 10 ng/µL. qPCR was performed using Master Mix Select SYBR (Applied Biosystems) and QuantStudio™ 7 Flex Real-Time PCR System (Applied Biosystems). The comparative cycle threshold method was used to calculate the relative expression of target mRNAs, and results were normalized to the expression of invariant reference genes Hypoxanthine Phosphoribosyltransferase (*HPRT*) and Beta-2-Microglobulin (*B2M*). The list of primers used is detailed in Table S3.

### OPP

Protein Synthesis Assay Kit (ab239725, Abcam) was used for the detection of global nascent proteins of OS cell lines following the instructions of the manufacturer. Briefly, cells were treated for 3 h with DMSO, 10 µM cycloheximide (CHX; Sigma) or 300 nM NXP800, including 2 h incubation with protein label O-propargyl-puromycin (OPP). After fixation and permeabilization, the reaction cocktail was added and incubated with the cells away from light for 30 min. After washing with PBS, the fluorescence was quantified by flow cytometry on a FACSymphony A5 (BD Biosciences) and Mean Fluorescence Intensity (MFI) was analyzed with FlowJo.

### Surface plasmon resonance (SPR) experiments

SPR measurements were performed by the Imp@ct core facility (SFR bonamy, Nantes Université, CNRS, Inserm, Nantes, France) to characterize the interaction between the chemical compound of interest NXP800 and recombinant human protein GCN2 fused to glutathione S-transferase (GCN2–GST; #14-934, Eurofins DiscoverX). Experiments were carried out on a Biacore T200 instrument using CM5 sensor chips (Cytiva). Prior to protein capture, the surface of the CM5 chip was functionalized with an anti-GST antibody according to the manufacturer’s guidelines, using standard amine-coupling chemistry. Following immobilization of the anti-GST antibody, GCN2–GST was injected at a concentration of 400 nM and captured onto the surface, yielding approximately 1500 response units (RU) of bound protein. A reference flow cell underwent the same coupling procedure without protein capture and was used for background subtraction. Binding analyses were performed using Single-Cycle Kinetics (SCK). The compound was injected at increasing concentrations of 0, 6.25, 12.5, 25, 50, and 100 µM, sequentially, over the immobilized GCN2–GST without regeneration between injections. Each cycle consisted of five injections with an association phase of 120 s, followed by a dissociation phase of 800 s. All experiments were conducted at 25 °C in running buffer (HBS-NP-1% DMSO).

### OS xenograft model

All experiments were carried out in an animal facility approved by the French Ministry of Agriculture for experimental use (Unité de Thérapeutique Expérimentale, Nantes; n°E44015). The protocol described in this project was approved by the local ethics committee CEEA-PdL06 of Nantes, project APAFIS #8405. This study was conducted in a xenograft model using 5-week-old female NMRI nude mice. MNNG/HOS cells (1.10^6^ cells/50 µl) were injected intramuscularly in contact with the tibia. Once tumor volume reached 100 mm^3^, animals were randomized into groups of seven mice and treated orally with vehicle (10% DMSO, 90% of 25% 2-hydroxypropyl-beta-cyclodextrin in 50 mM sodium citrate buffer pH 5) or 35 mg/kg NXP800, 5 times a week for 3–4 weeks (endpoint: tumor volume ≤2000 mm^3^). An additional experiment was conducted with a shorter treatment duration. Eight mice were grafted with 2.10⁶ MNNG/HOS cells and randomized into two groups of four mice when the tumor volume reached approximately 300 mm³. The mice were treated daily for five consecutive days, and tumors were collected for immunohistochemical analysis.

### In vivo toxicity evaluation

Tumor-free NMRI nude mice were randomized into two groups of five mice and orally treated with vehicle or NXP800 (35 mg/kg, 5 days/week for 2 weeks). After treatment, blood (intracardiac puncture) and organs (heart, lungs, liver, spleen, kidneys) were collected and examined in accordance with the revised guides for organ sampling and trimming in rats and mice [40–42]. Organs were subsequently fixed in formalin by immersion, embedded in paraffin, cut into 3 µm thick sections and stained with haemalun-eosin-saffron. The histopathological examination was performed by a veterinary pathologist certified by the European College of Veterinary Pathologists, Prof. Marie-Anne COLLE (Veterinary School of Nantes, France).

### ALT and AST ELISA

The serum from each mouse was diluted 1:400, and alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels were measured by ELISA according to the manufacturer’s instructions (kits ab282882 and ab263882, Abcam).

### Immunohistochemistry (IHC)

Collected tumors were fixed in 4% formaldehyde for 24 h. Serial 4 µm sections were cut at two levels. Slides were deparaffinized and antigen demasking were performed in 10 mM citrate buffer or Tris EDTA buffer (TP Module Leica). Slides were treated with H2O2 (Gifrer) to block endogenous peroxidase activity, then saturated with non-immune donkey serum 2%, BSA 1%, diluted in TBS tween 0.05% pH 7.4. Primary antibodies Ki-67, Cleaved Caspase-3, P-eIF2α and ATF4 (Table S1) were incubated for 2 h at RT. After rinsing, slides were incubated for 1 h at RT with biotinylated secondary antibody (E0432, Dako), and then incubated for 1 h at RT with streptavidin/peroxidase (P0397, Dako). Revelation was carried out with DAB (3, 3′-diaminobenzidine, F/ACK500, MM France). Slides were then counterstained with Gill-2 hematoxylin, dehydrated, cleared and mounted between slides and coverslips with Pertex. Staining and immunolabeling were acquired using a slide scanner (Nanozoomer, Hamamatsu). For each immunostain, images taken in a field representative of the tumor progression front were exported from the raw file at ×10 and ×40 magnification. Ki-67 and Cleaved Caspase-3 IHC were quantified using the QuPath software.

### Statistical tests

The results are presented as the mean of at least three independent experiments; the exact number of repetitions is indicated in the legend of each figure (N). Histogram and data are shown as mean ±SD or ±SEM. The western blot images shown are representative of experiments performed three times independently. Non-parametric (Mann-Whitney) and parametric (ANOVA) statistical tests were performed using Graphpad Prism software (GraphPad Software, Inc.). The risk α considered is 5% (*p < 0.05, ****p < 0.0001).

## Supplementary information

Supplemental materials

Supplemental figures

Uncropped WB

## Data Availability

The RNA-seq dataset supporting the conclusions of this article is available in the Gene Expression Omnibus repository (GEO) under accession number GSE283602. The computer code produced in this study is available on GitHub (https://github.com/EpistressLab/NXP800_osteosarcoma).

# Supplementary material for: Activating GCN2 and subsequently the Unfolded Protein Response with the small oral molecule NXP800 delays tumor growth in osteosarcoma
**Source:** Cell Death Discov. 2026 Feb 5;12:94. doi: 10.1038/s41420-026-02941-2
**Supplement:** Supplementary file 1 — Supplemental materials

**Table S1: List of antibodies used in western blot, immunofluorescence or immunohistochemistry.**

| **Target protein** | **Reference** | **Supplier** |
| --- | --- | --- |
| ATF4 (WB) | 11815 | Cell Signaling Technology |
| ATF4 (IHC) | 10835-A | Proteintech |
| B-Actin | 3700 | Cell Signaling Technology |
| c-Jun | 9165 | Cell Signaling Technology |
| Cyclin D1 | 2922 | Cell Signaling Technology |
| eIF2α | sc-133132 | Santa Cruz Biotechnology |
| Phospho-GCN2 Thr899 | ab75836 | Abcam |
| GCN2 | 3302 | Cell Signaling Technology |
| HSF1 | 4356 | Cell Signaling Technology |
| HSP70/72 (C92F3A-5) | ADI-SPA-810 | Enzo Life Sciences |
| IRE1a | 3294 | Cell Signaling Technology |
| SAPK/JNK | 9251 | Cell Signaling Technology |
| PARP | 9542 | Cell Signaling Technology |
| Puma | 98672 | Cell Signaling Technology |
| Phospho-c-Jun Ser63 | 9261 | Cell Signaling Technology |
| Phospho-eIF2α Ser51 (WB) | 3597 | Cell Signaling Technology |
| Phospho-eIF2α Ser51 (IHC) | ab32157 | Abcam |
| Phospho-SAPK/JNK Thr183/Tyr185 | 4668 | Cell Signaling Technology |
| CHOP | 2895 | Cell Signaling Technology |
| Ki-67 | M724001-2 | Agilent |
| Cleaved Caspase 3 | 9664 | Cell Signaling Technology |

**Table S2: Packages used for RNA-seq analysis.**

| **Package** | **Version** | **Citation** |
| --- | --- | --- |
| fastp | 0.20.1 | https://doi.org/10.1093/bioinformatics/bty560 |
| STAR | 2.7.5a | https://doi.org/10.1093/bioinformatics/bts635 |
| htseq_count | 0.12.4 | https://doi.org/10.1093/bioinformatics/btu638 |
| DESeq2 | 1.30.1 | https://doi.org/10.1186/s13059-014-0550-8 |
| ComplexHeatmap | 2.6.2 | https://doi.org/10.1002/imt2.43 |
| GSEA | 4.3.2 | https://doi.org//10.1038/ng1180 |

**Table S3: List of primers used for RT-qPCR.**

| **Gene target** | **Primers sequences** |
| --- | --- |
| ATF4_F | GTTCTCCAGCGACAAGGCTA |
| ATF4_R | ATCCTGCTTGCTGTTGTTGG |
| DDIT3_F | AGAACCAGGAAACGGAAACAGA |
| DDIT3_R | TCTCCTTCATGCGCTGCTTT |
| GADD34_F | TCCGACTGCAAAGGCGGCTCA |
| GADD34_R | CAGCCAGGAAATGGACAGTGAC |
| sXBP1_F | GCTGAGTCCGCAGCAGGT |
| sXBP1_R | CTGGGTCCAAGTTGTCCAGAAT |
| TRIB3_F | GCTTTGTCTTCGCTGACCGTGA |
| TRIB3_R | CTGAGTATCTCAGGTCCCACGT |
| uXBP1_F | CAGACTACGTGCACCTCTGC |
| uXBP1_R | CTGGGTCCAAGTTGTCCAGAAT |
| B2M_F | ttctggcctggaggctatc |
| B2M_R | tcaggaaatttgactttccattc |
| HPRT_F | tgaccttgatttattttgcatacc |
| HPRT_R | cgagcaagacgttcagtcct |
| GCN2_F | GTGAGCCATCAGTGACGACTGA |
| GCN2_R | AAAGCCTCCAGAGTCTGACGGT |

# Supplementary material for: Activating GCN2 and subsequently the Unfolded Protein Response with the small oral molecule NXP800 delays tumor growth in osteosarcoma
**Source:** Cell Death Discov. 2026 Feb 5;12:94. doi: 10.1038/s41420-026-02941-2
**Supplement:** Supplementary file 2 — Supplemental figures

Figure S1

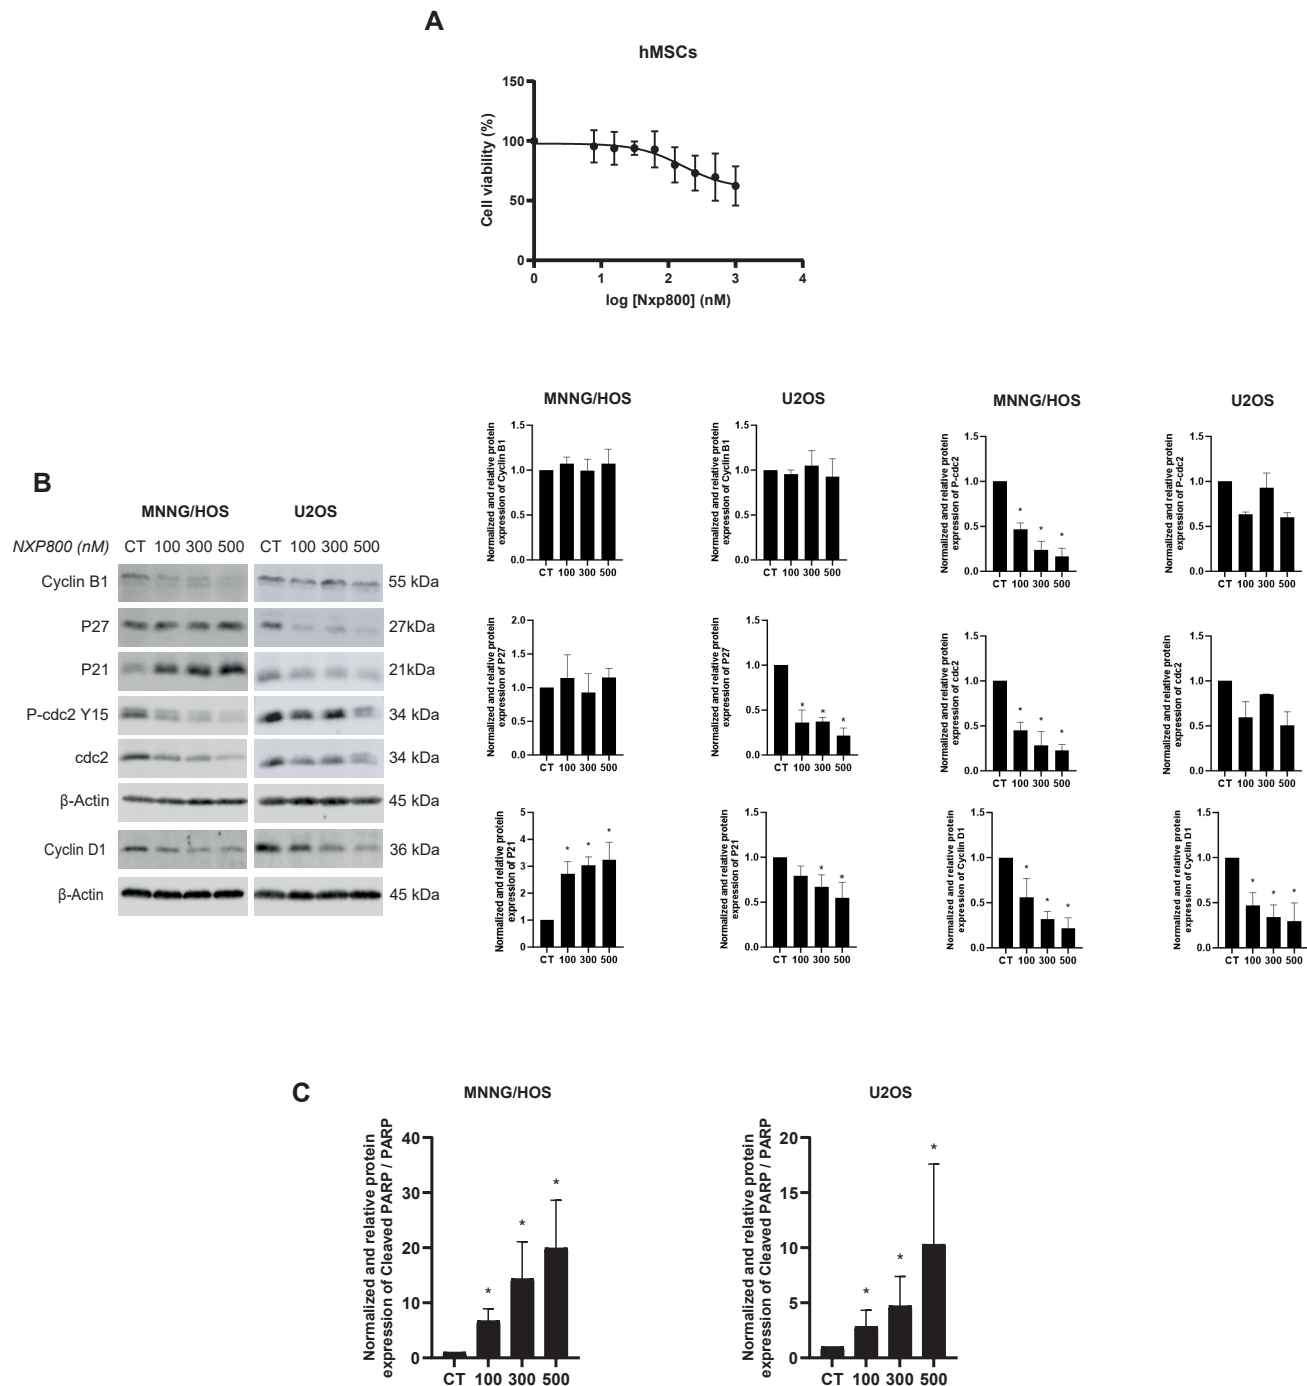

**Figure S1:** (A) Human mesenchymal stem cells (hMSCs) from healthy donors were treated with increasing concentrations of NXP800 (from 3.9nM to 1 $\mu$ M) for 72 hours and cell viability was assessed by crystal violet assay (N=3). (B) MNNG/HOS and U2OS cells were treated with indicated concentrations of NXP800 or DMSO (CT) for 24 hours. The expression of proteins involved in the cell cycle was assessed by Western blot (representative images of three independent experiments). Quantification of Western blot (N=3) was performed by densitometric analysis, normalized to  $\beta$ -Actin and expressed relative to CT. (C) Quantification of Western blot (N=3, from figure 1E) was performed by densitometric analysis, normalized to  $\beta$ -Actin and expressed relative to CT. In A, B and C, bars indicate means  $\pm$  SD of the different values, \*:  $p < 0.05$  (Mann-Whitney test).

Figure S2

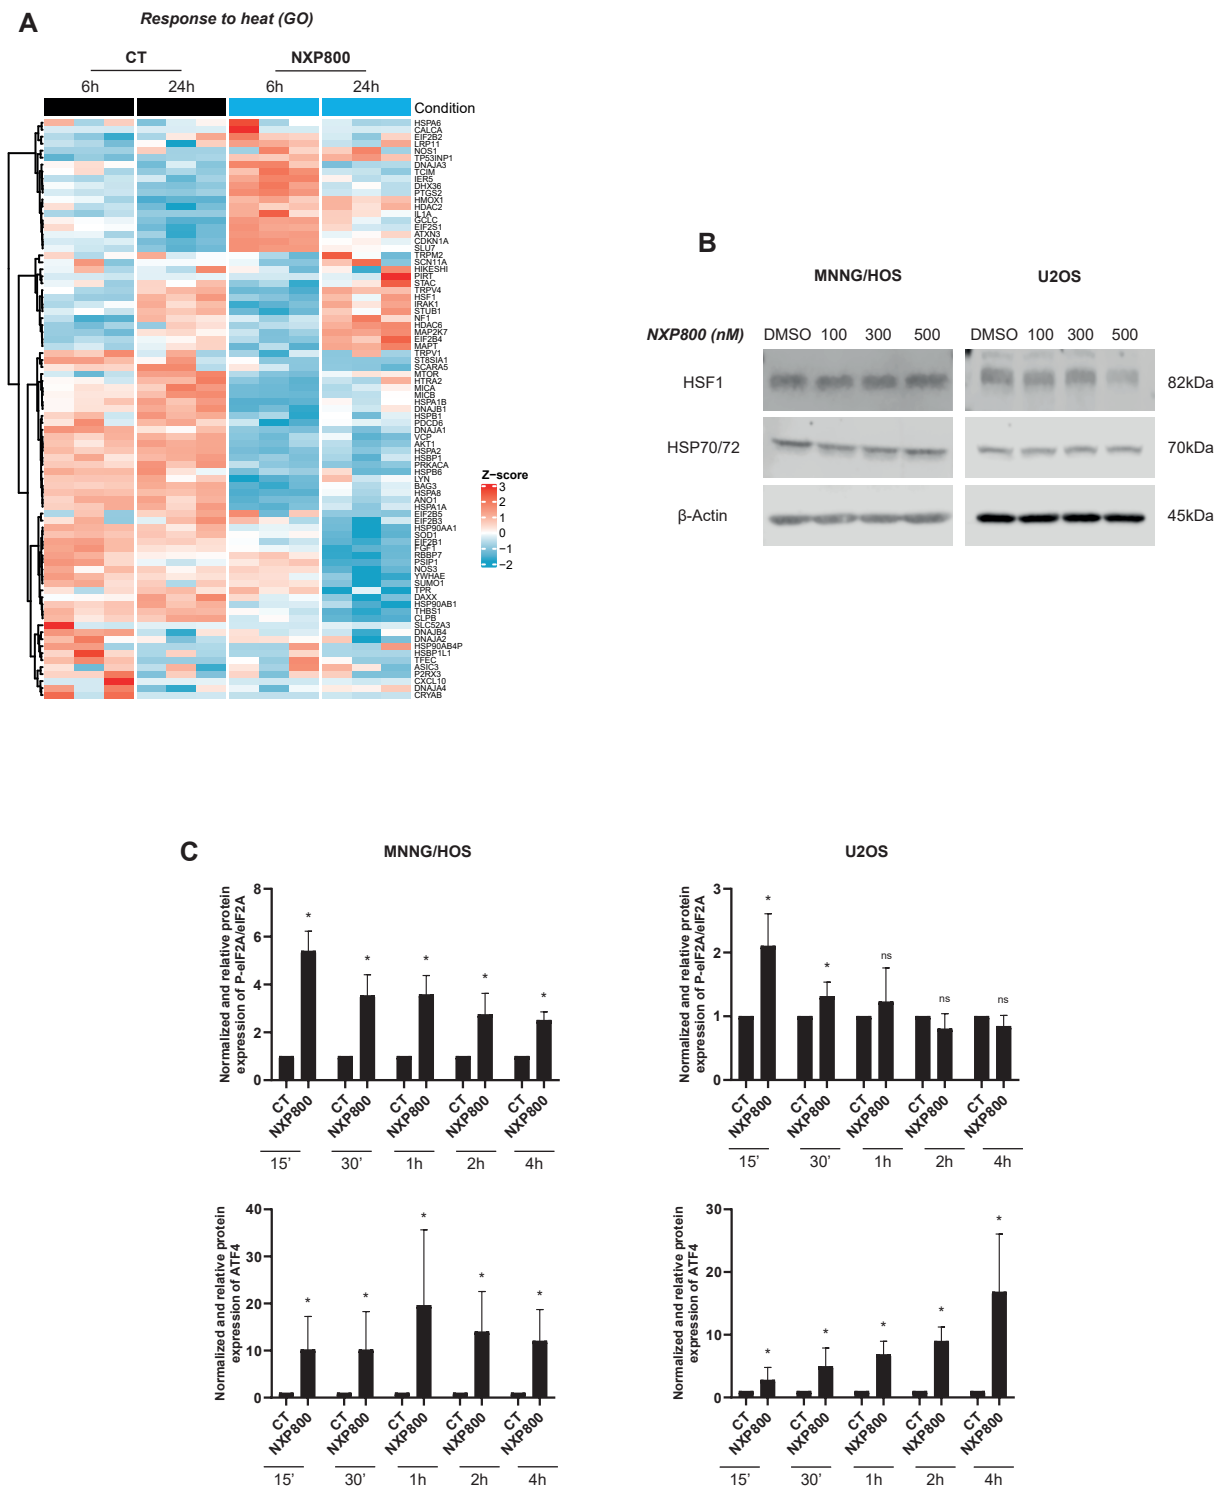

**Figure S2:** (A) RNA-seq was performed on MNNG/HOS cells treated with DMSO (CT) or 300nM NXP800 for 6 hours and 24 hours (N=3). The heatmap of differentially expressed genes associated with the Response to heat pathway (GO) was generated from RNA-seq data. (B) MNNG/HOS and U2OS cells were treated with indicated concentrations of NXP800 for 24 hours. The expression of HSF1 and HSP70/72 was assessed by Western blot (representative images of three independent biological replicates). (C) Quantification of Western blot (N=3, from figure 1F) was performed by densitometric analysis, normalized to  $\beta$ -Actin and expressed relative to CT. In C bars indicate means  $\pm$  SD of the different values, \*:  $p < 0.05$  (Mann-Whitney test).

Figure S3

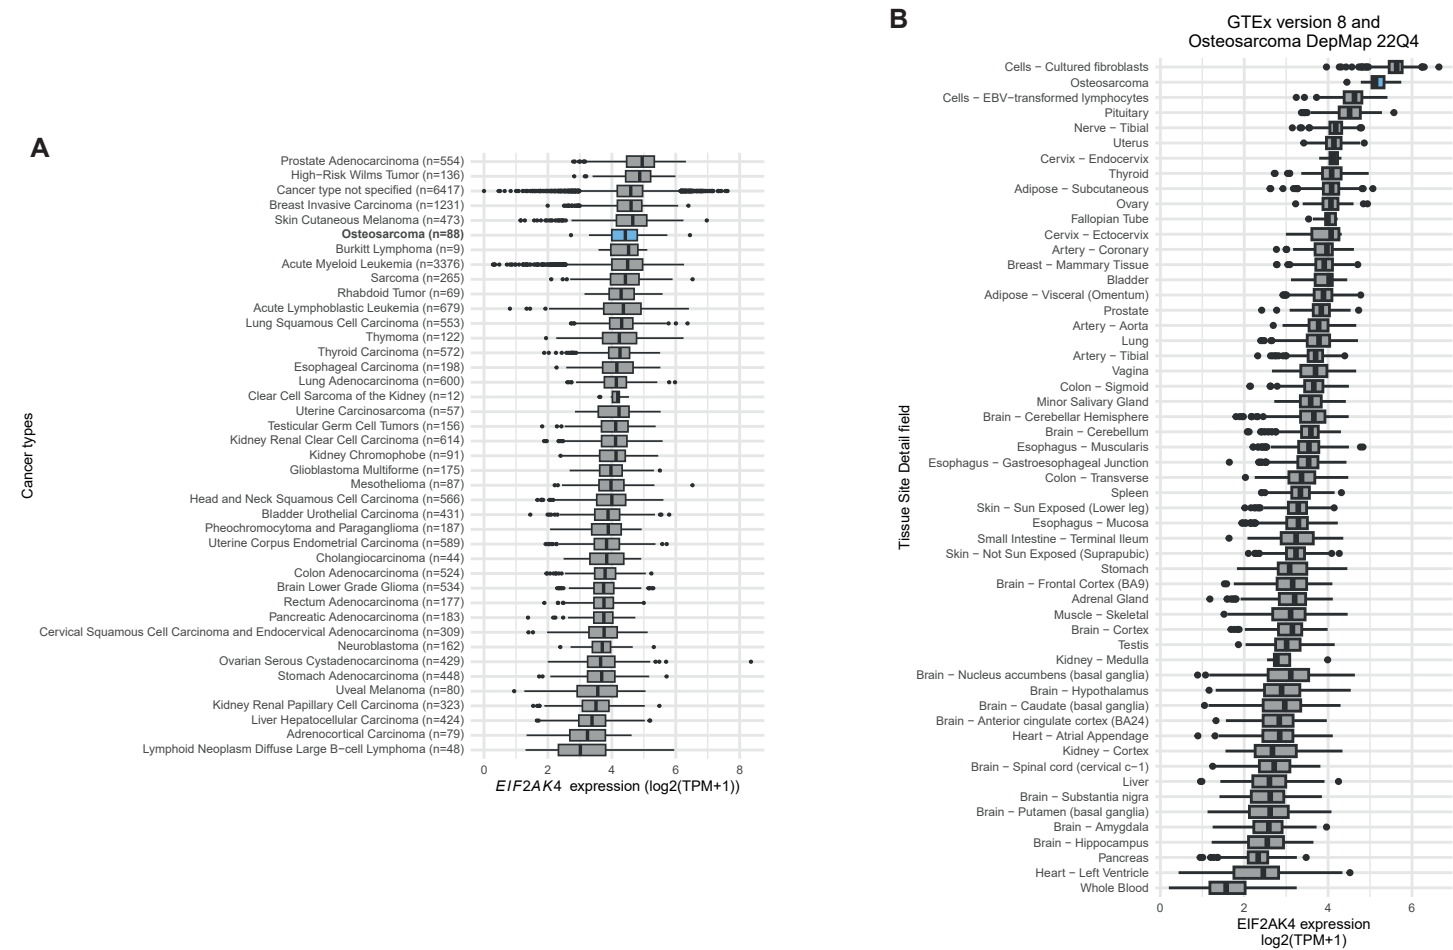

**Figure S3:** (A) EIF2AK4 expression in OS compared to tumor cell lines and (B) healthy tissues respectively based on CCLE and GTEx database.

Figure S4

A

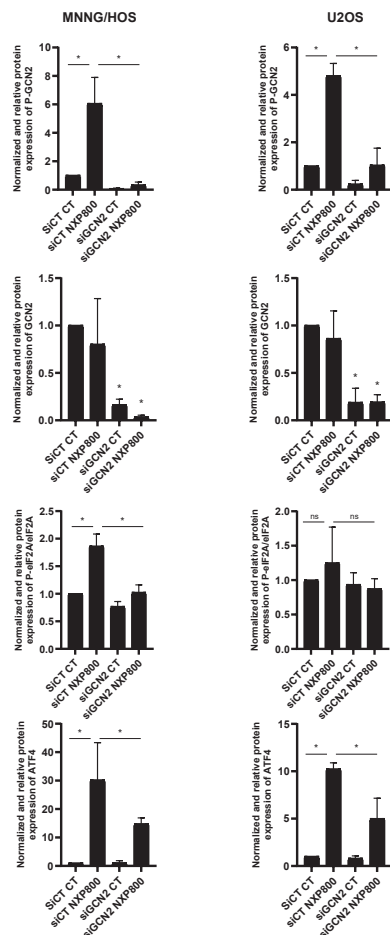

B

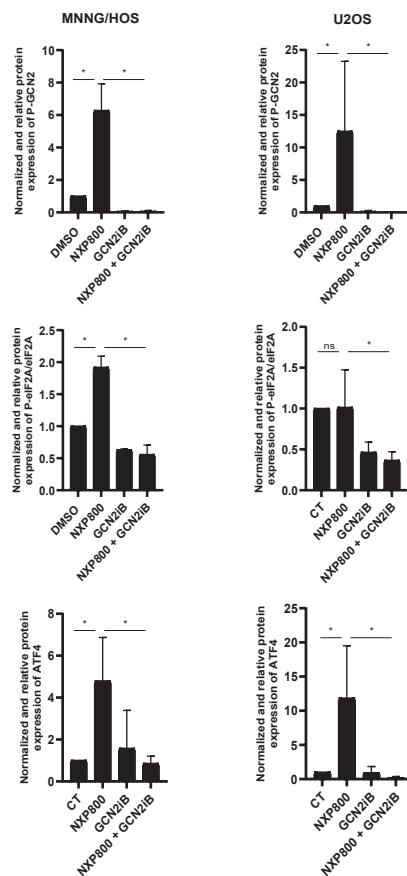

C

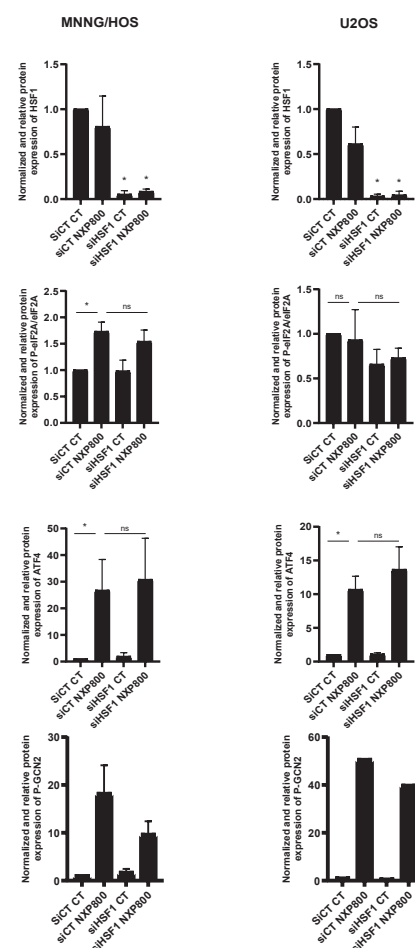

D

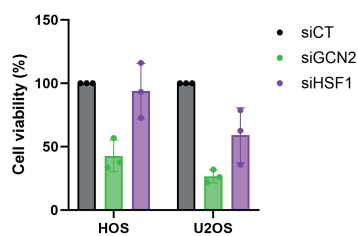

F

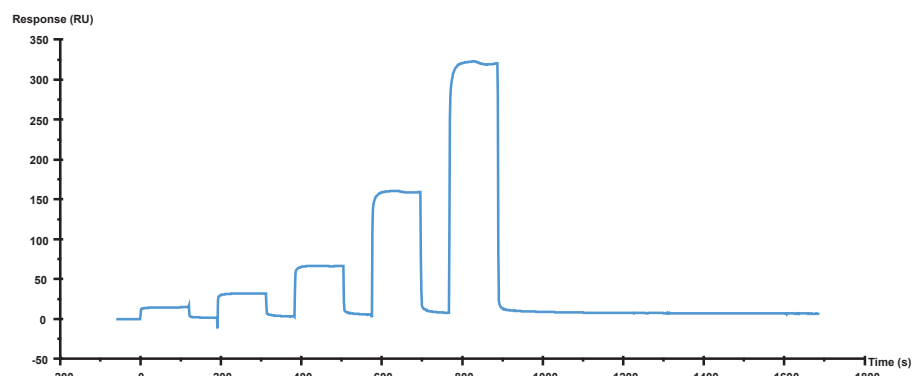

E

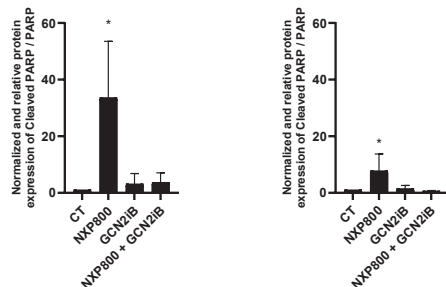

**Figure S4:** Quantification of Western blot from (A) figure 3E (N=3), (B) figure 3F (N=3), (C) figure 3G (N=3) was performed by densitometric analysis, normalized to  $\beta$ -Actin or Vinculin and expressed relative to control (untreated siCT or CT). (D) Cells were transfected for 24 hours with siCT, siHSP1, or siGCHN2, re-seeded for 24 hours, and then treated with increasing concentrations of NXP800 (from 3.9nM to 1 $\mu$ M). Cell viability for each siRNA condition was assessed by crystal violet assay (N=3). (E) Quantification of Western blot (N=3, from figure 3J) was performed by densitometric analysis, normalized to  $\beta$ -Actin or Vinculin and expressed relative to CT. (F) Single-Cycle Kinetics sensorgrams of NXP800 (0–100  $\mu$ M) injected over GCN2-GST ( $\approx$ 1500 RU) captured on an anti-GST functionalized CM5 biochip (association 120 seconds, dissociation 800 seconds). Bars indicate means  $\pm$  SD of the different values, \*:  $p < 0.05$  (Mann-Whitney test).

**Figure S5**

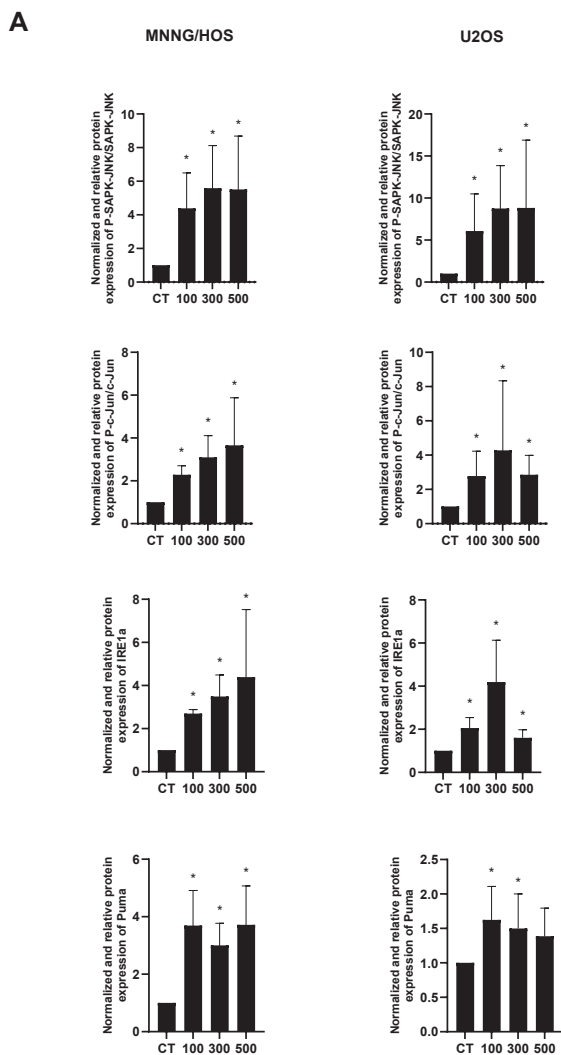

**Figure S5:** (A) Quantification of Western blot (N=3, from figure 4B) was performed by densitometric analysis, normalized to  $\beta$ -Actin and expressed relative to CT. Bars indicate means  $\pm$  SD of the different values, \*:  $p < 0.05$  (Mann-Whitney test).

Figure S6

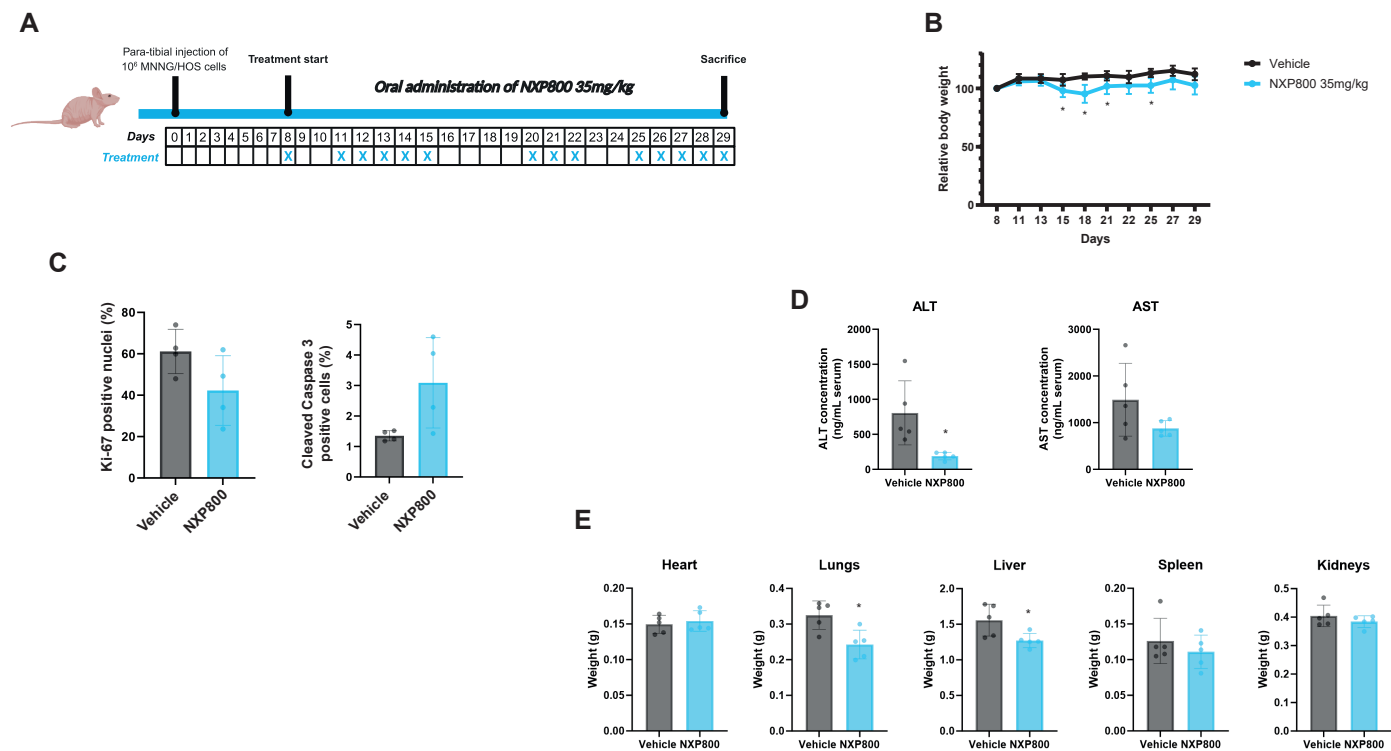

**Figure S6:** (A) Detailed protocol and therapeutic treatment regimen; (B) body weights were measured three times a week. (C) Immunostaining of Ki-67 and cleaved caspase -3 on tumor sections from mice grafted with  $2.10^6$  MNNG/HOS cells and treated daily for 5 days were performed and positive cells were quantified using QuPath software to assess cell proliferation and apoptotic activity. (D and E) Tumor-free NMRI nude mice were treated 5 days per week for 2 weeks. (D) Blood samples were collected by intracardiac puncture, and serum AST and ALT enzyme levels were quantified by ELISA. (E) The collected organs were weighed after sacrifice. In B, bars indicate means  $\pm$  SEM, in C, D and E, bars indicate means  $\pm$  SD of the different values; \*:  $p < 0.05$  (Mann Whitney test); \*\*\*\*:  $p < 0.001$  (Anova test).

# Supplementary material for: Activating GCN2 and subsequently the Unfolded Protein Response with the small oral molecule NXP800 delays tumor growth in osteosarcoma
**Source:** Cell Death Discov. 2026 Feb 5;12:94. doi: 10.1038/s41420-026-02941-2

# Uncropped Western Blot

## **Details on Antibody Detection by Western Blot**

Western blot analyses were performed as described in the Materials and Methods section. Primary antibodies were incubated and subsequently revealed in sequential steps. The numbers indicate the order in which the different antibodies were applied. Rabbit primary antibodies were detected using a secondary antibody conjugated to a fluorochrome with an emission wavelength of 700 nm, while mouse primary antibodies were detected using a secondary antibody conjugated to a fluorochrome with an emission wavelength of 800 nm. When multiple membranes are presented in the same figure, they are labeled with letters for clarity.

Fig 1E

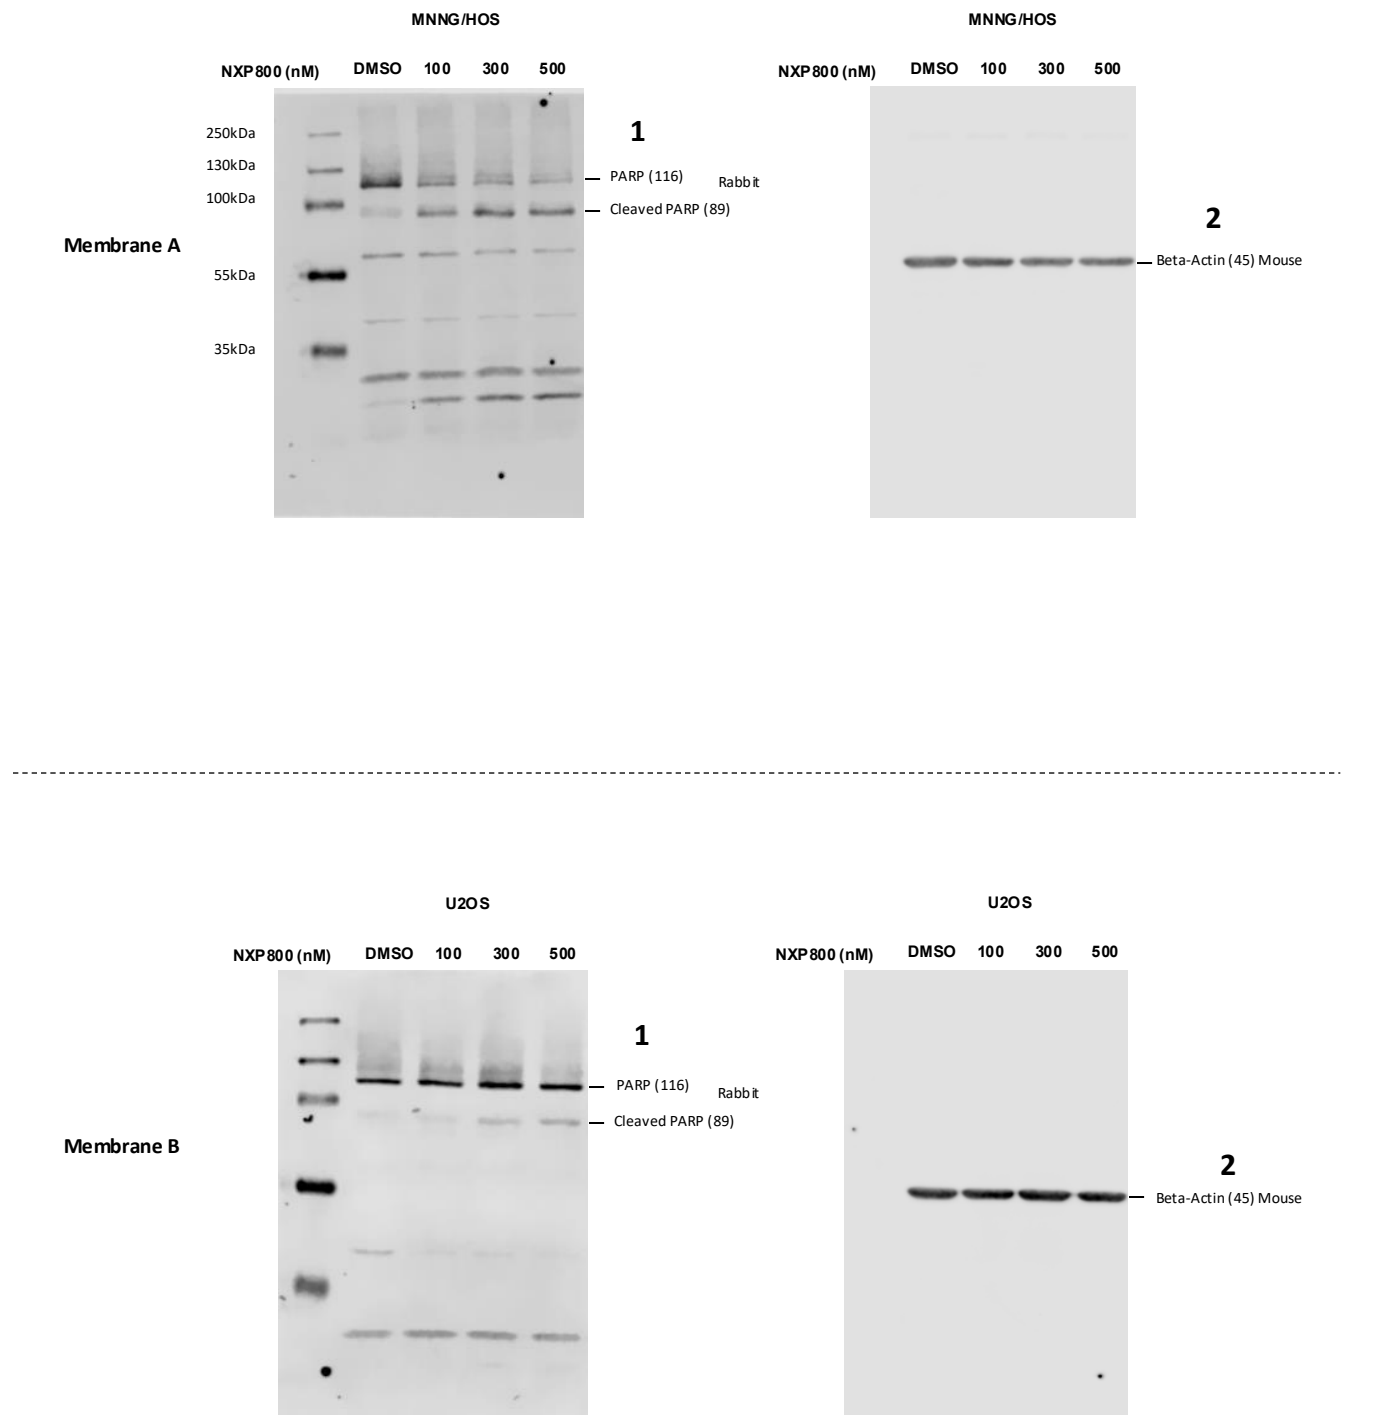

Fig 2F

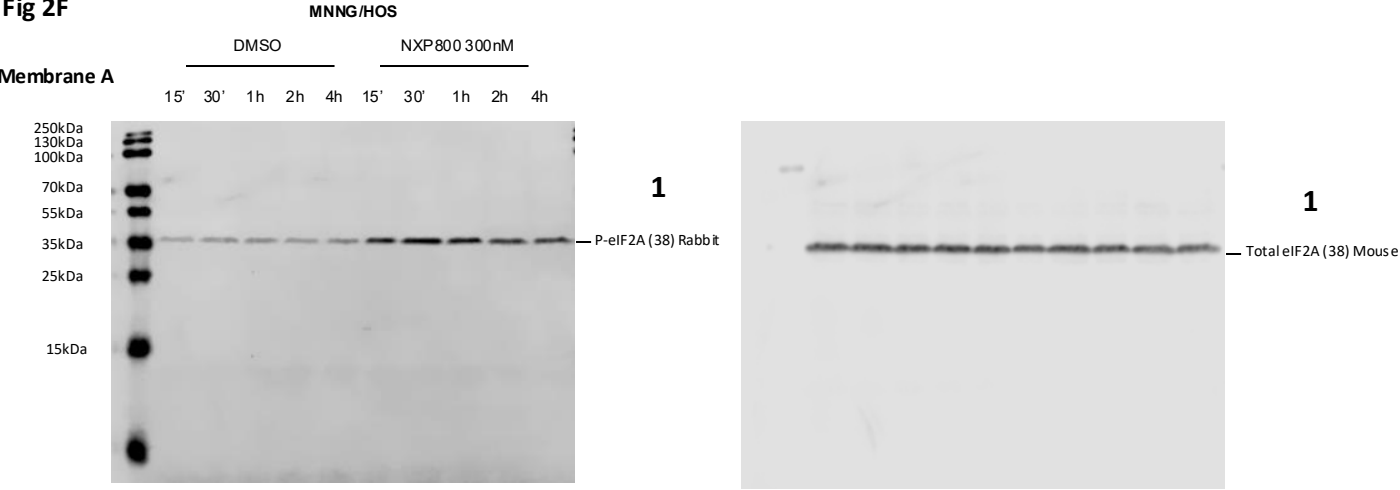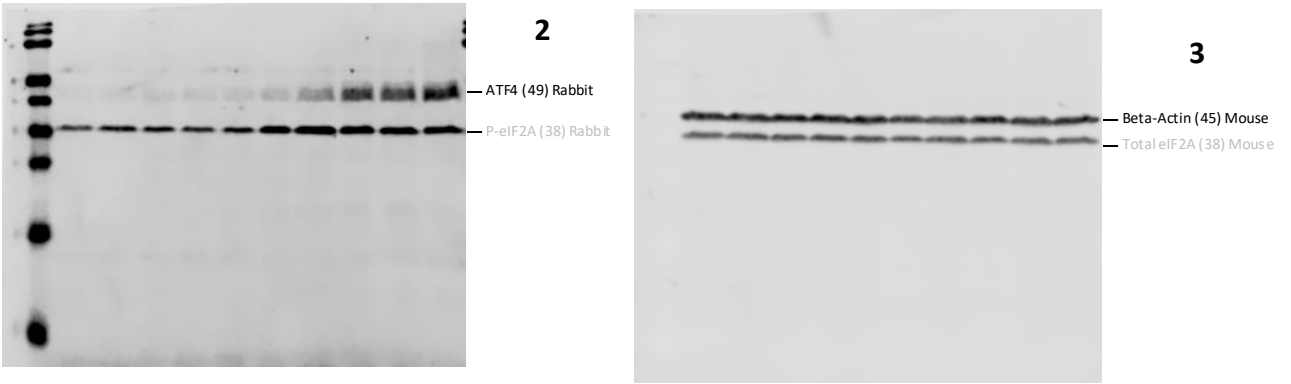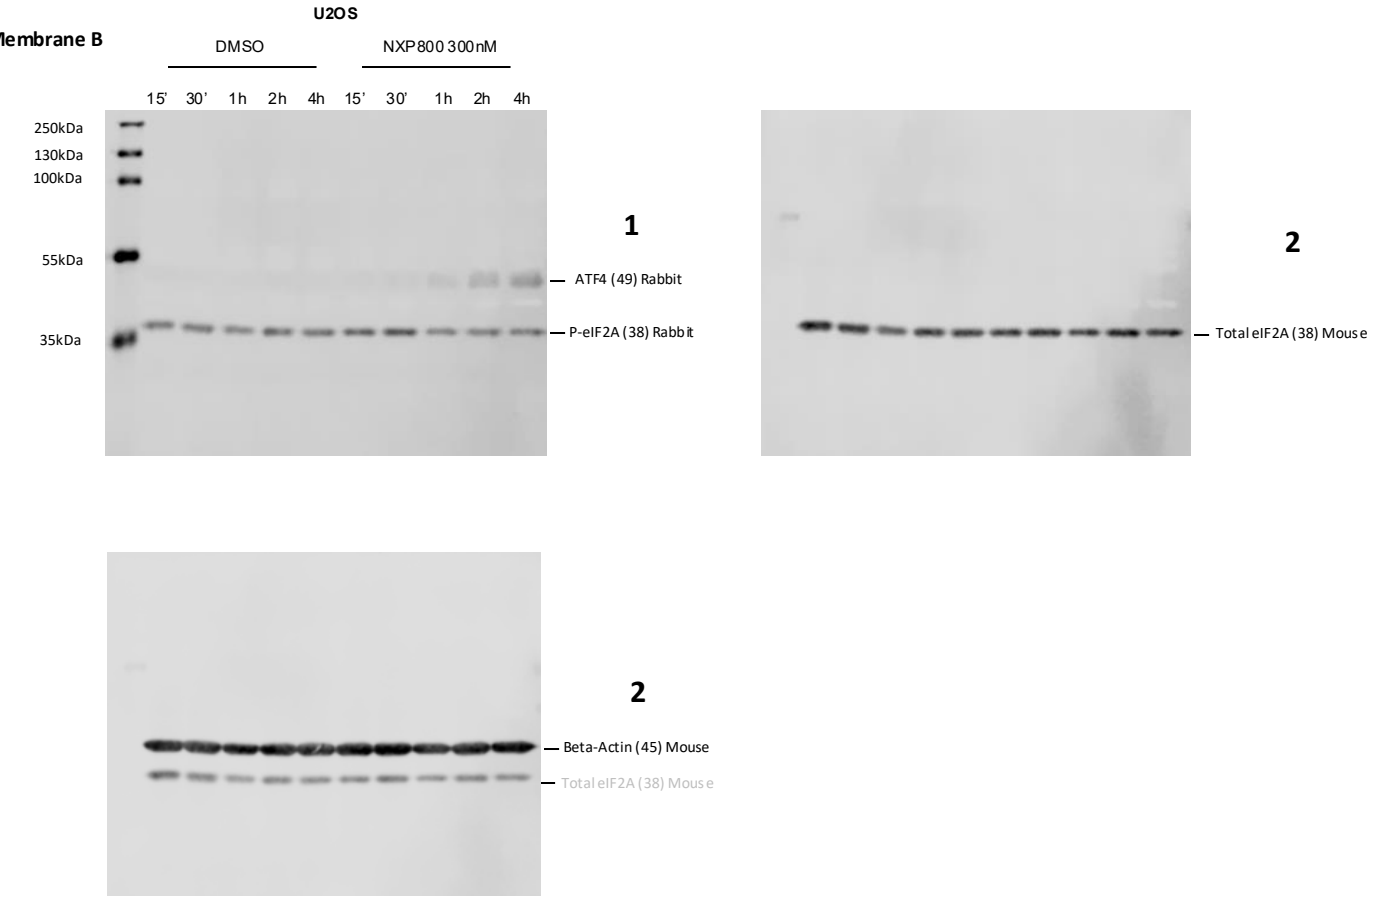

Fig 3A

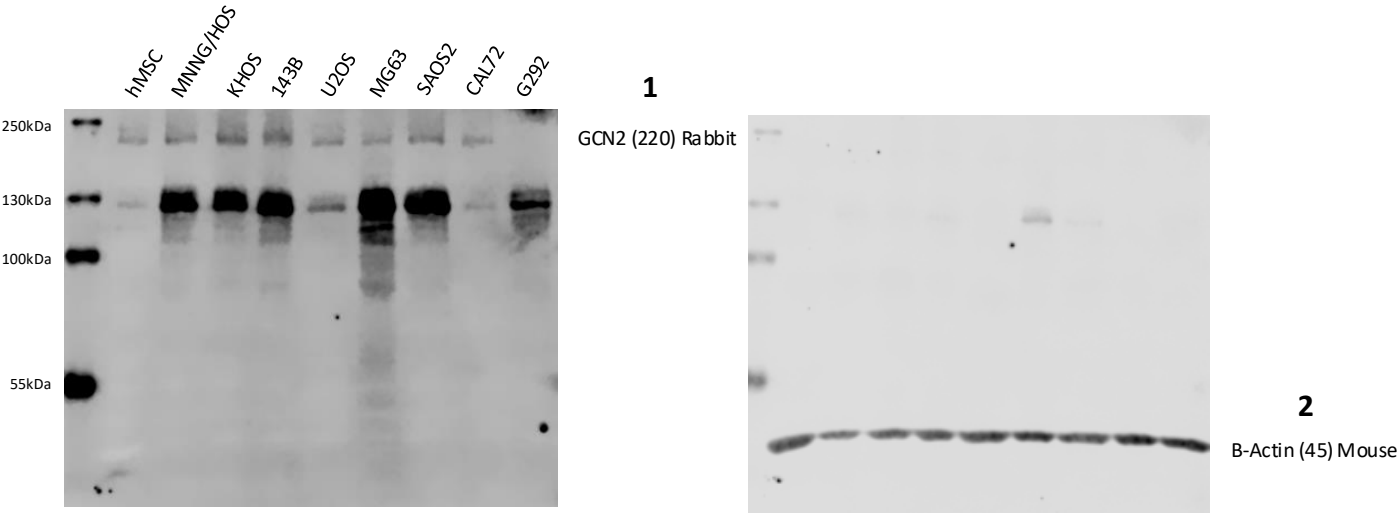

**Fig 3E** MNNG/HOS siCT vs siGCN2

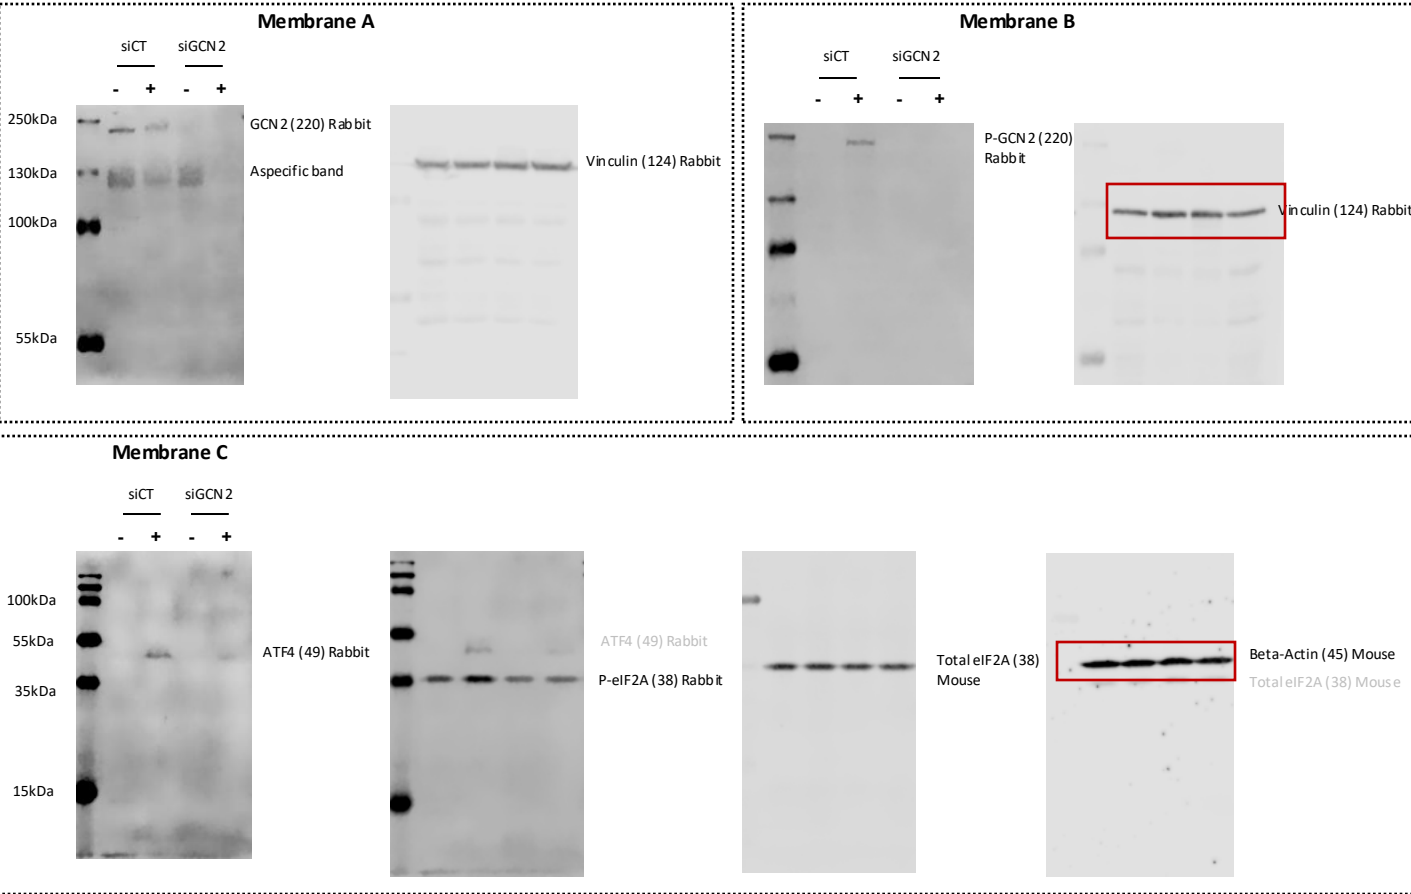

**U2OS siCT vs siGCN2**

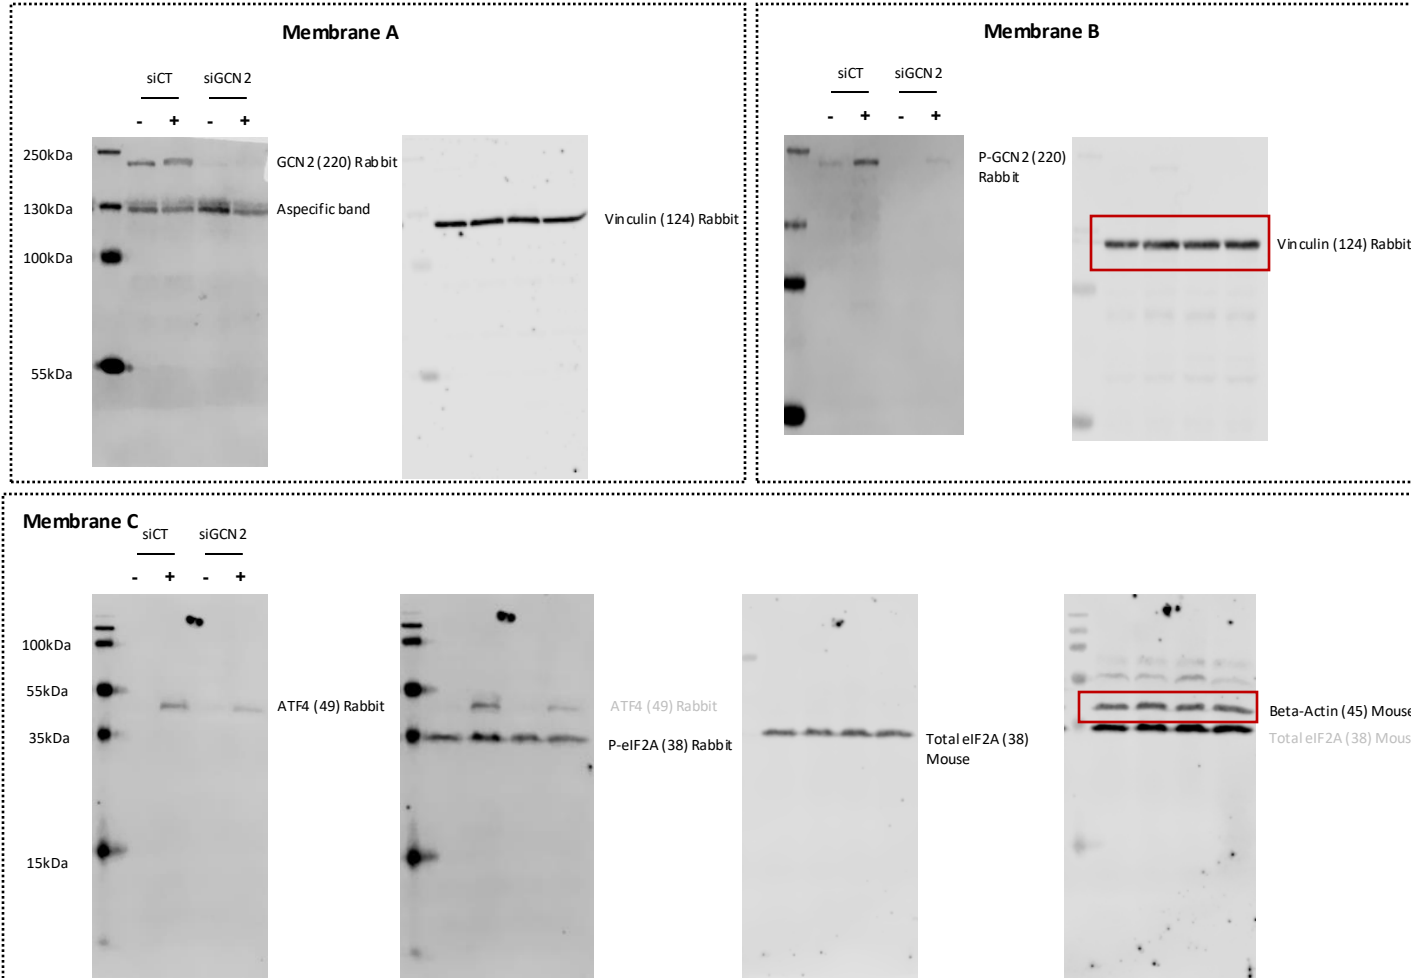

Fig 3F

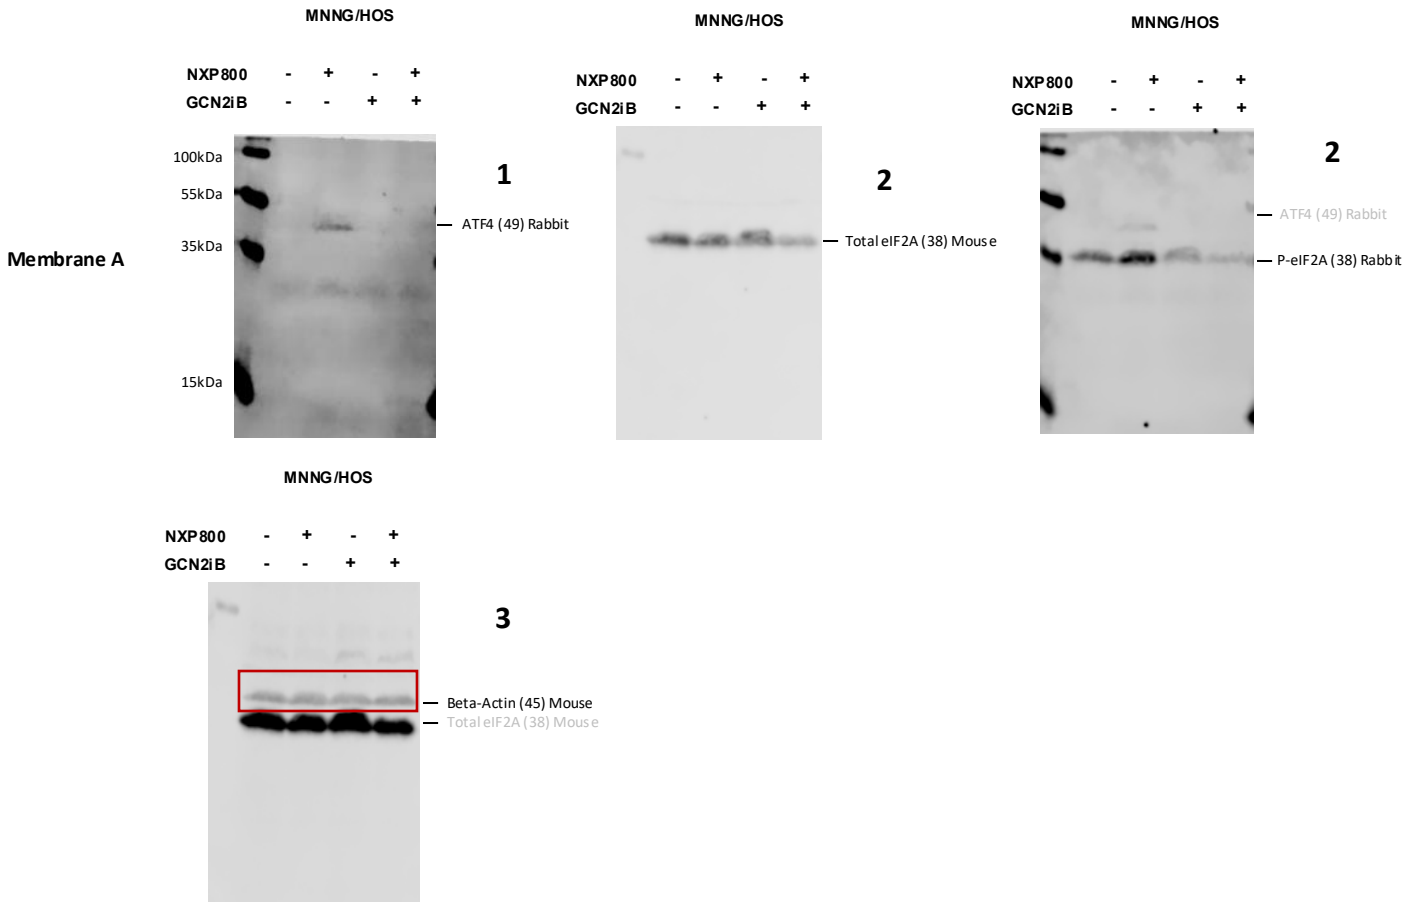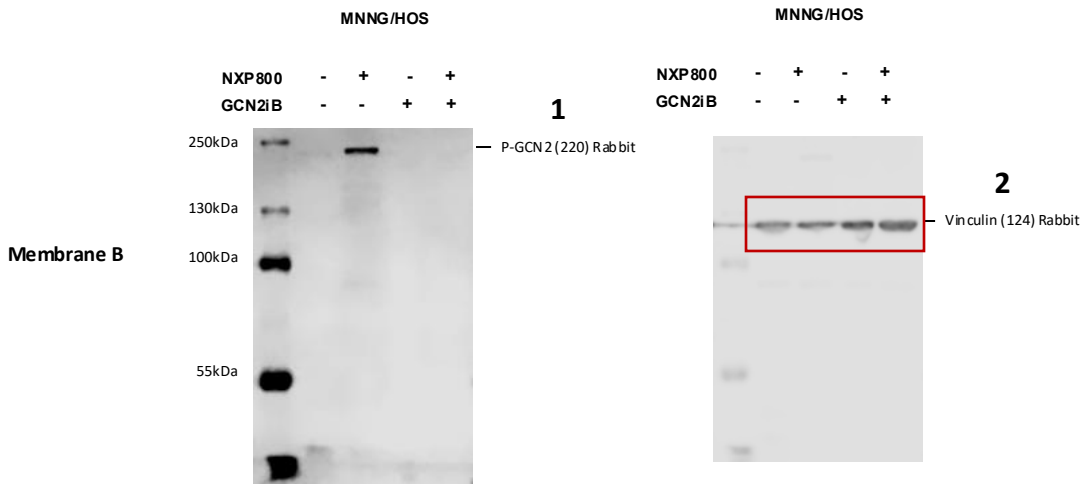

Fig 3F

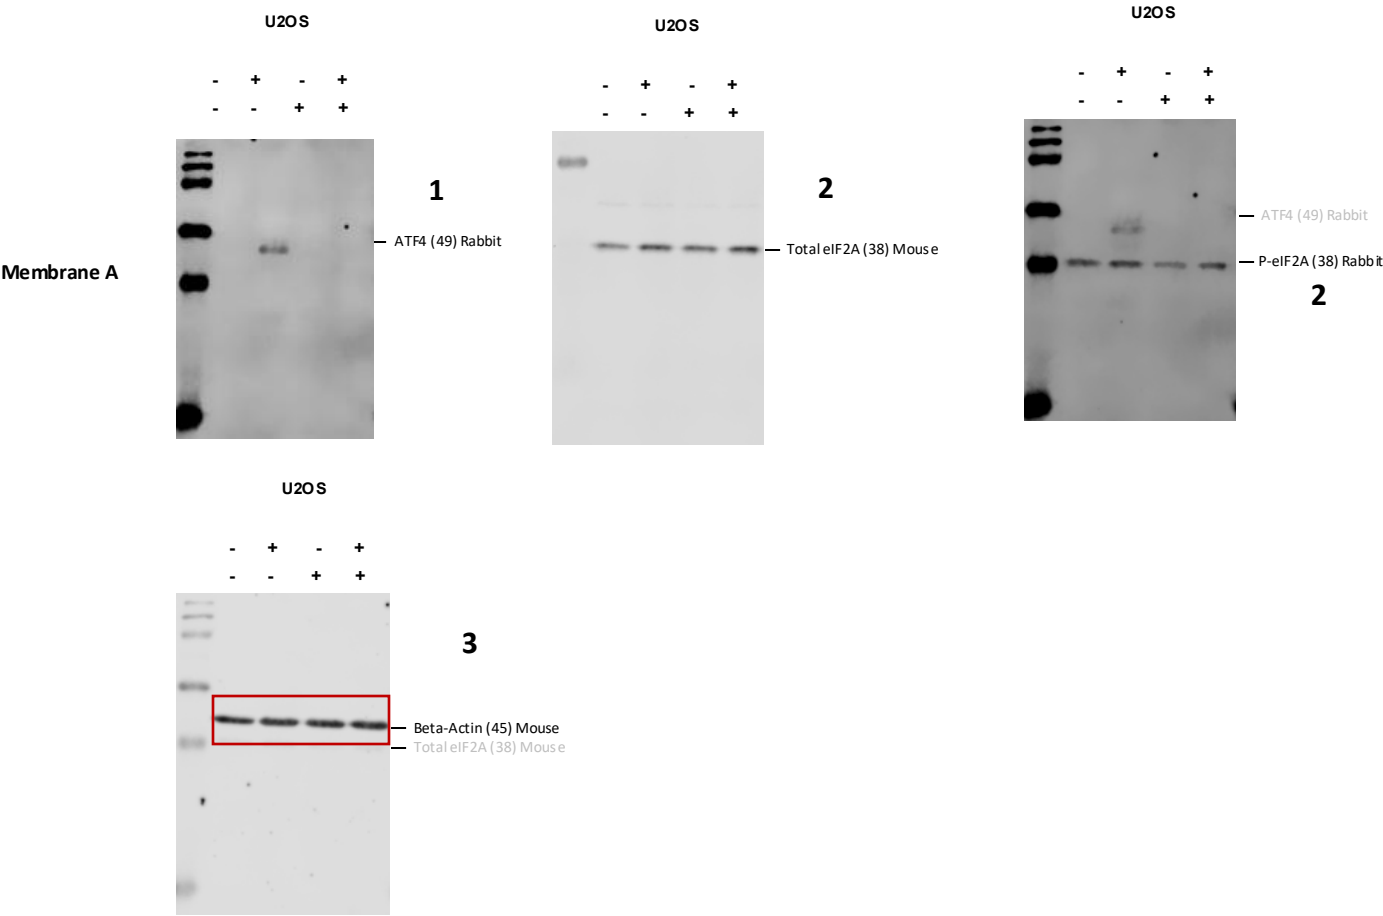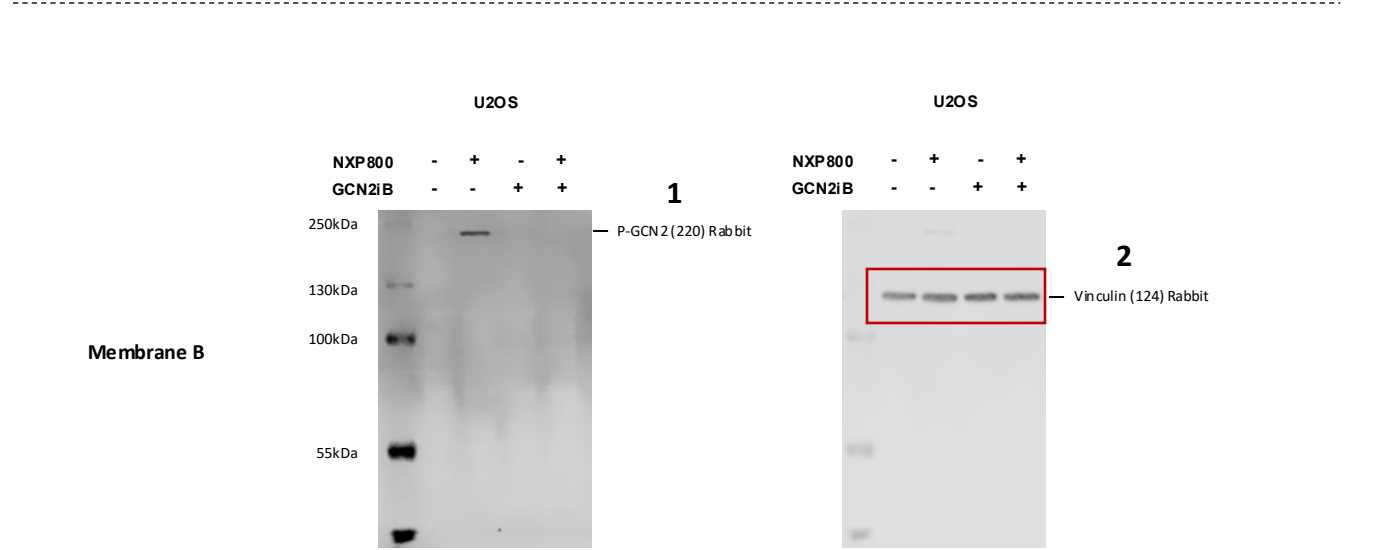

**Fig 3G** MNNG/HOS and U2OS siCT vs siHSF1

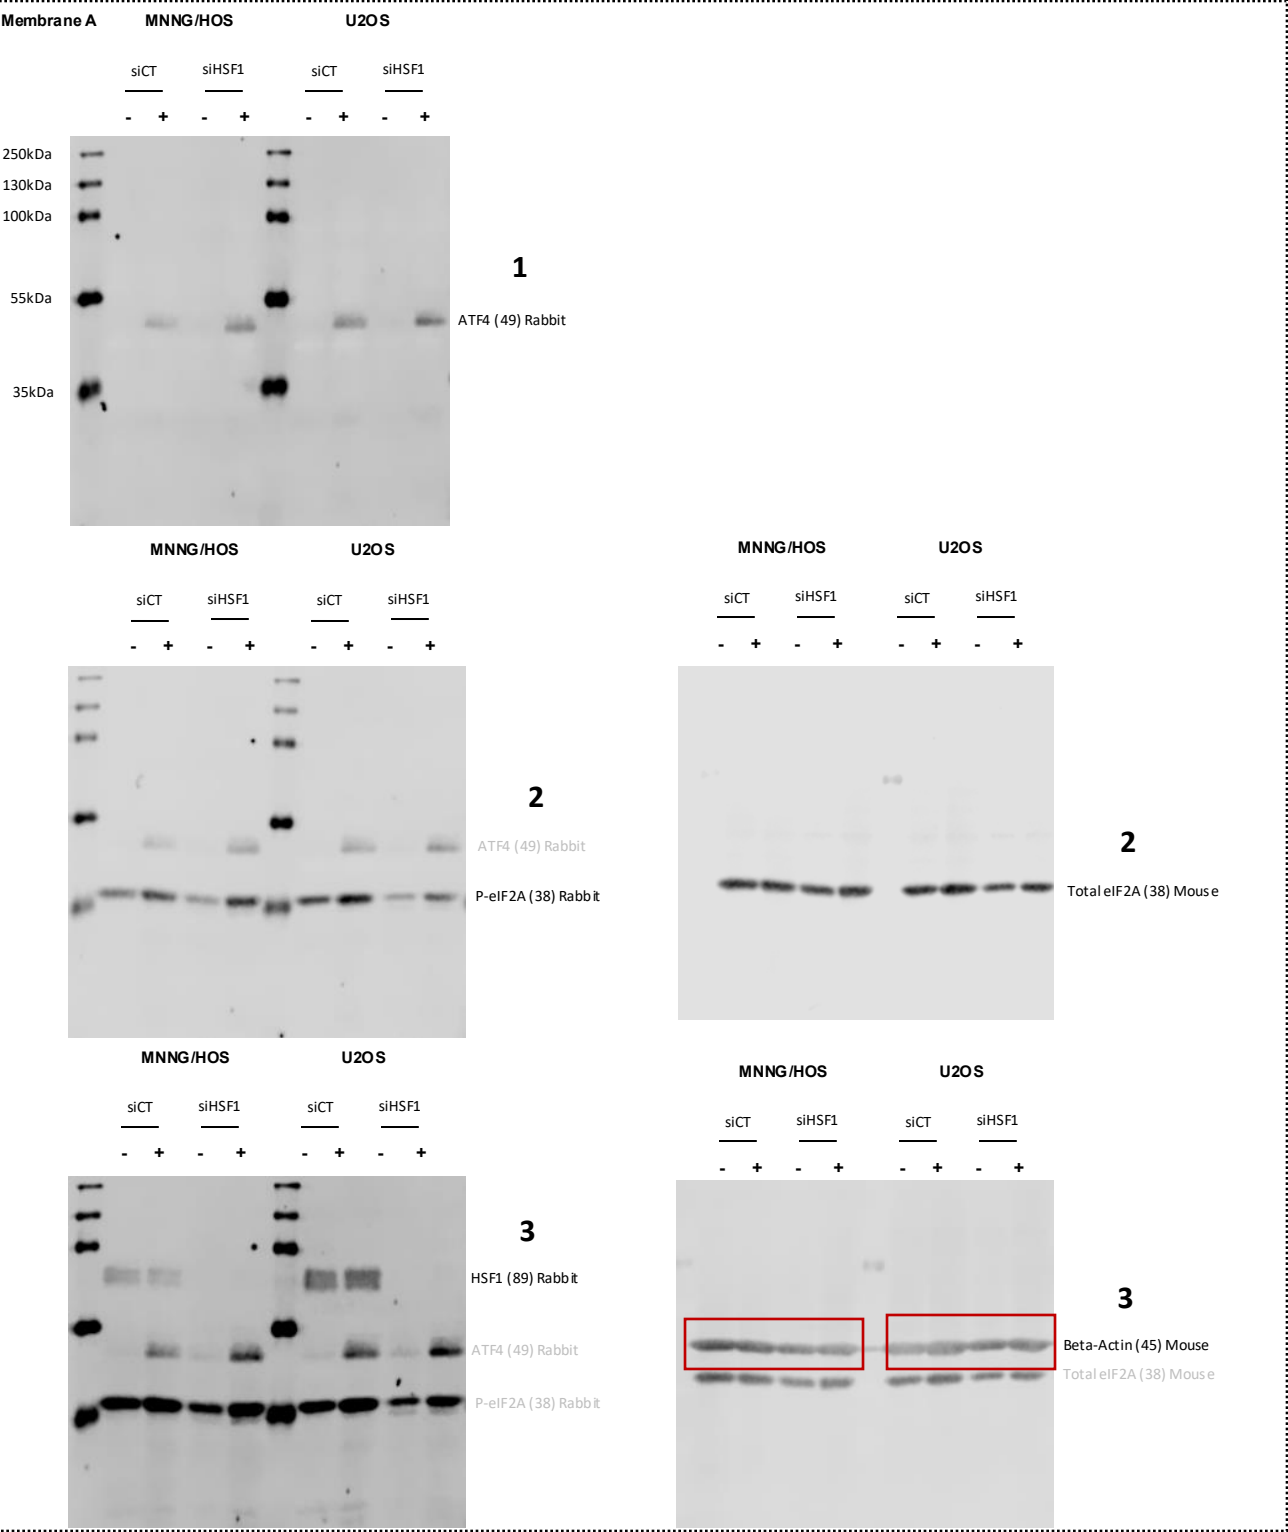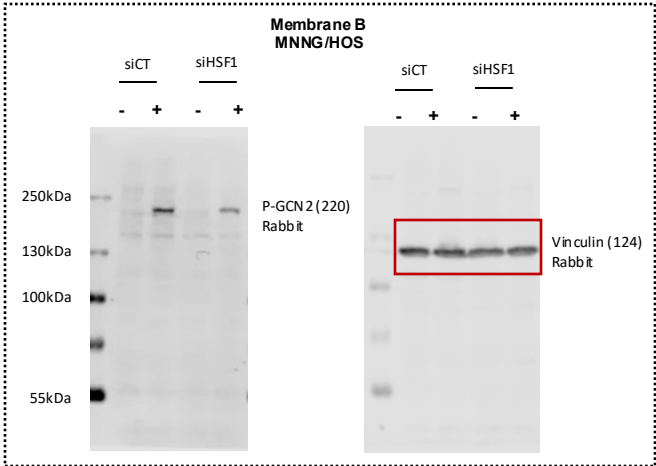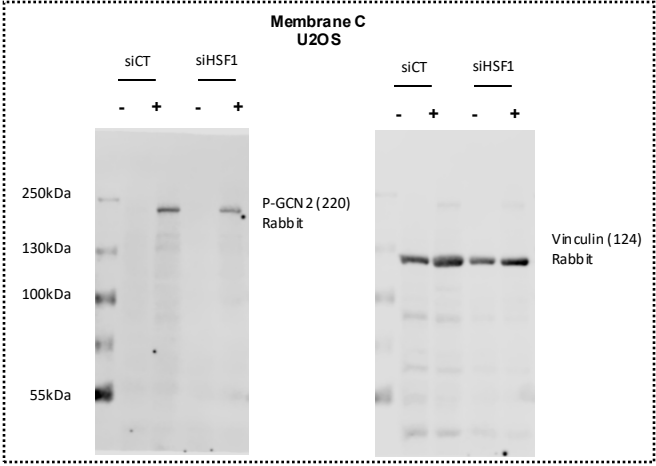

Fig 3J

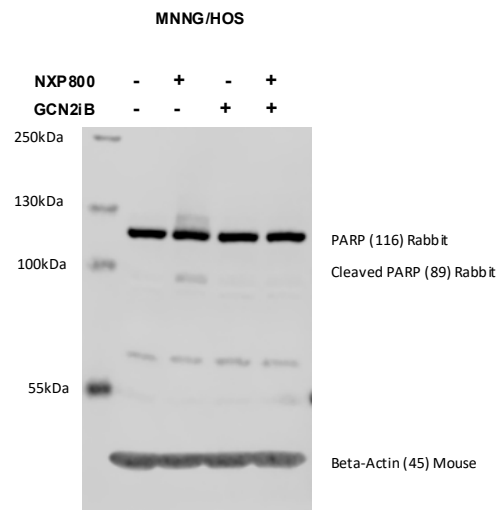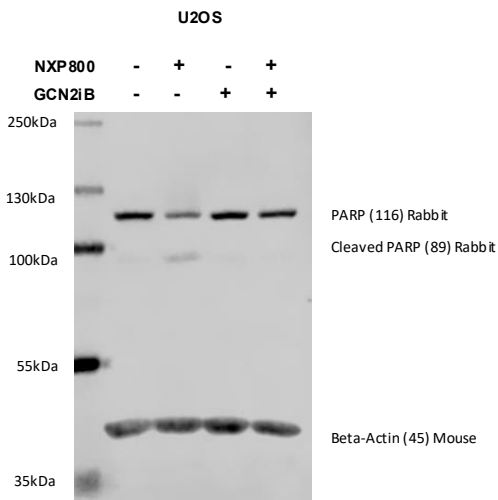

Fig 4B – MNNG/HOS

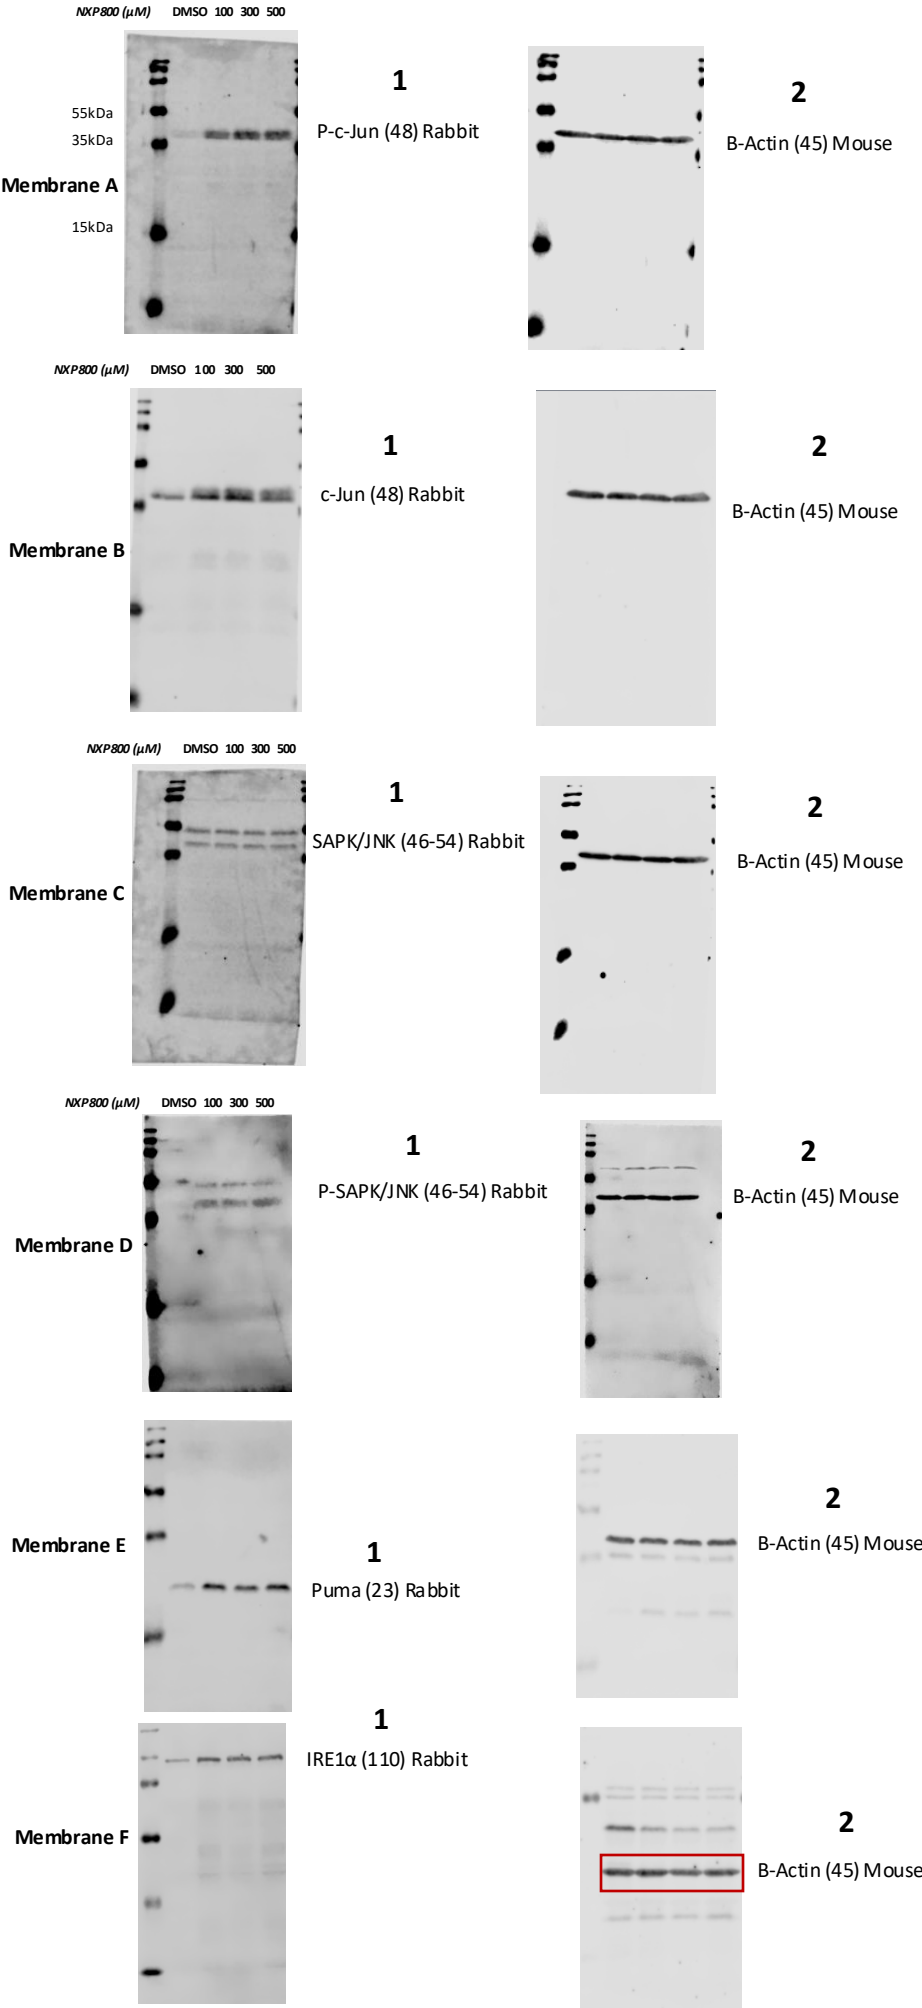

Fig 4C – U2OS

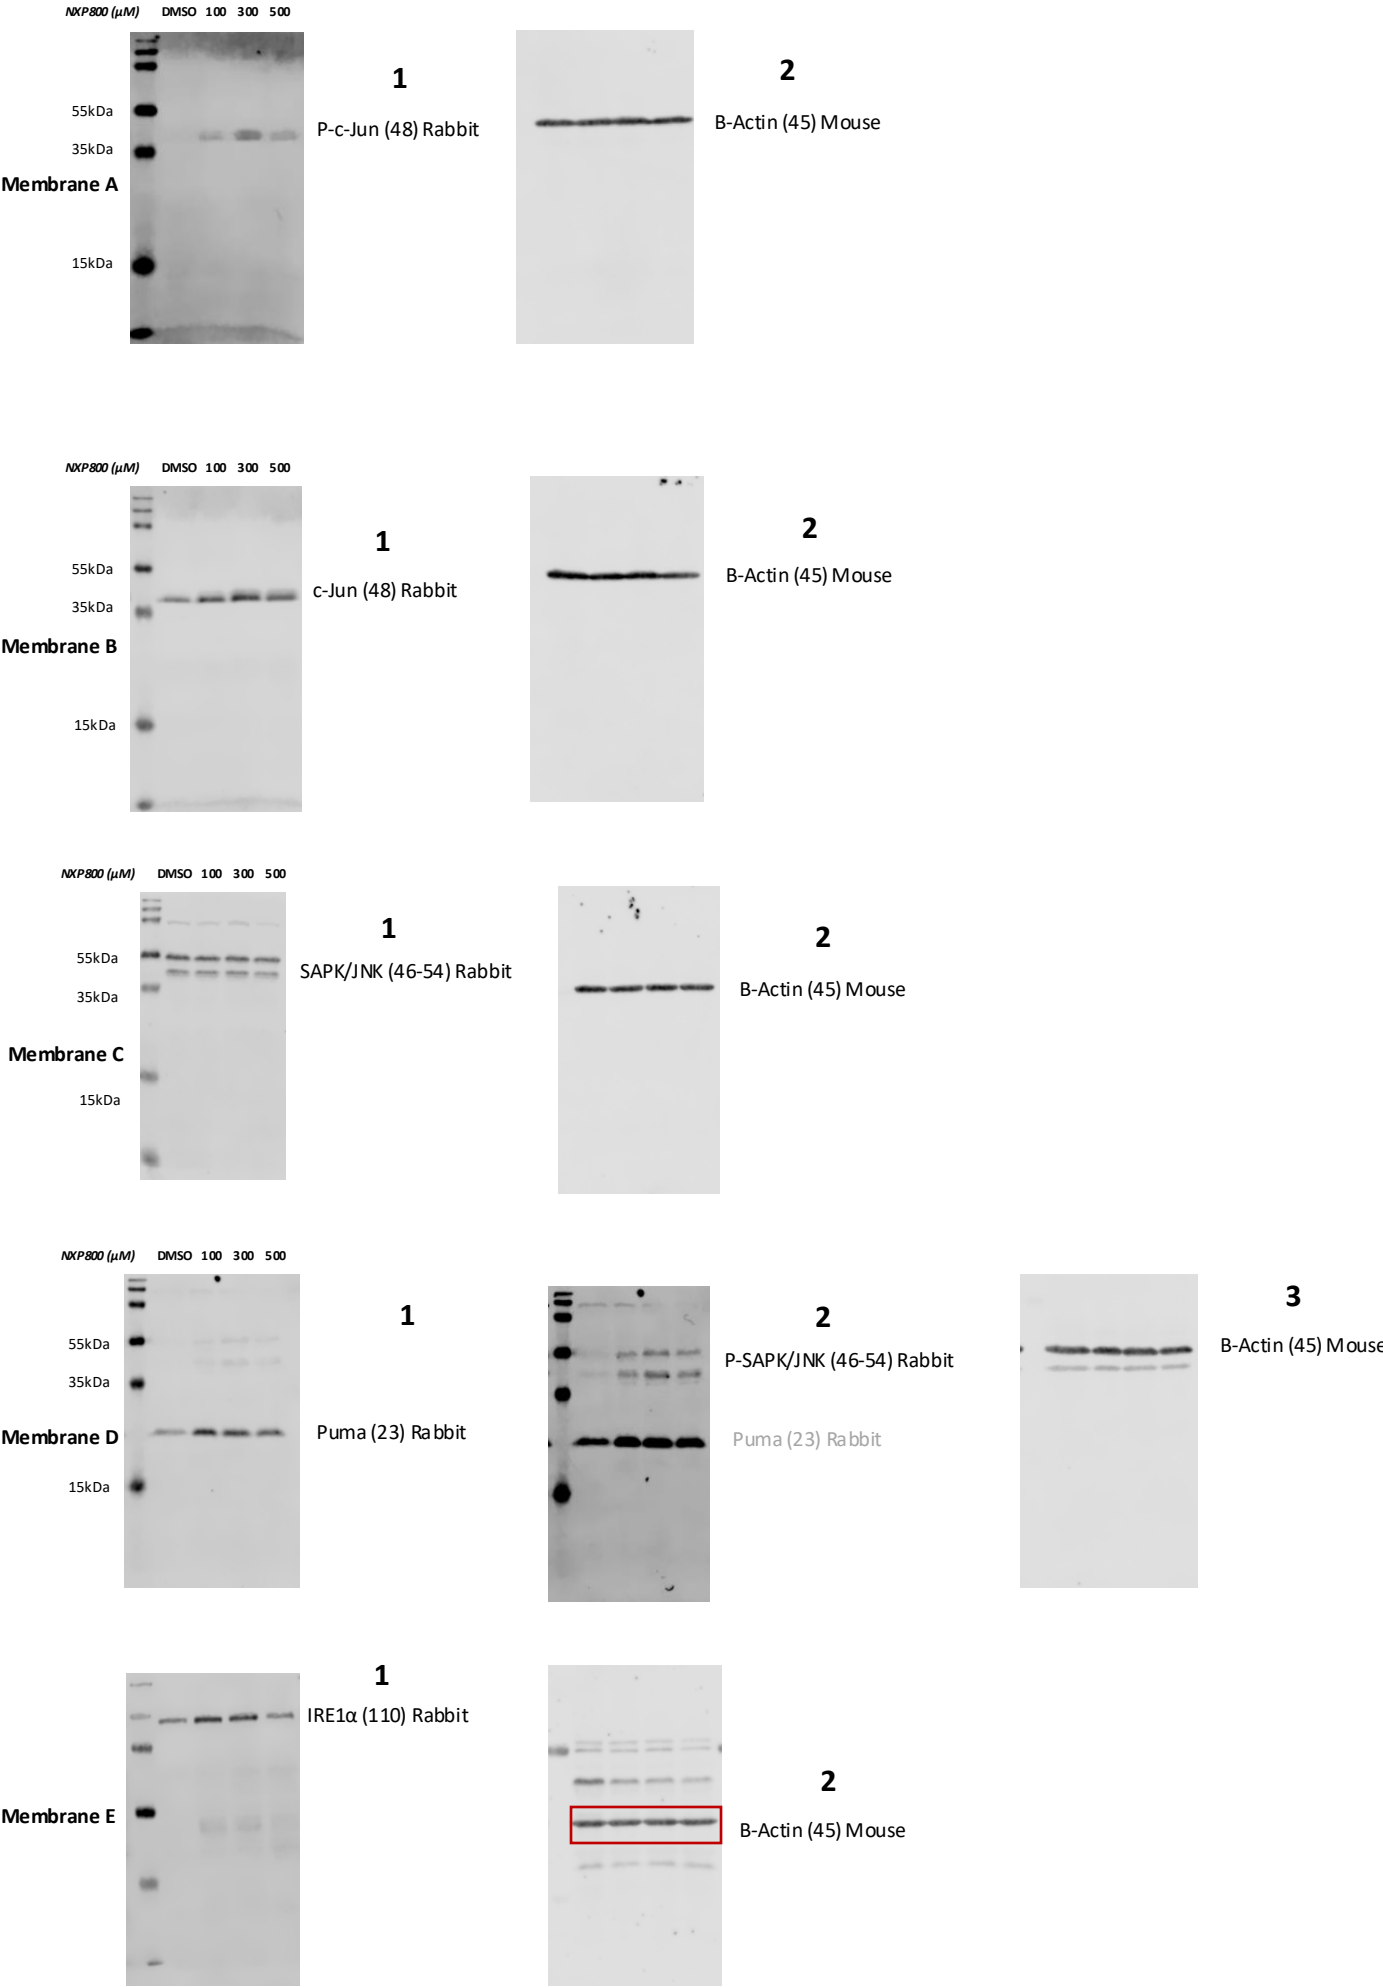

Fig S1B

MNNG/HOS

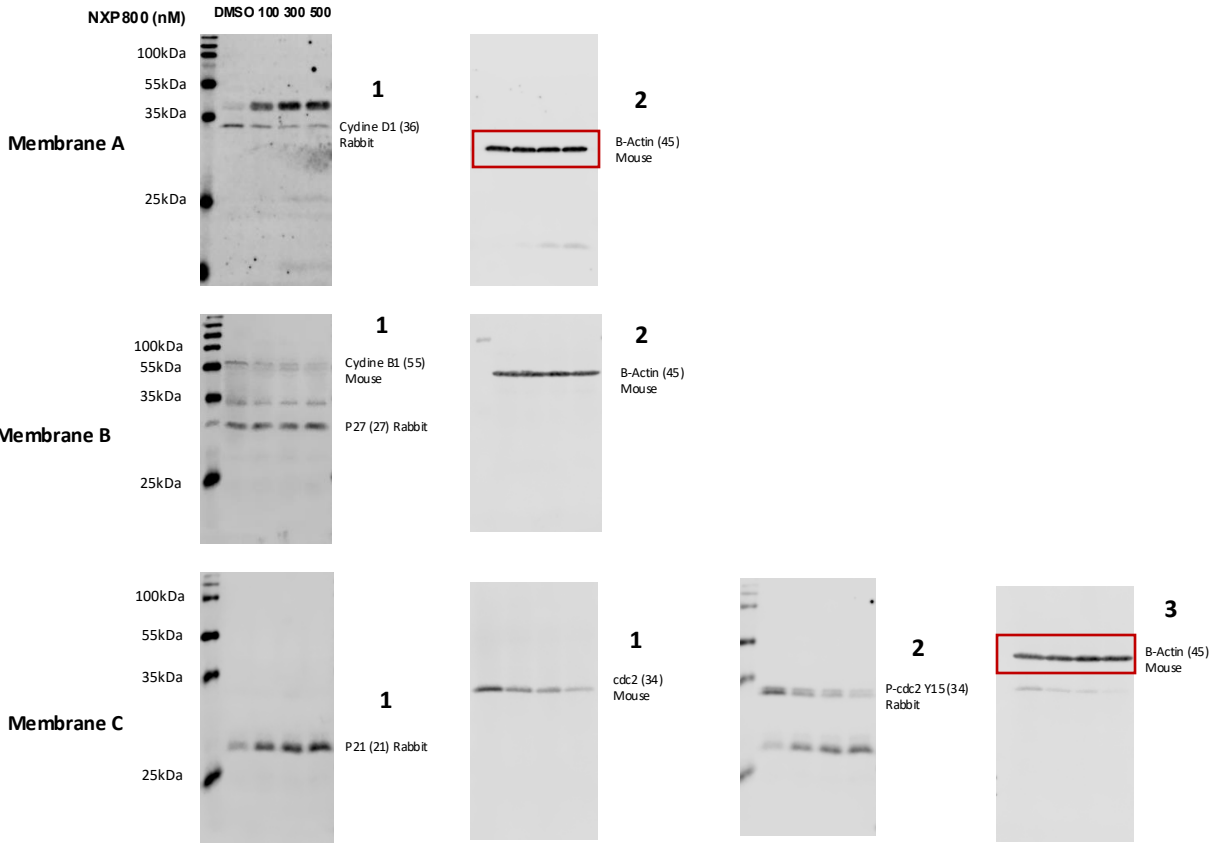

U2OS

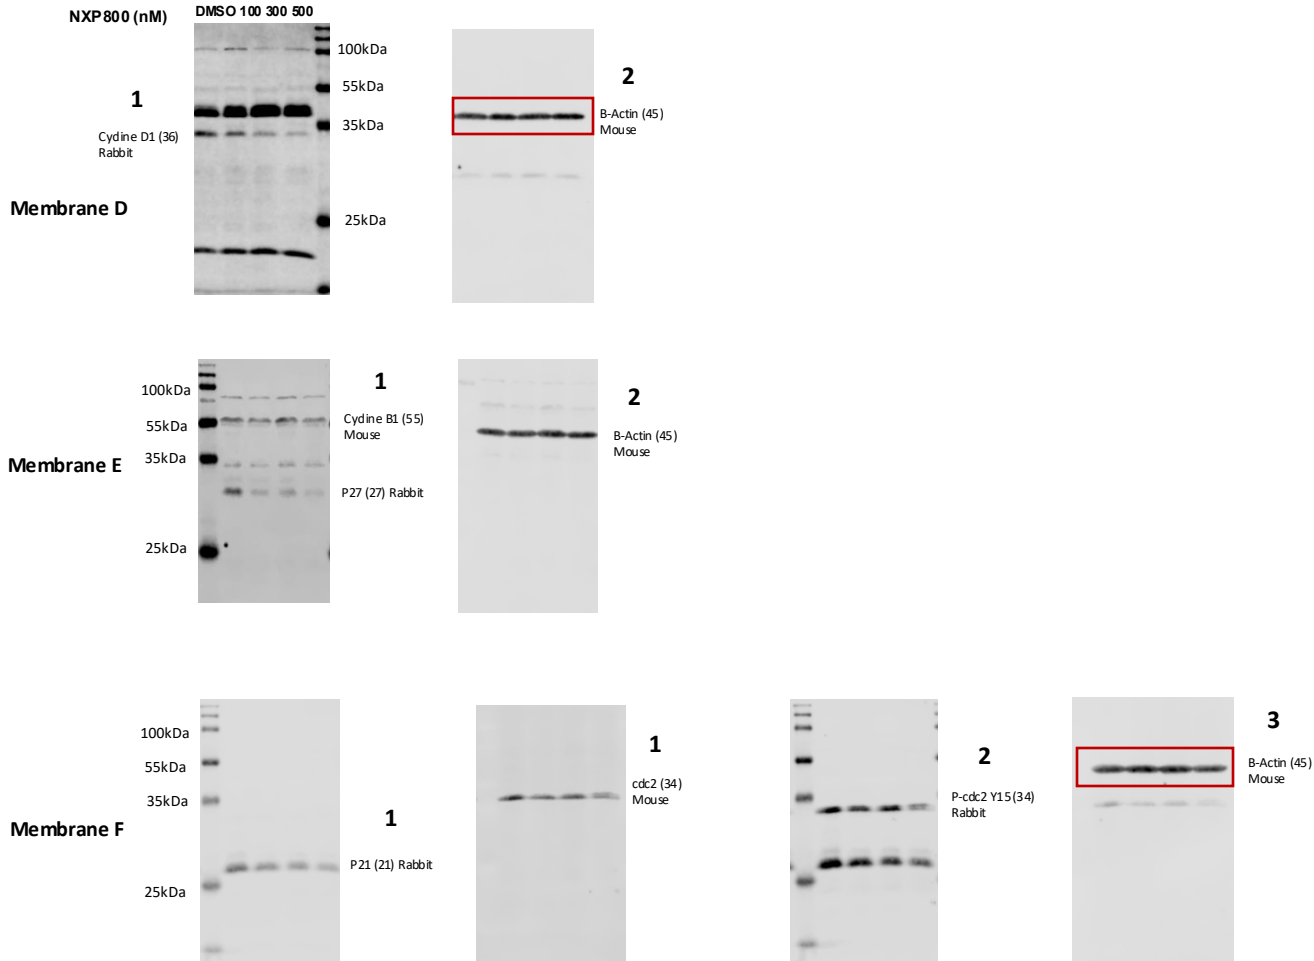

Fig S2B

MNNG/HOS

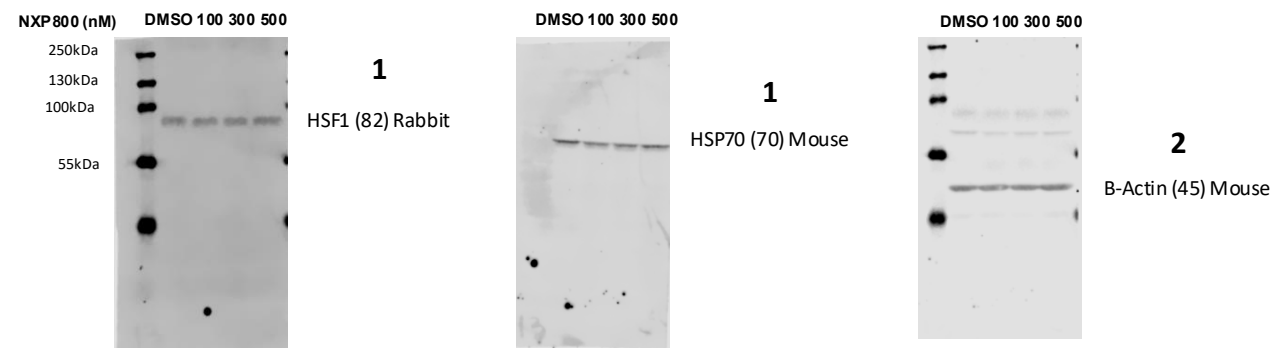

U2OS

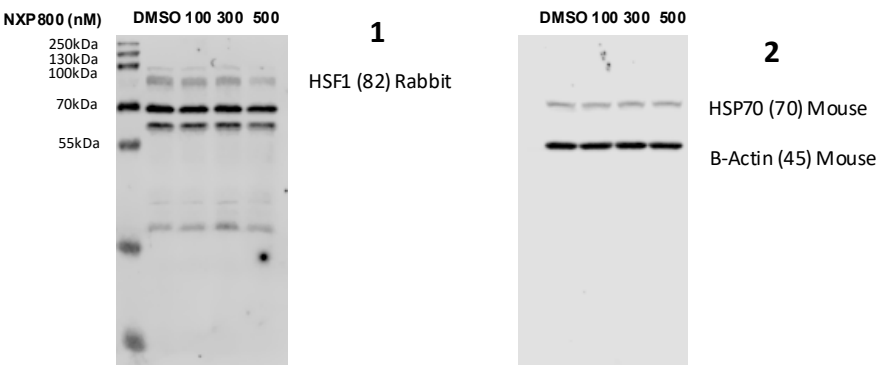

**Supplement:** Supplementary file 3 — Uncropped WB

How the deposited data were processed for this re-analysis (not part of the article)

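The data analysed are RNA-seq counts of MNNG/HOS cells given DMSO or 300 nM NXP800 for 6 h or 24 h, with 3 libraries per condition. The deposited values are raw counts per gene that the authors made by trimming with fastp, alignment with STAR to hg38 and counting on RefSeq genes with htseq-count. They carry no normalization. The paper's text does not name the trimming parameters, the strand setting, the counting mode, the design given to DESeq2 or the thresholds used for the figures. Entries of the counter that name no gene were left out of library sizes and tests. Reads on no annotated gene were 2.73 to 8.14% of the read pairs of a library, ambiguous reads 2.10 to 2.43%, and reads aligned to several places 1.86 to 3.37%. The 10 most abundant genes of a library took 5.45 to 7.68% of its counts. Replicates of a condition differed by more than sampling noise, with a chi-square of 7.36 to 26.4 per degree of freedom over genes with at least 20 counts, so none was counted as a duplicate.

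Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Of 43236 gene symbols, filterByExpr kept 15979. Scaling was by TMM, and edgeR's quasi-likelihood test was run in one model of the 4 conditions, whose common dispersion was 0.007231. Standard errors were derived from the log2 fold change and the F statistic of this test, which itself gives none. The contrasts were NXP800 against DMSO at 6 h, the same at 24 h, and the difference of the 2 responses. Calls are at a Benjamini-Hochberg adjusted p below 0.05, with a log2 fold change beyond 1 in size for calls over 2-fold. With between 30810614 and 31947656 counts per library, the spread between replicates and not the counting error sets the precision of all but low genes. Gene positions are those of the RefSeq annotation of GRCh38.p14, and exon overlaps, on either strand, come from GENCODE, whose models can differ from those the authors counted on.

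Membership of the GO terms was not used here. In its place 9 lists were written from general knowledge and a list of translation factors was defined by gene symbol, which also takes in *EEF2K* and EEF1AKMT genes. The lists were tested with camera at a preset correlation of 0.01, with adjustment over the 20 tests at 6 h and 24 h, and separately over the 10 contrasts of the responses. Genes shown in heatmaps were read from the pictures and only tallied, and 1 label of Fig. 2D that could not be read was left out. Principal components were computed on blind variance-stabilized counts of the 500 most variable genes. The sample mapping, the tests and the alternatives were fixed before the data were examined, except for some that were added later: the replicate block with offsets for GC content and transcript length, the lists without members shared with the list of ISR targets, the sets of ZNF genes, DNA replication genes and snoRNA host transcripts, the rule that left the explanation of the last open, the test of library scaling for heat shock genes, the number and thresholds of opposite calls and the sizes of differences set against a weaker response scale, and the comparison of library totals between the groups. Genes to name were set by rule: genes the paper names, genes labelled in Fig. 2C and Fig. 4A, some fixed markers, the 5 largest rises and falls at each time point and in the difference among called genes with a mean log2 CPM of at least 1 (at a time point also with all replicates apart), the genes of the 4 eIF2α kinases, and the 3 largest changes each way among called members of each gene list and figure list. The rule gives 131 genes. The text names 70 of them, a subset chosen after their values were seen, and the difference of the responses is given only for genes and lists where it passed the threshold, apart from genes and lists for which the text says that it did not.

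The alternatives were DESeq2's size factors, library size only, no filter on low counts, at least 10 counts in every library, only the 6 libraries of a time point, the replicate number as a block, each library left out in turn, DESeq2's Wald test, an adjusted p below 0.01, direction only for the tallies, fry, camera with an estimated correlation and preranked fgsea for the lists, and other inputs for the principal components. The replicate numbers pair the libraries. After removal of the group means, NXP800 and DMSO libraries of the same number correlated across genes with r between 0.160 and 0.329, against at most 0.0580 for different numbers, and genes are not independent replicates. The paper does not describe the pairing, so the replicate numbers of the deposited libraries are its only source. GC content and transcript length were known for 14631 of the tested genes (91.6%).

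The procedures were tested on simulated counts drawn independently for each gene from the real means and the common dispersion. These held no correlation between genes and no pairing of replicates, and 200 changed genes are far fewer than the 8435 called at 6 h. They therefore cannot show how the replicate block handles pairing or how the list tests handle correlated genes. With 200 genes changed 2-fold at 6 h, edgeR recovered 181 of them with 15 other calls among 15690 genes, the replicate block 179 with 13, and DESeq2 170 with 19 among 26808. For the difference of the responses, 161 were recovered with 11 other calls. A simulated GC trend at 6 h gave 4631 other calls among 15707 genes, and 6 with the offsets, which recovered 178 of the 200. A simulated change of the tRNA synthetase list at 6 h was found by each of the 4 list tests, with 0 other lists called.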

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

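Of the tests in this part, those with the replicate block and offsets for GC content and transcript length, the test of library scaling for heat shock genes, the number and thresholds of opposite calls and the sizes of differences set against a weaker response scale, and the comparison of library totals between the groups were chosen only after the result was seen, and the sets of ZNF and DNA replication genes were chosen after the other lists had been tested.

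The response to NXP800 differed between 6 h and 24 h in 4129 of 15979 tested genes, by edgeR's quasi-likelihood test of the difference, 1924 with a higher and 2205 with a lower log2 fold change at 24 h. 1067 of these differences were over 2-fold. Of the 5936 genes called at both time points, 5598 moved the same way (2639 up, 2959 down). The others, 338 genes, moved in opposite directions, and for each of them the difference was called. A further 2499 genes were called at 6 h only and 3017 at 24 h only, which by itself does not show a difference. The tables argue against several technical sources. Depth did not part the groups. The mean total of the NXP800 libraries was 1.005 times that of the DMSO libraries at 6 h and 0.99 times at 24 h, and that of the 24 h libraries 1.014 times that of the 6 h libraries, with overlapping totals in each comparison. No 2 libraries differed by more than 1.037 times, while 1797 genes at 6 h and 2245 at 24 h changed over 2-fold. With the 50 most abundant genes left out, which hold 16.4% of all counts, the numbers of genes called at 6 h, at 24 h and for the difference were 8321, 8964 and 4141. With the replicate block and offsets for GC content and length they were 10020, 10501 and 6681, and 4084 of the 4129 genes were called again in the same direction. A fall below 1 in 1.5 of the count was the outcome set for a GC or length trend as the source, and the count for the difference instead rose beyond 1.5 times, an outcome not foreseen; with the replicate block alone it was 6284. A response of the same genes on a weaker scale in one set of libraries needs a false call at a time point for each gene called in opposite directions. The adjusted p allows 869 false calls over both time points at 0.05, which the 338 genes do not exceed, and 135 at 0.01, where 143 genes were seen. At 0.001 it allows 9.21, against 43 seen, and at 0.0001 0.617, against 20. The counts at the stricter thresholds argue against such a scale as the source of these opposite responses. Among genes called the same way at both time points, the response was larger at 24 h in 822 and smaller in 531 of the 1353 whose difference was called. A single weaker set of libraries would make the differences go one way but for false calls, of which the adjusted p allows 206.4, so it is argued against as the whole source here too.

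What stays open is the set of libraries. The 6 h and 24 h libraries differ in their shares of unassigned reads, and 6649 genes differed between the DMSO libraries of 24 h and 6 h (3358 higher and 3291 lower at 24 h). Time of treatment and separate cultures or library sets cannot be told apart in this design, although the contrast removes a difference that DMSO and NXP800 libraries share. Among 100 relabelings of the libraries within each time point, drawn from 200, 2 gave as many calls as the real one, which is 1 of them. The other exchanges DMSO and NXP800 at 24 h, which adds the responses, and gave 10307 calls. Both belong to the 17 drawn that part every pair of same-numbered libraries. The 23 relabelings with real groups at 1 time point gave 206 to 3719 calls, and the 75 with neither gave 0, with 45 to 658 genes at an unadjusted p below 0.05. For the response at each time point, the real split gave the most calls, and the most over 2-fold, of the 10 splits of 3 against 3 (1 of 10 each), the smallest share the design allows. The other 9 splits gave 0 calls, with 95 to 733 genes at an unadjusted p below 0.05 at 6 h and 86 to 1373 at 24 h, against 9226 and 9683 with the real groups. These include the 3 others that part all pairs.

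Of the 10 lists, 4 differed between the responses by camera at the preset correlation, the only list test run on this contrast. The list of ISR targets responded less at 24 h (adjusted p = 0.0356, median difference -0.16, 7 of 34 members called lower and 0 higher), as did the ER stress apoptosis list (adjusted p = 0.0356, median -0.13, 6 lower and 1 higher), while the ER chaperone and ERAD list responded more (adjusted p = 0.0286, median 0.16, 5 higher and 0 lower). These 3 differences depend on single libraries. Without DMSO 24 h replicate 1 the adjusted p was 0.283, 0.181 and 0.181. Without NXP800 6 h replicate 1 it was 0.0917, 0.0618 and 0.0502. The ISR and ER stress apoptosis lists also lost the threshold without NXP800 24 h replicate 3 (0.0528 each) and without DMSO 6 h replicate 3 (0.103 and 0.0613). The lowest values with 1 library left out were 0.00625, 0.0131 and 0.000242. With library size only the ISR and ER stress apoptosis lists no longer passed (0.0532 and 0.0671), nor with at least 10 counts in every library (0.0557 each). Of the lists that did not pass, the tRNA synthetases had the smallest adjusted p (0.0581). It was 0.0727 with the replicate block, 0.00912 with no filter on low counts and 0.0131 to 0.201 with 1 library left out, passing without DMSO 24 h replicate 2, NXP800 24 h replicate 1, DMSO 6 h replicate 1 or 2, or NXP800 6 h replicate 3.

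The list of mitosis genes fell more at 24 h, with a median difference of -1.10 and 26 of 26 members called lower (adjusted p = 1.04e-61, and 7.67e-73 to 1.7e-54 with 1 library left out). At 24 h itself all 26 were called lower (median -1.20, adjusted p = 2.57e-44), and at 6 h 13 were lower and 3 higher (median -0.18, adjusted p = 0.0539). The paper does not report these genes from the RNA-seq data. Among single cell cycle genes the difference of the responses, at an adjusted p below 0.05 each, was -1.54 in *MKI67*, -1.19 in *CDK1*, -0.98 in *CCNB1*, -1.57 in *KIF20A* and -1.72 in *CENPA*, which rose by 0.34 at 6 h and fell by 1.38 at 24 h. It was -0.45 in *CDKN1A*, -0.48 in *CDKN1B* and 0.56 in *CCND1*, of which 10.4% of the exon length overlaps LTO1. The *CDKN1A* difference did not pass in 9 of the 12 fits that each left out a library (adjusted p up to 0.116), nor with library size only (0.116). A GC or length trend is argued against by an adjusted p of 9.63e-63 with the replicate block and offsets, and library scaling by a median difference of at most -1.032 under the other scalings. For sets outside the 10 lists, values of camera and fry are unadjusted p. From propidium iodide staining (Fig. 1C), the paper reports that MNNG/HOS cells accumulated in G0/G1 at the same NXP800 dose after 24 h. It does not describe such staining of the sequenced cultures. As a hypothesis, the sequenced NXP800 cultures of 24 h may likewise hold fewer cells in S, G2 and M phase. This hypothesis predicts that genes of DNA replication fall at 24 h, and this set of 30 did, with 28 lower and 0 higher (median -0.85, camera 2.61e-28, 0.00078 with the estimated correlation). At 6 h 24 were lower and 0 higher (median -0.48, camera 2.82e-11, 0.0146 estimated), less than at 24 h (camera p of the difference 1.55e-11, 0.0136 estimated). The library set stays open here too.

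Signals in lists that the paper does not discuss were a rise of cytosolic tRNA synthetases at 24 h (12 up, 4 down, median 0.42, adjusted p = 0.00073) as at 6 h (adjusted p = 5.12e-08), and of p53 targets at 6 h (10 up and 8 down of 24, median 0.13, adjusted p = 0.000106) and 24 h (12 up, 5 down, median 0.21, adjusted p = 0.00886). The p53 list passed with the estimated correlation (0.00766 and 0.0466), and 4 of its genes are in other lists. The tRNA synthetase list did not pass so at 24 h (0.287). No explanation specific to these lists was tested, and a biological one stays open as untested. Counting splits of the 6 libraries of a time point with as small a camera p, the real split stood alone (1 of 10) for the ISR, tRNA synthetase, ER stress apoptosis, glucose starvation and p53 lists at both time points, for the HSF1 list at 6 h and the mitosis list at 24 h. For HSF1 targets at 24 h it was 4 of 10 splits, and 2 of the 4 that part all pairs. The counts at 6 h and 24 h were 4 and 7 for ER chaperones and ERAD, 7 and 10 for NRF2 targets and 7 and 9 for translation factors, and 5 for mitosis at 6 h. With 3 libraries against 3 the share of splits is never below 1 of 10, whatever the data. Each of the other 9 splits sets 2 NXP800 libraries and 1 DMSO library against 1 and 2, and so keeps part of the response. The camera p of the ISR targets was 2.89e-56 with the real groups and at least 7.82e-14 in the other splits at 6 h, and 2.88e-39 and at least 1.48e-13 at 24 h. For the mitosis list at 24 h it was 2.57e-45 and at least 1.06e-10.

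Genes with symbols starting with ZNF rose at both time points. Of 398 tested, 225 were increased and 36 decreased at 6 h (median 0.33, camera 2.27e-08), and 225 and 29 at 24 h (median 0.33, camera 1.16e-07). Fry gave 4.52e-06 and 7.48e-06, but with the estimated correlation p was 0.0595 and 0.0732. Against a GC or length trend, camera p at 6 h was 1.44e-06 with the replicate block and offsets. Library scaling is argued against by a median of at least 0.345 at 6 h and 0.341 at 24 h under the other scalings. At 6 h, 5 of the 10 splits gave as small a camera p, and 3 of the 4 that part all pairs. The calls of single genes do not rest on the list test. What stays open is whether the set moves beyond what the correlation of its genes gives, since it did not pass with the estimated correlation. Reads shared between members of this family were not tested.

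Among all genes with a mean log2 CPM of at least 1 and replicates apart, which 10% of genes show by chance, the 5 largest rises and 5 largest falls at 6 h included, outside the genes the paper names or shows, *CXCL8* (5.05), *SESN2* (4.40), *ADORA1* (-3.18), *S1PR5* (-3.08), *APLN* (-2.80) and *TET1* (-2.69), as log2 fold changes, with adjusted p from 3.49e-11 to 5.08e-08. At 24 h the 5 largest rises and falls were in *TXNIP* (4.69), *SPNS2* (4.67), *PLEKHG1* (4.55), *HKDC1* (4.01), *SPX* (3.88), *LOC105376380* (-4.23), *IGFBP5* (-3.88), *FRZB* (-3.86), *COL26A1* (-3.69) and *ANGPT2* (-3.59), with adjusted p from 6.7e-12 to 1.75e-06. *FRZB* had 10 to 13 counts per NXP800 library at 24 h, *COL26A1* 3 to 10 and *ANGPT2* 8 to 18, so that counting error limits their size. For *ADORA1*, 10.6% of the exon length is shared with another gene. No explanation beyond those for the number of calls was tested for these genes.

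The responses of single genes differed as follows, each value being the log2 fold change at 24 h minus that at 6 h, with an adjusted p below 0.05 from edgeR's quasi-likelihood test. Among the largest positive differences at a mean log2 CPM of at least 1 were those in *S100P* (2.85), *FENDRR* (2.55), *C1QTNF1* (2.38), *ATP6V0D2* (2.22) and *ABCA3* (2.13), and among the largest negative ones those in *CXCL8* (-3.26, from 7 to 9 counts per DMSO library at 24 h), *COL26A1* (-3.08), *FST* (-3.01) and *MMP13* (-2.99). *FST* rose by 2.70 at 6 h and did not pass at 24 h (-0.32, adjusted p = 0.44), but fell past the threshold without NXP800 24 h replicate 2 (-0.96, adjusted p = 0.011). Exons of another gene cover 17.1% of *ATP6V0D2*. Among the other genes with large changes, the differences were *TET1* (1.78), *TXNIP* (1.42), *SPNS2* (2.03), *PLEKHG1* (1.67), *S1PR5* (1.06), *ADORA1* (0.99) and *SPX* (0.88) and, in the other direction, *ANGPT2* (-2.83), *FRZB* (-2.80), *LOC105376380* (-2.89), *IGFBP5* (-2.47) and *PTGS2* (-2.64). Of the genes the paper names or shows, and of list members, the response was smaller at 24 h in *ERN1* (-0.97), *MAPK8* (-0.43), *BBC3* (-0.81), *PMAIP1* (-1.04), *GADD45A* (-0.93), *SESN2* (-1.21), *CTH* (-1.31) and *ATF3* (-1.30). The log2 fold change was higher at 24 h in *EIF2AK2* (0.80) and *EIF2AK3* (0.45). In fits that each left out a library, the difference no longer passed in some of them for *MAPK8*, *S1PR5*, *SPNS2*, *SPX*, *HSPA1B* and *ATF3*, with an adjusted p up to 0.0727, 0.102, 0.0527, 0.0914, 0.0557 and 0.0594, and for *MAPK8* also with library size only (0.0783). Time and library set are confounded for each of these genes.

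Heat shock genes differed between the responses in both directions, with *HSPA8* (1.22) and *HSPA1B* (1.02) falling less and *HSP90AA1* (-0.55) falling more at 24 h. The fall itself is not explained by library scaling, since the median of the HSF1 targets list at 6 h was at most -0.527 under the other scalings, nor by a GC or length trend alone, since camera p at 6 h was 8.65e-18 with the replicate block and offsets. Reads split between *HSPA1A* and *HSPA1B* do not produce it, since their summed count had a log2 fold change of -2.68 at 6 h. The exons that *HSPA1B* and *HSPA8* share with other genes leave the source of some of their reads open. Of the 19 tested members of the list, 17 were called lower at 6 h and 17 at 24 h, and 0 had a higher value at either time point even by direction alone, so the calls of its genes do not rest on the list test. What stays open is whether the list moves beyond what the correlation of its genes gives, since it did not pass with the estimated correlation (0.13 and 0.224).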

How the results depend on the processing

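Of the settings in this part, the replicate block with offsets for GC content and length (14631 of 15979 genes with values) and the lists without members shared with the ISR list were chosen only after the data were seen.

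The number of differentially expressed genes stayed within 1.5 times of 8435 at 6 h and 8953 at 24 h under every alternative, from 6482 and 7054 at an adjusted p below 0.01 to 10020 and 10501 with the replicate block and offsets, and from 7433 to 7971 and 8093 to 8679 in the fits that each left out 1 of 6 libraries. DESeq2's Wald test called 7872 and 8578, with no adjusted p for 9252 and 8708 of its 28071 genes. Calls over 2-fold dropped from 1797 to 1148 at 6 h and from 2245 to 1422 at 24 h with at least 10 counts in every library, which leaves 13419 genes to test. The number of genes whose response differed, 4129, rose to 6284 with the replicate block and 6681 with the block and offsets, and dropped to 2236 at an adjusted p below 0.01, a stricter threshold. It was 3200 to 4154 with 1 library left out and 4064 with DESeq2. With library size only, 2463 of these genes were higher and 1670 lower (59.6% higher), against 1924 and 2205 (46.6%) with TMM. At 24 h, 5327 were higher and 3747 lower, against 4387 and 4566 with TMM. The median log2 fold change of all genes was then 0.086 against -0.0033. The TMM factors of the 24 h libraries were 0.9178 to 0.9455 for DMSO and 0.9588 to 1.031 for NXP800. Leaving these factors out raises the log2 fold changes of all genes at 24 h together. Why the factors differ was not tested.

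Each list called at 6 h or 24 h kept its direction and passed under every other scaling, filter, fry, fgsea and leave-one-out fit. With the correlation estimated from the libraries, which counts the genes of a list as less independent, the tRNA synthetases (0.0955 at 6 h, 0.287 at 24 h) and HSF1 targets (0.130 and 0.224) no longer passed. Without the shared members, which leaves fewer genes, the ER stress apoptosis list at 24 h did not pass (0.0691). The mitosis list at 6 h passed without a filter on low counts (0.00435), under fry (0.0245) and with the block and offsets (0.00811). Its adjusted p was 0.775 with the estimated correlation, the setting that moved it most. With 1 library left out it was 0.0224 to 0.163. The NRF2 list at 24 h, which did not pass, ranged from 0.238 to 0.777 with 1 library left out and changed direction without NXP800 24 h replicate 1 (0.777). The cause was not tested.

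By direction only, 57.9% of the Fig. 2D names were higher at 6 h, since no threshold is then applied. PC1 held 44.5% and PC2 37.9% of the variance over all tested genes, 62.1 and 29.7% on log2 CPM, and 48.5 to 54.8% and 37.7 to 44.3% with 1 library left out. The cause was not tested.

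Small log2 fold changes changed sign. The difference of the responses of *DDIT3* was -0.039, with 0.039 for library size only and -0.16 to 0.072 with 1 library left out. *HSF1* at 6 h was 0.12 with the block and offsets. At 24 h it was 0.018 with library size only, 0.0020 with the block and offsets, and -0.14 to 0.025 with 1 library left out. *CDKN1B* at 24 h was 0.052 with library size only and -0.085 to 0.020 with 1 left out. At 6 h, *FENDRR* lay from -0.031 to 0.11, *ABCA3* from -0.15 to 0.084 and *MMP13* from -0.11 to 0.12 with 1 left out, and with the block and offsets *ABCA3* was 0.13 and *MMP13* -0.12. *FST* at 24 h ranged from -0.96 to 0.017 and was called (adjusted p = 0.011) without NXP800 24 h replicate 2. The cause was not tested for any of these.

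The replicate block called *MKI67* and *COL26A1* at 6 h (adjusted p = 0.00461 and 0.000436 from edgeR, without the block 0.159 and 0.0654) and the difference of the responses of *TRIB3* (adjusted p = 0.00587, without the block 0.0713). It changed no other call among the values run with it, which are those at 6 h and 24 h of the genes named and of the lists, the differences called without the block, and those of *ATF4*, *DDIT3*, *PPP1R15A*, *XBP1* and the tRNA synthetases. Other differences that were not called were not run with the block one by one. Counting each value of a single gene or contrast of a list once per alternative, 59 lost the threshold, 25 passed it in the same direction and 20 changed sign. Genes below 10 counts in some library, such as *CXCL8*, *COL26A1* and *ANGPT2*, have no value under that filter, and 30810614 to 31947656 counts per library limit what can be said of genes this low.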

Differences from the paper's values

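Of the settings in this part, only the replicate block with offsets for GC content and length was chosen after the values were seen.

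The log2 fold change of *ATF4* at 6 h is about 0.75 in Fig. 2C, read by eye as the paper's value, against 0.66 here (standard error 0.073). Of the alternatives set before the data were examined, the value came within 1 standard error of the paper's with library size only (0.68), with only the 6 libraries of the time point (0.69), and without DMSO 6 h replicate 1 (0.71), DMSO 6 h replicate 2 (0.68) or NXP800 6 h replicate 3 (0.68). It did not with DESeq2's size factors, DESeq2's Wald test, either filter on low counts, the replicate block or the other libraries left out. DESeq2's Wald test gave 0.6765 and library size only 0.6773, so the bound parts nearly equal values. The paper's value comes from the same libraries, so the standard error is not the error of this comparison. The error of reading by eye was not estimated. With the replicate block and offsets, chosen after seeing the values, it was 0.77.

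The log2 fold change of *EIF2AK4* at 6 h is about -0.7 in Fig. 2C, read by eye as the paper's value, against -0.62 here (standard error 0.061). Of the alternatives set before the data were examined, only the fit without NXP800 6 h replicate 2 (-0.64) came within 1 standard error of it. The limits of the standard error and of reading by eye given for *ATF4* hold here too.

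The paper gives an approximate share of the transcripts of the HSR heatmap (Fig. S2A) as downregulated, and the tallies here are below it. At an adjusted p below 0.05, 32 of 83 names (38.6%) were decreased at 6 h and 33 (39.8%) at 24 h. By direction only, 47 and 44 names were lower. This reaches the paper's share only when taken over the 66 tested genes and not over all names. For the UPR heatmap (Fig. 2D), the share increased at 24 h was 28 of 57 names (49.1%), also below the share the paper gives. Direction only reaches it (68.4%), but the same setting raises the share at 6 h above the paper's (57.9%).

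In Fig. 2A, PC1 separates NXP800 from control libraries and PC2 separates 6 h from 24 h. Here the axes were rotated, with both treatment and time displacing the libraries on both components. The paper states that translation regulator activity is upregulated at 6 h. The list of translation factors, which is not the GO term, did not pass at 6 h under any setting run (median -0.016, adjusted p = 0.632 from limma's camera).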

Other observations

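Of the tests in this part, the set of snoRNA host transcripts was chosen after the lists had been tested, the rule for leaving its explanation open was set after the values of other splits were seen, and the replicate block with offsets for GC content and length was chosen after the values were seen.

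The paper reports protein levels of cell cycle regulators in MNNG/HOS cells (Fig. S1B), with increases of p21 and p27 and decreases of cyclin B1, cyclin D1 and CDC2 that are the paper's. The RNA of their genes in these libraries had log2 fold changes of 2.17 at 6 h and 1.72 at 24 h for *CDKN1A*, 0.44 and -0.037 for *CDKN1B*, -0.30 and -1.27 for *CCNB1*, -0.50 and 0.054 for *CCND1*, and -0.25 and -1.45 for *CDK1*. All passed the threshold (adjusted p of 0.00218 for *CCNB1* and 0.00311 for *CDK1* at 6 h, the highest of these, from edgeR's quasi-likelihood test) except *CDKN1B* and *CCND1* at 24 h (adjusted p = 0.708 and 0.59). The log2 fold change of *CCNB1* at 6 h lay from -0.33 to -0.25 with 1 library left out. *MKI67*, whose protein the paper examined in tumors, had -0.19 at 6 h (adjusted p = 0.159) and -1.73 at 24 h (adjusted p = 3.05e-09). Its 6 h fall passed with the replicate block (adjusted p = 0.00461) and with the block and offsets (adjusted p = 0.00451). It also passed with no filter on low counts (adjusted p = 0.0439) and without DMSO 6 h replicate 2 (adjusted p = 0.0304). With 1 library left out, the 6 h value lay from -0.30 to -0.084 (adjusted p up to 0.561).

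Of the 10 lists, the NRF2 targets did not pass (6 up and 2 down of 18 at 6 h, median -0.15, adjusted p = 0.647, and 6 up and 4 down at 24 h, median 0.21, adjusted p = 0.563). At 24 h, the ER chaperone and ERAD list had 9 increased and 8 decreased genes (median 0.057, adjusted p = 0.46) and the list of translation factors 15 and 17 (median 0.0038, adjusted p = 0.556). *NUPR1* and FGF21 had too few counts to be tested. Across the tested genes, which are not independent replicates, the log2 fold changes at 6 h and 24 h correlated with Pearson's r = 0.646 and Spearman's rho = 0.629, with no library in both comparisons.

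A hypothesis was that NXP800, which the paper shows to lower protein synthesis, may reduce nonsense-mediated decay, so that spliced host transcripts of small nucleolar RNAs (GAS5 and the SNHG genes) rise. Of 29 such symbols 24 were tested. At 6 h 9 were increased and 4 decreased (median 0.23, camera, unadjusted, 0.0101), and at 24 h 10 and 6 (median 0.23, camera 0.00728). The 6 h median depended on the setting, with 0.11 for no filter on low counts and 0.30 for the block and offsets. The set rose as the hypothesis predicts, and with the replicate block and offsets for GC content and length camera p at 6 h was 0.0199, which argues against such a trend. Fry gave 0.00623 and 0.0042. With the estimated correlation, p was 0.371 and 0.348, and at 6 h 3 of the 10 splits gave as small a camera p, among them 2 of the 4 that part all pairs. Members went both ways and the set did not pass with the estimated correlation, so reduced decay cannot be told apart from chance differences between libraries that move these genes together, and transcription of these genes was not measured.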
